# Downregulation of DNA methylation enhances differentiation of THP-1 cells and induces M1 polarization of differentiated macrophages

**DOI:** 10.1038/s41598-023-40362-8

**Published:** 2023-08-12

**Authors:** Junyoung Park, Yongyang Luo, Jin Woo Park, Song Hyun Kim, Ye Joo Hong, Younghyun Lim, Young-Jin Seo, Jeehyeon Bae, Sang Beom Seo

**Keywords:** Cancer, Molecular biology

## Abstract

DNA methylation is an epigenetic modification that regulates gene expression and plays an essential role in hematopoiesis. UHRF1 and DNMT1 are both crucial for regulating genome-wide maintenance of DNA methylation. Specifically, it is well known that hypermethylation is crucial characteristic of acute myeloid leukemia (AML). However, the mechanism underlying how DNA methylation regulates the differentiation of AML cells, including THP-1 is not fully elucidated. In this study, we report that UHRF1 or DNMT1 depletion enhances the phorbol-12-myristate-13-acetate (PMA)-induced differentiation of THP-1 cells. Transcriptome analysis and genome-wide methylation array results showed that depleting UHRF1 or DNMT1 induced changes that made THP-1 cells highly sensitive to PMA. Furthermore, knockdown of UHRF1 or DNMT1 impeded solid tumor formation in xenograft mouse model. These findings suggest that UHRF1 and DNMT1 play a pivotal role in regulating differentiation and proliferation of THP-1 cells and targeting these proteins may improve the efficiency of differentiation therapy in AML patients.

## Introduction

Accumulating evidence has shown that dysregulation of DNA methylation is a hallmark of acute myeloid leukemia (AML) initiation and progression. Overexpression of MLL-AF9 in human hematopoietic stem cells (HSCs) results in a distinct DNA methylation signature, suggesting a close correlation between MLL fusion proteins and aberrant DNA methylation in leukemic transformation^1^.

MLL-AF9-driven AML-type leukemic THP-1 cells, which derived from acute monocytic leukemia (AMoL) patient, differentiate into macrophages upon treatment with phorbol-12-myristate-13-acetate (PMA)^2–4^. Previous studies have suggested that inhibitors targeting MLL fusion proteins, such as DOT1L^5^, BRD4^6^, MOF^7^, and SIRT^8^ can function as potential therapeutic agents. In addition, co-treatment using all-trans retinoic acid (ATRA) and a histone deacetylase (HDAC) inhibitor has been used as an epigenetic therapy for AML, and it works by inducing differentiation through hyperacetylation of histones^9^.

Ubiquitin-like-containing PHD and RING finger domains protein 1 (UHRF1) is a master regulator in the maintenance of DNA methylation, as it recruits DNA (cytosine-5)-methyltransferase 1 (DNMT1) to newly synthesized DNA. The knockout of *UHRF1* in mouse embryonic stem cells results in global loss of DNA methylation^10,11^. The upregulation of UHRF1 in various cancers and promyelocytic leukemia^12^ and its importance in cancer progression have been investigated in many studies^13^. Previously, we found that UHRF1 is upregulated in leukemia and that UHRF1 acts in the AML cell line HL-60 and other cancers via G9a-mediated transcriptional regulation^14^. We also found that PMA treatment induces leukemia cell differentiation by recruiting transcriptional repressor protein YY1 and histone-lysine N-methyltransferase EHMT2 (G9a) and represses the transcription of *UHRF1* via histone H3 lysine 9 methylation (H3K9me)^14^. Interestingly, a previous study suggested that UHRF1 modulates the fate of HSCs by showing that the ablation of UHRF1 induces erythroid-biased differentiation of HSCs, leading to hematopoietic failure and lethality^15^.

DNMTs, including DNMT1, DNA (cytosine-5)-methyltransferase 3A and 3B (DNMT3A and DNMT3B), are major proteins regulating genome-wide DNA methylation. Specifically, DNMT1 regulates maintenance DNA methylation and DNMT3A and DNMT3B are involved in de novo DNA methylation. A previous in vivo study has shown that DNMT1 has a crucial role in MLL-AF9 leukemia development^16^. In addition, DNMT1 inhibition by specific inhibitors showed tumor regression and increased survival of AML mouse models^17^. Also, there is a clinical report that about 20% of AML patients have mutations in DNMT3A^18^. Another study has suggested that DNMT3B plays a tumor-suppressive role in MLL-AF9-driven AML progression^19^.

Hematopoietic differentiation is disrupted in leukemic cells owing to genetic or gene expression abnormalities^20,21^. Since proliferating leukemic cells lack the ability to function as normal immune cells, leukemia patients with high white blood cell counts have impaired immune functions^20^. Therefore, inducing leukemic cells to differentiate into normal cells could be a promising therapeutic approach for treating AML patients. However, cytotoxicity of differentiation-inducing agents is the major problem to overcome^22^.

In this study, we investigated the expression pattern and clinical relevance of DNA methylation-related genes, including UHRF1 and DNMTs, in patients with AML using different genome-wide profiling and public databases. We found that the expression of UHRF1 and DNMT1 dramatically decreased after THP-1 cell differentiation, and that depletion of UHRF1 or DNMT1 positively regulated the differentiation of THP-1 cells after treatment with PMA. By performing RNA sequencing, we found that UHRF1 and DNMT1 regulate the expression of genes related to THP-1 cell differentiation. Furthermore, we analyzed global DNA methylation patterns following depletion of UHRF1 or DNMTs using DNA methylation array and showed that the changes in DNA methylation patterns are related to the differentiation of THP-1 cells. These findings suggest that UHRF1 and DNMT1 play roles in regulating PMA-induced differentiation of THP-1 cells by regulating transcription and DNA methylation of differentiation-related genes.

## Results

### Transcriptome changes dynamically during THP-1 differentiation

THP-1 cell line is derived from the acute monocytic leukemia (AMoL) patient and phorbol-12-myristate-13-acetate (PMA) treatment to these cells induces differentiation into macrophages^2^. First, we adopted next generation sequencing (NGS) approach to analyze transcriptome changes during THP-1 differentiation. To this end, we performed RNA sequencing (RNA-seq) with THP-1 cells before and after PMA treatment (Fig. 1a). As a result, 6,369 genes were identified as differentially expressed genes (DEGs) after PMA treatment (Fig. 1b). 

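The deposited control cells carried a non-targeting hairpin (shNC) and were kept for 48 h in DMSO or in 100 ng/ml PMA, with 2 libraries for each treatment. Libraries of unmodified THP-1 cells were not used here, and the values given for this experiment come from the shNC cells. The authors aligned the reads of the stranded mRNA libraries to hg38 with STAR 2.4.0b, and the submitters' processing notes name HTSeq 0.6.1p1 for the counts. The deposited table holds whole-number counts of 60676 Ensembl genes in all 16 libraries of the series. Total counts were 20851695 and 14607970 in the DMSO libraries and 22852559 and 14513867 in the PMA libraries, replicate 1 before replicate 2. Mitochondrially encoded genes held 24.4% and 9.97% of these counts in DMSO and 10.3% and 4.76% in PMA. Genes were named by GENCODE release 44, and the 16503 genes that passed edgeR's filter on low counts were tested with edgeR's quasi-likelihood test after TMM normalization. All 8 groups of the series shared 1 fit with 8 residual degrees of freedom, since 2 libraries per group leave few for a smaller fit. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change above 1, the limits named in the methods and in Fig. 1c. Gene lists and single genes were called without the fold change limit, and lists were tested with limma's camera at a preset correlation of 0.01 and again with an estimated correlation. Libraries of equal replicate number deviated from their group means alike in 28 of 28 pairs of groups (correlation across genes from 0.22 to 0.508). A second fit therefore took the replicate number as a block, and its counts are given where they moved most. Fits with a library left out held no such block, so a call lost there can also reflect unequal replicate numbers between groups.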

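After 48 h of PMA, the shNC cells had lost transcripts of cell division and gained those of lysosomes and adhesion. All 56 measured mitosis genes and 51 of the 54 DNA replication genes fell, and the same numbers fell when adjusted over the list alone. CDC20, an activator of the anaphase-promoting complex, dropped from 429 ± 24.0 to 7.05 ± 0.279 CPM (mean ± SD, n = 2), and the mitotic cyclin gene CCNB1 fell by 4.59 on the log2 scale (edgeR's quasi-likelihood test, adjusted p = 3.8e-10 and 4.5e-10). The camera test of limma gave adjusted p = 4.7e-57 for mitosis and 4.1e-35 for replication, and adjusted p = 2.0e-04 for each with an estimated correlation. Of 28 genes of the myeloid progenitor program, 19 fell and 3 rose (20 and 3 adjusted over the list alone), among the falls MYB (log2 fold change -5.33), a transcription factor of progenitor growth, and GFI1 (-3.35). Neutrophil granule genes went down in 13 of 22 cases and up in 3, including CXCR2 (-6.51), the interleukin-8 receptor, and S100A9 (-5.10), a calgranulin, adjusted p = 0.0157 became adjusted p = 0.357 with an estimated correlation. Lysosome genes rose in 41 of 47 cases and fell in 1 (limma camera adjusted p = 2.9e-14, adjusted p = 0.0819 with an estimated correlation), and 29 of 43 cell adhesion genes rose while 4 fell (adjusted p = 9.4e-09, adjusted p = 0.0282 with an estimated correlation). Several of the genes that rose most had no count in DMSO: XIRP1 was at least 1290-fold higher, OCSTAMP, needed for osteoclast fusion, at least 1280-fold and RRAD at least 684-fold, against a floor of 3 counts over the group. The chemokine gene CCL8 had 2 counts in DMSO and a ratio of 5870 (95% counting interval 1620 to 48400). MS4A3, a gene of granulocyte and monocyte progenitors, had 1 count in PMA and a ratio of 8410 in favour of DMSO (1510 to 332000), while TERT, the catalytic subunit of telomerase, was at least 44.3-fold lower in PMA. Together, 6643 genes passed the test, 3367 upward and 3276 downward, and 3515 and 3499 with the replicate block. Upper-quartile factors in place of TMM moved the median of all genes from -0.005 to -0.285 (log2) and gave 2678 genes up and 4238 down.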

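Of the 4 genes for DNA methyltransferases and their hemimethylation reader, PMA lowered 3 in the shNC cells and raised DNMT3A. UHRF1 (ENSG00000276043, chromosome 19, 4903080 to 4962154 in hg38), whose protein brings the maintenance methyltransferase to newly copied DNA, fell from 105 ± 25.1 to 6.03 ± 1.99 CPM (n = 2). Its log2 fold change was -4.13 (SE 0.30, edgeR's quasi-likelihood test, adjusted p = 1.5e-07). DNMT1 (ENSG00000130816, chromosome 19, 10133342 to 10231286), the maintenance methyltransferase, went from 115 ± 35.8 to 67.5 ± 14.9 CPM, a log2 fold change of -0.77 (SE 0.30, adjusted p = 0.0453 by the same edgeR test, 5.7e-06 with the replicate block). DNMT3B (ENSG00000088305, chromosome 20, 32762385 to 32809359), a de novo methyltransferase, fell from 9.23 ± 0.703 to 1.42 ± 0.231 CPM, with a log2 fold change of -2.70 (SE 0.22, edgeR, adjusted p = 4.8e-07). The other de novo enzyme, DNMT3A (ENSG00000119772, chromosome 2, 25227855 to 25342590), rose from 14.3 ± 0.404 to 27.9 ± 0.485 CPM, a log2 fold change of 0.96 (SE 0.18, edgeR, adjusted p = 7.2e-04). The DNMT1 and DNMT3A changes passed the test but stayed within the limit of 1 on the log2 scale. In fits with no replicate block, the DNMT1 call was lost without shNC DMSO replicate 2 (log2 fold change -0.41) or shNC PMA replicate 1 (-0.56). The replicate numbers in these fits were unequal between DMSO and PMA. They cannot show that the call rests on a single library, and with the block and all libraries DNMT1 passed.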

Interestingly, *UHRF1*, *DNMT1* and *DNMT3B* were included in the 2,888 downregulated genes and *DNMT3A* was upregulated after PMA treatment (Fig. 1c). To validate these RNA-seq results, we analyzed mRNA and protein levels of these genes after differentiation. Consistently, *UHRF1*, *DNMT1* and *DNMT3B* showed downregulation in both mRNA and protein levels and *DNMT3A* showed slight increase in protein level (Fig. 1d–g). These results suggest that genes related to DNA methylation are regulated when differentiation occurs in THP-1 cells.

**Figure 1:**
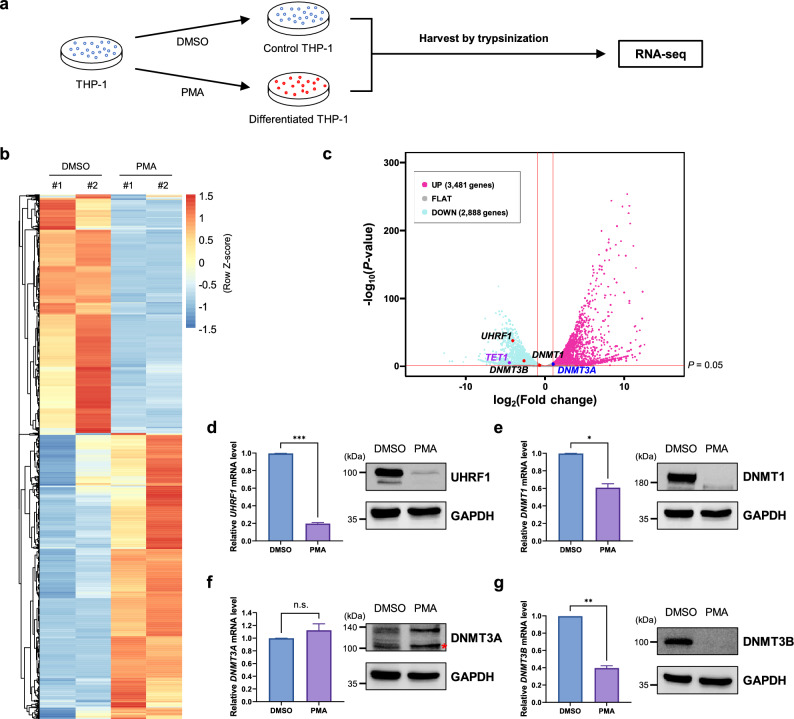
PMA treatment induces dynamic transcriptome variations in THP-1 cells. (**a**) Schematic image of sample preparation process for RNA-seq. Total RNA was extracted after 48 h of DMSO or PMA treatment. DMSO: dimethyl sulfoxide, PMA: phorbol-12-myristate-13-acetate. (**b**) Heatmap representing PMA-induced differentially expressed genes (DEGs) in THP-1 cells. (**c**) Volcano plot showing PMA-induced DEGs in THP-1 cells. Vertical lines indicate − 1 or 1 of log_2_ fold change and the horizontal line indicates the *P*-value cut-off (*P* = 0.05). The dots indicate *UHRF1*, *DNMT1*, *DNMT3A*, *DNMT3B* and *TET1*. (**d**) (Left) qRT-PCR analysis to determine the mRNA level of *UHRF1* after PMA treatment in THP-1 cells. Data are shown as mean ± SEM (n = 3). The *P*-value was calculated by paired two-tailed t-test. ***P < 0.001. (Right) Western blot analysis to evaluate UHRF1 protein level in THP-1 after PMA treatment. (**e**) (Left) qRT-PCR analysis to determine the mRNA level of *DNMT1* after PMA treatment in THP-1 cells. Data are shown as mean ± SEM (n = 3). The *P*-value was calculated by paired two-tailed t-test. *P < 0.05. (Right) Western blot analysis to evaluate DNMT1 protein level in THP-1 after PMA treatment. (**f**) (Left) qRT-PCR analysis to determine the mRNA level of *DNMT3A* after PMA treatment in THP-1 cells. Data are shown as mean ± SEM (n = 3). The *P*-value was calculated by paired two-tailed t-test. n.s., not significant. (Right) Western blot analysis to evaluate DNMT3A protein level in THP-1 after PMA treatment. *non-specific band. (**g**) (Left) qRT-PCR analysis to determine the mRNA level of *DNMT3B* after PMA treatment in THP-1 cells. Data are shown as mean ± SEM (n = 3). The *P*-value was calculated by paired two-tailed t-test. **P < 0.01. (Right) Western blot analysis to evaluate DNMT3B protein level in THP-1 after PMA treatment.

In addition, we found that mRNA levels of *CD14* and *CD11b*, which are well-known differentiation markers of macrophages^23^, increased after PMA treatment indicating that PMA treatment successfully induced differentiation into macrophages (Supplementary Fig. 1a). Also, the mRNA levels of *RGS1* and *MMP9* markedly increased after differentiation (Supplementary Fig. 1b). *RGS1* controls the GTPase activity of G-protein alpha subunits^24,25^, and *MMP9* is secreted by macrophages and required for inflammatory macrophage migration^26,27^. Conversely, the mRNA levels of *SPIB* and *SYTL1* decreased remarkably (Supplementary Fig. 1c). *SPIB* is related to the differentiation of dendritic cells rather than macrophages^28^ and *SYTL1* is known to promote leukemogenesis^29^. We also performed Gene Set Enrichment Analysis (GSEA) with RNA-seq data. 

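Macrophage genes rose as a group in the PMA-treated shNC cells, and so did genes induced by interferons. Of 38 measured macrophage differentiation markers, 33 rose and 4 fell, with the same numbers adjusted over the list alone and a median log2 fold change of 3.70. LPL, a secreted lipase of macrophages, went from 13.6 ± 0.349 to 1830 ± 18.9 CPM (n = 2), and CSF1R, the receptor for macrophage colony-stimulating factor, rose by 4.99 on the log2 scale (edgeR's quasi-likelihood test, adjusted p = 3.4e-10 and 1.2e-09). The macrophage activation and phagocytosis list had 28 of 40 genes up and 8 down (28 and 8 adjusted over the list alone, median 2.15), including SLAMF8 (log2 fold change 7.72) and the phagosomal metal transporter SLC11A1 (4.97). Among 34 interferon-gamma response genes, 23 rose and 4 fell (25 and 4 adjusted over the list alone, median 1.41). Examples were GBP1 (7.01), an interferon-induced GTPase, and ICAM1 (4.96), an adhesion molecule. Type I interferon response genes went up in 49 of 55 cases and down in none (49 adjusted over the list alone, median 2.01), for example the antiviral gene RSAD2 (5.98). The camera test of limma gave adjusted p = 1.4e-26 for differentiation, 1.0e-08 for activation, 3.4e-06 for the interferon-gamma list and 3.1e-19 for the type I list. With an estimated correlation these were adjusted p = 0.00796, 0.00854, 0.00473 and 8.6e-05. The lists stand in for the gene sets of the paper, which are not part of the deposited data.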

The GSEA results showed that the gene sets related to macrophage differentiation, macrophage activation, interferon-γ (IFN-γ) response were enriched in the PMA-treated group (Supplementary Fig. 1d). IFN-γ is known to prime macrophages by downregulating miR-3473b expression to suppress phosphatase and tensin homolog (PTEN), which is required for the full activation of macrophages^30^. These results also validate our RNA-seq data. Together, these data suggest that PMA treatment induces macrophage-differentiation in THP-1 cells and genes responsible for DNA methylation are dynamically regulated during differentiation.

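The 6 marker genes of Supplementary Fig. 1a to 1c all changed in the shNC libraries, 4 upward and 2 downward. MMP9 (ENSG00000100985, chromosome 20, 46008908 to 46016561), a secreted matrix protease, reached 13094 ± 1954 CPM from 7.98 ± 4.88 (n = 2), a log2 fold change of 10.68 (SE 0.65, edgeR's quasi-likelihood test, adjusted p = 3.1e-08). RGS1 (ENSG00000090104, chromosome 1, 192575763 to 192580024), a regulator of G-protein signaling, went from 0.213 ± 0.301 to 617 ± 126 CPM (log2 fold change 11.46, SE 0.61, edgeR, adjusted p = 6.0e-08). ITGAM (ENSG00000169896, chromosome 16, 31259967 to 31332892), which encodes CD11b, rose from 23.3 ± 5.26 to 204 ± 14.6 CPM (3.13, SE 0.25, edgeR, adjusted p = 3.9e-07). CD14 (ENSG00000170458, chromosome 5, 140631728 to 140633700), a co-receptor for lipopolysaccharide, stayed at a low level and rose from 1.06 ± 0.142 to 4.15 ± 0.152 CPM (1.97, SE 0.45, edgeR, adjusted p = 0.00241). SPIB (ENSG00000269404, chromosome 19, 50418938 to 50431314), a transcription factor of dendritic cells, fell from 6.32 ± 0.963 to 0.135 ± 0.116 CPM (-5.60, SE 0.71, edgeR, adjusted p = 2.5e-05). SYTL1 (ENSG00000142765, chromosome 1, 27342020 to 27353937), a gene of vesicle transport, fell from 12.1 ± 5.88 to 0.437 ± 0.0972 CPM (-4.80, SE 0.47, edgeR, adjusted p = 2.3e-06).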

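Genes that write, read or erase DNA methylation changed in both directions under PMA: 5 of 19 rose and 8 fell, with the same numbers adjusted over the list alone (8 and 8 with the replicate block). Besides the methyltransferases and UHRF1, the falls included HELLS, a chromatin remodeler needed for DNA methylation, at 1.84 ± 0.152 CPM in PMA against 26.2 ± 2.70 in DMSO (n = 2, log2 fold change -3.83, edgeR adjusted p = 3.4e-08). As a list these genes did not move one way: the median log2 fold change was 0.02 and the mean -0.61, and limma's camera test gave adjusted p = 0.169. From the rise of macrophage markers and gene sets and from the changes of UHRF1 and the methyltransferase genes, the paper proposes that PMA induces macrophage differentiation and that the DNA methylation genes are regulated along with it.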

### Knockdown of UHRF1 or DNMT1 results in enhanced sensitivity to PMA and induces pro-inflammatory cytokines in THP-1 cells

Since we found that expression levels of UHRF1, DNMT1, and DNMT3B decreased upon PMA treatment, we hypothesized that knockdown of these proteins could also affect PMA-induced differentiation in THP-1. We used short hairpin RNA (shRNA) to suppress expression of proteins and analyzed the CD14 surface marker by flow cytometry to evaluate the differentiation (Supplementary Fig. 2a). As expected, when control (shNC) cells were treated with PMA, the number of CD14-positive cells increased (Fig. 2a). Interestingly, the percentage of CD14-positive cells in shUHRF1 cells was greater than that in shNC cells after PMA treatment (Fig. 2a). Also, DNMT1-depleted cells showed the same results (Fig. 2b). However, knockdown of DNMT3B, which decreased after differentiation, did not affect PMA-induced differentiation (Fig. 2c). Intriguingly, knockdown of UHRF1 or DNMT1 induced CD14 expression regardless of PMA treatment (Fig. 2a,b). These data suggest that UHRF1 and DNMT1 inhibits the differentiation of THP-1 and depletion of these proteins enhances differentiation of THP-1 cells.

**Figure 2:**
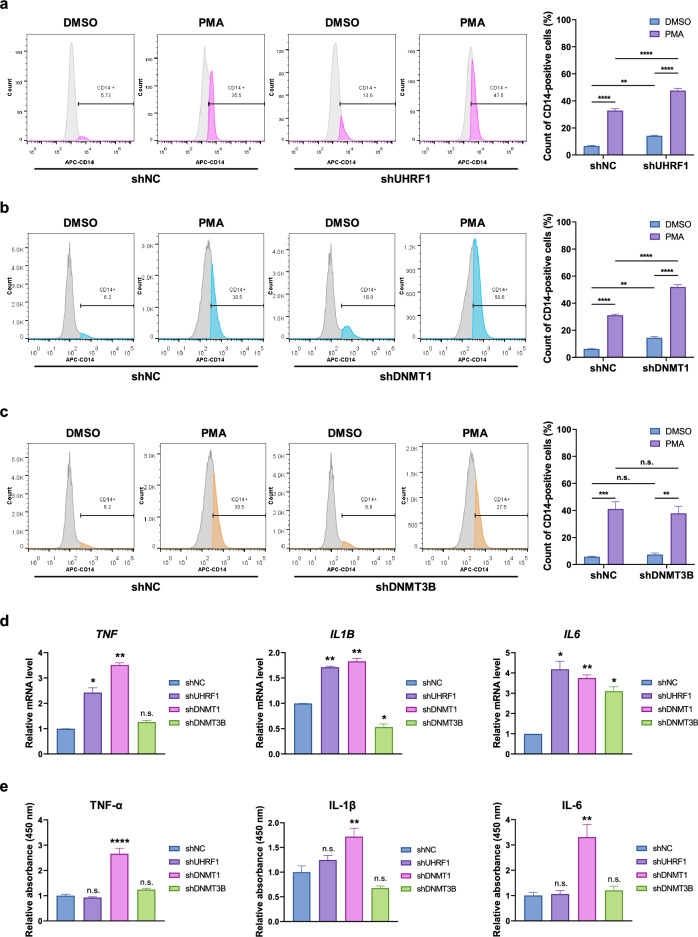
Depletion of UHRF1 or DNMT1 enhances sensitivity to PMA and upregulates cytokines related to M1 polarization in THP-1 cells. (**a**) FACS analysis to determine the counts of CD14-positive cells. Control and UHRF1 knockdown cells were treated with DMSO or PMA for 48 h. Data are shown as mean ± SEM (n = 3). The *P*-values were calculated by one-way ANOVA followed by Tukey’s multiple comparisons test. **P < 0.01 and ****P < 0.0001. (**b**) FACS analysis to determine the counts of CD14-positive cells. Control and DNMT1 knockdown cells were treated with DMSO or PMA for 48 h. Data are shown as mean ± SEM (n = 3). The *P*-values were calculated by one-way ANOVA followed by Tukey’s multiple comparisons test. **P < 0.01 and ****P < 0.0001. (**c**) FACS analysis to determine the counts of CD14-positive cells. Control and DNMT3B knockdown cells were treated with DMSO or PMA for 48 h. Data are shown as mean ± SEM (n = 3). The *P*-values were calculated by one-way ANOVA followed by Tukey’s multiple comparisons test. **P < 0.01, ***P < 0.001 and n.s., not significant. (**d**) qRT-PCR analysis to determine the mRNA level of *TNF*, *IL1B* and *IL6* in PMA-treated THP-1 cells. Cells were treated with PMA for 48 h and incubated for additional 48 h before harvest. Data are shown as mean ± SEM (n = 3). The *P*-values were calculated by one-way ANOVA followed by Dunnetts’s multiple comparisons test. *P < 0.05, **P < 0.01 and n.s., not significant. (**e**) Relative abundance of secreted TNF-α, IL-1β, IL-6 were analyzed by ELISA. Cells were treated with PMA for 48 h and incubated for additional 48 h before harvest. Relative absorbance at 450 nm were used for plotting. Data are shown as mean ± SEM (n = 3). The *P*-values were calculated by one-way ANOVA followed by Dunnetts’s multiple comparisons test. **P < 0.01, ****P < 0.0001 and n.s., not significant.

Since depletion of UHRF1 or DNMT1 enhanced PMA-induced differentiation in THP-1, we next tested the differentiation when both proteins are either inhibited or depleted. We adopted 5-aza-2′-deoxycytidine (DAC) for inhibition of DNMT1. DAC has been shown to induce differentiation of acute myeloid leukemia (AML) cell lines by inducing hypomethylation of *CEBPE* promoter CpG islands^31^. We treated DAC and PMA to shNC and shUHRF1 cells and analyzed differentiation. As expected, PMA and DAC treatment induced CD14 expression in both cells (Supplementary Fig. 2b). However, we were unable to find powerful synergistic effect of inhibiting both UHRF1 and DNMT1 in inducing differentiation. This is might due to the fact that UHRF1 is required for recruitment of DNMT1 to DNA, suggesting that they are on the same pathway^32^.

Next, we checked mRNA levels of pro-inflammatory cytokines such as TNF-α, IL-1β and IL-6, after differentiation since PMA induces differentiation into pro-inflammatory macrophages^33^. When PMA was treated to control and knockdown cells, mRNA levels of those three cytokines were increased in UHRF1- or DNMT1-knockdown cells (Fig. 2d). In addition, when lipopolysaccharide (LPS) was treated after differentiation, knockdown of DNMT1 remarkably increased LPS-induced *TNF* and *IL6* mRNA levels and restored downregulated *IL1B* mRNA level by LPS (Supplementary Fig. 2c). In addition, when we analyzed abundance of secreted cytokines in culture media, knockdown of DNMT1 remarkably increased secretion of three pro-inflammatory cytokines (Fig. 2e and Supplementary Fig. 2d). Taken together, these data suggest that UHRF1 and DNMT1 act as negative regulators of THP-1 differentiation and depletion of these negative regulators enhances the sensitivity of THP-1 to PMA and induces expression of pro-inflammatory cytokines.

In addition, to find out whether knockdown of UHRF1 or DNMT1 also enhances differentiation in other cell line, we used another blood cancer cell line U-937, which is obtained from histiocytic lymphoma. U-937 cells also differentiate into macrophages upon PMA treatment^34^. First, when we checked protein levels of UHRF1 and DNMTs after differentiation in U-937 cells, protein levels of UHRF1 and DNMT1 dramatically decreased (Supplementary Fig. 3a). Next, we depleted expression of UHRF1 and DNMT1 in U-937 cells and induced differentiation (Supplementary Fig. 3b). As a result, knockdown of either protein enhanced sensitivity to PMA (Supplementary Fig. 3c). In addition, knockdown of DNMT1 induced CD14 expression without PMA treatment. These results suggest that UHRF1 and DNMT1 also regulate differentiation in U-937 cells.

### UHRF1 and DNMT1 regulate macrophage differentiation- and activation-related gene expression in THP-1

Since we found that knockdown of UHRF1 or DNMT1 increased sensitivity to PMA in THP-1 cells, we hypothesized that both UHRF1 and DNMT1 are deeply involved in regulation of THP-1 differentiation. 

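The transcripts of the 3 hairpin targets were not called lower in their own lines by edgeR's quasi-likelihood test. UHRF1 was at 81.6 ± 13.6 CPM in shUHRF1 cells in DMSO and at 105 ± 25.1 CPM in the control line (n = 2, log2 fold change -0.36, SE 0.26, adjusted p = 0.605 by edgeR, 0.0525 with the replicate block). DNMT1 was at 96.9 ± 20.4 CPM in shDNMT1 cells against 115 ± 35.8 (-0.25, SE 0.30, edgeR adjusted p = 0.787). DNMT3B was at 6.63 ± 0.336 CPM in shDNMT3B cells against 9.23 ± 0.703 (-0.48, SE 0.19, edgeR adjusted p = 0.212, block 0.0757). Stable lines carrying the hairpins shUHRF1, shDNMT1 or shDNMT3B were sequenced beside shNC, with 2 libraries per line in DMSO. Total counts in DMSO, replicate 1 and then 2, were 20384066 and 15679327 for shUHRF1, 20487145 and 15515035 for shDNMT1, and 21591459 and 15378974 for shDNMT3B. The share of mitochondrially encoded genes was 26.6% and 9.86%, 28.0% and 12.6%, and 29.0% and 14.5% in the same order. In 12 of the 16 sample records the description names another condition than the title, so the columns of the count table were read by the condition in their own names, and the labels rest on those names. The red-cell genes HBB and HBA2 stood at 232 and 184 CPM in shNC DMSO replicate 1 and had no count in replicate 2. Neither was called in a knockdown line in DMSO by edgeR in the fit without the replicate block (adjusted p = 0.188 and 0.183 in shUHRF1). With the block, HBA2 was called lower in shUHRF1, shDNMT1 and shDNMT3B (edgeR adjusted p = 5.7e-11, 3.0e-11 and 1.1e-11) and HBB in shUHRF1 and shDNMT3B (0.049 and 0.039), and the same calls passed without shNC DMSO replicate 2. Knockdown lines were compared with shNC in the fit described for PMA, and genes were called above 0.585 on the log2 scale, the limit of Fig. 3b.

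**Figure D1:**
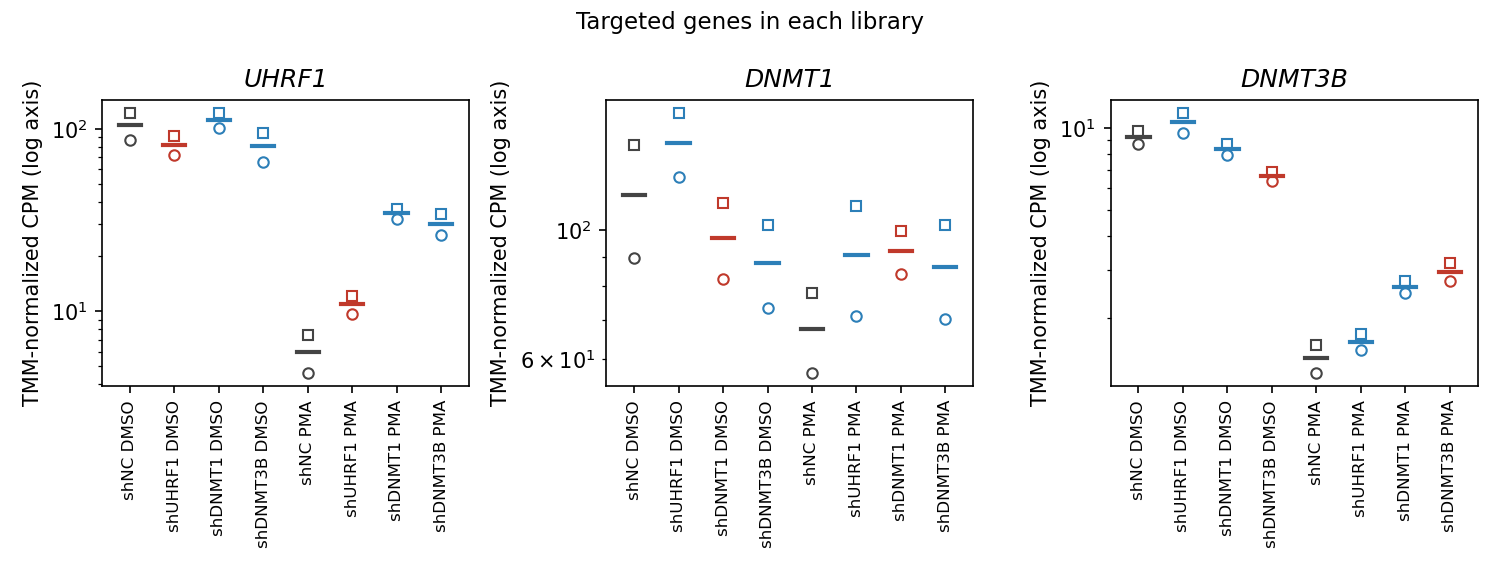
UHRF1, DNMT1 and DNMT3B in the 16 libraries, as TMM-normalized CPM on a log axis, for each line in DMSO and PMA; circles are replicate 1, squares replicate 2 and bars the mean of 2 libraries (grey, shNC; red, the line with the hairpin against that gene; blue, the other lines). After PMA, UHRF1 stood at 34.4 CPM in shDNMT1, 30.1 in shDNMT3B and 10.9 in shUHRF1, against 6.03 in the control line.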

To determine the functions of UHRF1 and DNMT1 in THP-1 more precisely, we performed RNA-seq with stable-knockdown THP-1 cells (Fig. 3a). 

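Interferon-induced, amino acid synthesis and sterol synthesis genes fell in shUHRF1 cells in DMSO, and few genes rose. Against shNC, 28 genes were called up and 189 down by edgeR's quasi-likelihood test. STC2, a secreted glycoprotein gene induced under amino acid stress, went from 11.2 ± 0.778 to 0.623 ± 0.0601 CPM (n = 2, log2 fold change -4.15, edgeR adjusted p = 1.2e-05). CHAC1, which degrades glutathione, and IFIT1, an antiviral RNA-binding protein, fell by 3.10 and 2.61 on the log2 scale (edgeR, adjusted p = 2.2e-05 and 8.3e-05). Of 40 amino acid and ATF4 response genes, 21 fell and none rose (31 down adjusted over the list alone, median -0.91, limma camera adjusted p = 7.3e-57, 2.7e-05 with an estimated correlation). Cholesterol biosynthesis genes fell in 6 of 24 cases (17 adjusted over the list alone, 20 with the replicate block, median -0.68, adjusted p = 1.7e-21, 4.0e-04 with an estimated correlation), among them INSIG1 (-1.79) and HMGCS1 (-1.31). Among the rises was the collagen gene COL22A1, at 2.06 ± 0.314 against 0.132 ± 0.0364 CPM (3.89, edgeR adjusted p = 0.00457), which was not called without shNC DMSO replicate 2 (3.65, adjusted p = 0.0546). IGLON5, a cell adhesion gene of neurons, rose by 2.24 (edgeR, adjusted p = 0.00324) and was not called without shNC DMSO replicate 1 (1.99, adjusted p = 0.0557). The replicate block gave 528 genes up and 669 down. Without shNC DMSO replicate 1, shNC DMSO replicate 2, shUHRF1 DMSO replicate 1 or shUHRF1 DMSO replicate 2, the counts were 3, 9, 3 and 52 up and 86, 111, 66 and 172 down.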

When UHRF1 was depleted, we found that 470 genes were downregulated and 423 genes were upregulated (Fig. 3b). In case of DNMT1, we found that 824 genes were downregulated, and 413 genes were upregulated (Fig. 3c).

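In shDNMT1 cells in DMSO, falls again outnumbered rises, with 556 genes called down and 91 up. The 2 interferon-induced genes IFI44L and IFI44 fell by 8.20 and 5.45 on the log2 scale, and IFI27, another of this kind, from 104 to 2.01 CPM (edgeR's quasi-likelihood test, adjusted p = 5.8e-07, 7.0e-08 and 5.3e-04). STC2 dropped by 6.63 and CHAC1 by 3.68 (edgeR, adjusted p = 1.4e-07 for STC2). The amino acid and ATF4 list had 28 of 40 genes down and none up (33 down adjusted over the list alone, median -1.03, limma camera adjusted p = 8.2e-49, 3.9e-05 with an estimated correlation). Of 24 cholesterol biosynthesis genes, 8 fell (12 adjusted over the list alone, 16 with the replicate block, median -0.51, adjusted p = 7.1e-10, 0.00591 with an estimated correlation). AIM2, a sensor of cytosolic DNA, had no count left and was at least 6.3-fold lower. Upward, CYP27A1, a sterol hydroxylase, went from 1.53 ± 0.437 to 4.82 ± 0.638 CPM (n = 2, log2 fold change 1.65, edgeR adjusted p = 0.00157), and CAV1, the coat protein of caveolae, and NAV3 rose by 1.61 and 1.44 (edgeR, adjusted p = 0.0081 and 0.00527). CAV1 was not called without shDNMT1 DMSO replicate 2 (1.40, edgeR adjusted p = 0.0806), shNC DMSO replicate 1 (1.68, 0.0554) or shNC DMSO replicate 2 (1.55, 0.071), nor NAV3 without shNC DMSO replicate 1 (1.19, 0.0665). With the replicate block, 461 genes were up and 1122 down. Leaving out shDNMT1 DMSO replicate 1, shDNMT1 DMSO replicate 2, shNC DMSO replicate 1 or shNC DMSO replicate 2 gave 12, 17, 11 and 32 genes up and 227, 271, 358 and 344 down.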

**Figure 3:**
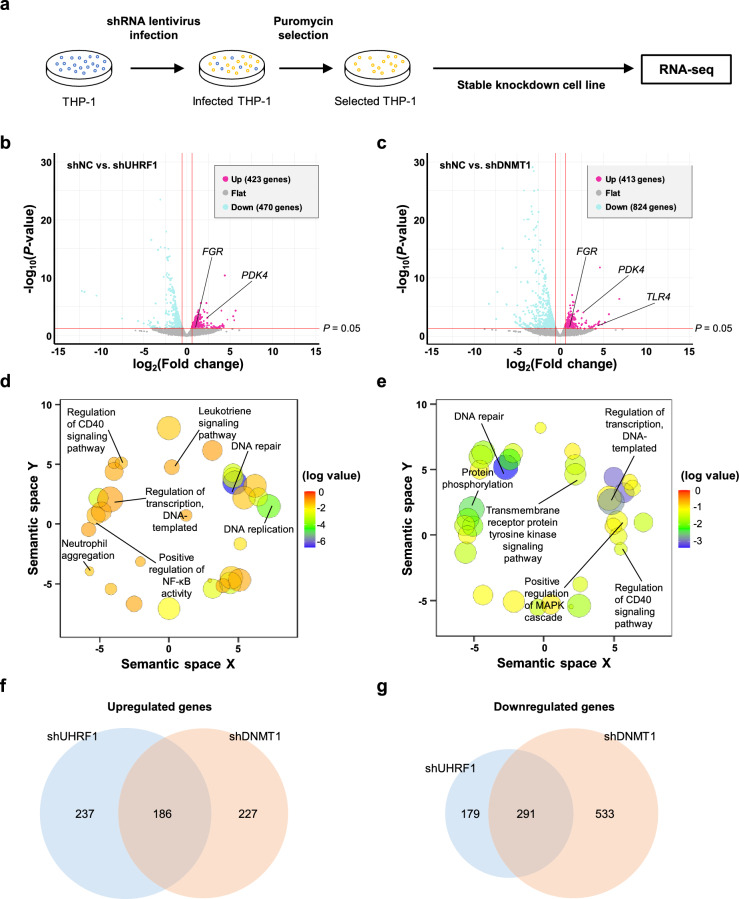
UHRF1 and DNMT1 regulates genes related to differentiation in THP-1 cells. (**a**) Schematic image of sample preparation process for RNA-seq. (**b**) Volcano plot representing DEGs induced by UHRF1 depletion in THP-1 cells. Vertical lines indicate the log_2_ fold change cut-off (|log_2_ fold change|> 0.585) and the horizontal line indicates the *P*-value cut-off (*P* = 0.05). (**c**) Volcano plot representing DEGs induced by DNMT1 depletion in THP-1 cells. The cut-off for DEG was same as in (**b**). (**d**) REVIGO plot representing GO analysis result of upregulated DEGs from (**b**). The color of the bubble indicates the log of the *P*-value for each GO term. The size of the circle indicates the frequency of the GO term in the underlying GO database. (**e**) REVIGO plot representing GO analysis results of upregulated DEGs from (**c**). (**f**) Venn diagram indicating overlapping upregulated DEGs in shUHRF1 and shDNMT1 cells. (**g**) Venn diagram indicating overlapping downregulated DEGs in shUHRF1 and shDNMT1 cells.

Next, we performed gene ontology (GO) analysis with upregulated genes (Fig. 3d, e). One study has shown that human monocytes isolated from the peripheral blood show DNA repair deficiency because they lack several DNA repair proteins, including XRCC1, ligase III, PARP-1, and DNA-PKcs, however, in macrophages derived from these monocytes, the levels of these proteins and DNA repair efficiency are recovered^35^. In addition, the CD40 signaling pathway is crucial for macrophage activation because it enhances the synthesis of pro-inflammatory cytokines and chemokines and upregulates the expression of major histocompatibility complex (MHC) class II and the co-stimulatory molecules CD80 and CD86^36^. 

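Few DNA repair genes and no CD40 signaling gene passed the test in either knockdown line in DMSO. Of 90 measured DNA repair genes, 1 rose in shUHRF1 and 3 in shDNMT1, and none fell; adjusted over the list alone, 6 rose and 1 fell in shUHRF1 and none changed in shDNMT1. The gene that passed in both lines was RAD52, which anneals single DNA strands in recombination (log2 fold change 1.58 in shUHRF1 and 1.37 in shDNMT1, edgeR's quasi-likelihood test, adjusted p = 0.0288 and 0.0311). In shDNMT1, FANCA of the Fanconi anemia complex (0.63) and RAD54L (0.60) passed too (edgeR, adjusted p = 0.0428 and 0.0456). The list leaned upward by little, with medians of 0.10 and 0.12 and limma camera adjusted p = 5.2e-04 and 0.00327, and this was lost at adjusted p = 0.429 and 0.411 with an estimated correlation. One-sided Fisher's exact tests of the list among the genes called up gave p = 0.142 for shUHRF1 and p = 0.0135 for shDNMT1 (adjusted p = 1 and 0.364). XRCC1, LIG3, PARP1 and PRKDC had log2 fold changes of -0.17, -0.07, -0.23 and 0.05 in shUHRF1 and -0.11, -0.05, -0.37 and 0.08 in shDNMT1, with edgeR adjusted p from 0.454 to 0.963. For the 17 CD40 signaling genes the medians were 0.15 and -0.26 (limma camera adjusted p = 0.567 and 0.188), with 0 genes called in either line by edgeR or adjusted over the list alone. CD40 itself was at -0.33 in shUHRF1 and -0.75 in shDNMT1 (edgeR, adjusted p = 0.547 and 0.0806). RAD52 was lost in shUHRF1 without shNC DMSO replicate 1 (1.59, adjusted p = 0.218 by edgeR), shNC DMSO replicate 2 (1.57, 0.153) or shUHRF1 DMSO replicate 1 (1.30, 0.307), and in shDNMT1 RAD52, FANCA and RAD54L were each lost without any 1 of the 4 libraries, at adjusted p from 0.0949 to 0.178, 0.0834 to 0.291 and 0.0872 to 0.304. With the replicate block, 18 repair genes rose in shUHRF1 and 11 in shDNMT1 (Fisher's exact test, adjusted p = 0.0161 and 0.369), and 1 CD40 gene rose and 1 fell in shUHRF1 and 2 fell in shDNMT1.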

Based on our data, the GO terms “DNA repair” and “regulation of the CD40 signaling pathway” were enriched in both shUHRF1 and shDNMT1 THP-1. NF-κB signaling is also important for several macrophage functions, including phagocytosis, bacterial killing, and antimicrobial peptide production^37^. In addition, macrophages can be activated directly by neutrophils, which in turn can be activated by cytokines and chemokines secreted by macrophages^38^. Furthermore, mitogen-activated protein kinases (MAPKs) are frequently activated in macrophages^39^. These result suggest that UHRF1 and DNMT1 regulate expression of genes related to macrophage differentiation and activation in THP-1 cells.

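Macrophage genes that passed the test in the knockdown lines in DMSO went down rather than up. In shUHRF1, 2 of 38 differentiation markers and 3 of 40 activation genes fell and none rose (6 and 5 down adjusted over the list alone), and in shDNMT1, 7 and 6 fell and none rose (11 and 9 adjusted over the list alone). The falls included AXL, a receptor for apoptotic cells (log2 fold change -1.57 in shUHRF1 and -3.10 in shDNMT1), for which edgeR's quasi-likelihood test gave adjusted p = 0.00559 in shUHRF1. AXL in shUHRF1 was not called without shUHRF1 DMSO replicate 1 (-1.31, edgeR adjusted p = 0.0983). Median log2 fold changes were -0.39 and -0.57 for differentiation (limma camera adjusted p = 7.9e-04 and 3.7e-09) and -0.21 and -0.44 for activation (adjusted p = 0.0045 and 9.2e-06). With an estimated correlation these became adjusted p = 0.429 and 0.11 for differentiation and adjusted p = 0.162 and 0.0396 for activation. M1 genes fell in 4 of 27 cases in shUHRF1 and 7 in shDNMT1 (limma camera adjusted p = 1.6e-05 and 6.3e-13, 0.0108 and 5.6e-04 with an estimated correlation), for example the chemokine gene CXCL10 (-2.33 and -4.88). Of the NF-kB genes, 0 of 32 and 1 of 32 fell (medians 0.07 and -0.18, limma camera adjusted p = 0.407 and 0.158), and of 47 MAPK genes 1 and 2 fell (medians -0.08 and -0.14, limma camera adjusted p = 0.458 and 0.359). Neutrophil granule genes showed 0 calls of 22 in shUHRF1 by edgeR and 1 up and 1 down in shDNMT1 (limma camera adjusted p = 0.591 and 0.298). The replicate block called 12 and 16 differentiation markers and 7 and 14 activation genes lower, 1 and 0 of each higher, 5 and 11 M1 genes, 3 and 6 MAPK genes and 2 and 7 granule genes lower, 0 and 1, 1 and 2, and 1 and 4 of these higher, and raised the NF-kB calls to 4 up and 2 down in shUHRF1 and 8 down in shDNMT1. From the GO terms of the upregulated genes and the known part of these pathways in macrophages, the paper proposes that UHRF1 and DNMT1 regulate genes of macrophage differentiation and activation.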

In DNMT3B-depleted THP-1, we found that 611 genes were upregulated, and 836 genes were downregulated (Supplementary Fig. 4a). However, the GO term analysis results of these 611 upregulated DEGs were found to be irrelevant to either differentiation or macrophage activation (Supplementary Fig. 4b). This result is consistent with our data that knockdown of DNMT3B depletion had no effect on the differentiation of THP-1 (Fig. 2c).

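The shDNMT3B line in DMSO shared the loss of interferon genes and had lower cholesterol biosynthesis genes, while AKR1C2 and AKR1C3 were among its largest rises. By edgeR's quasi-likelihood test, 261 genes were up and 467 down against shNC. AKR1C2, a steroid reductase, rose from 15.5 ± 3.77 to 211 ± 12.4 CPM (n = 2, log2 fold change 3.76, adjusted p = 3.2e-05 by edgeR), and its relative AKR1C3 from 0.82 to 19.1 CPM (4.53, adjusted p = 2.9e-06). VSIG4, a complement receptor of macrophages, went from 0.343 ± 0.184 to 8.55 ± 0.578 CPM (4.61, edgeR adjusted p = 2.9e-06), and CYP27A1 rose by 3.37 (edgeR, adjusted p = 3.4e-06). FABP4, a fatty acid binding protein, was higher at a ratio of 57.9 (95% counting interval 15.7 to 483), with few counts in shNC. Cholesterol biosynthesis genes fell in 21 of 24 cases (21 adjusted over the list alone, median -1.48, limma camera adjusted p = 4.2e-45, 5.9e-05 with an estimated correlation). INSIG1, a brake on sterol synthesis, dropped from 146 to 15.0 CPM (edgeR, adjusted p = 3.1e-06). HERC5, MX1 and IFIT1, all induced by interferon, fell by 3.41, 4.38 and 4.98 on the log2 scale. The replicate block called 837 genes up and 1140 down. Counts without shDNMT3B DMSO replicate 1, shDNMT3B DMSO replicate 2, shNC DMSO replicate 1 or shNC DMSO replicate 2 were 81, 134, 74 and 92 up and 203, 260, 268 and 265 down.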

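Among the genes called up in shDNMT3B, the amino acid and ATF4 response was the list in excess. It held 10 of the 261 genes above the fold change limit (one-sided Fisher's exact test, adjusted p = 1.2e-08), and 11 of its 40 genes rose and none fell (20 up and 1 down adjusted over the list alone, 27 and 1 with the replicate block, median 0.53). SESN2, a sensor of leucine, rose by 1.57 and STC2 by 1.66 on the log2 scale (edgeR's quasi-likelihood test, adjusted p = 3.2e-05 and 3.1e-04). The camera test of limma gave adjusted p = 1.5e-18 for this list, 8.6e-04 with an estimated correlation. Macrophage differentiation markers were not in excess among these genes (3 of 38, Fisher's exact test, adjusted p = 0.296), nor were activation genes (1 of 40, adjusted p = 1). As whole lists both leaned down: 6 differentiation markers fell and 3 rose (10 and 5 adjusted over the list alone, 15 and 5 with the replicate block, median -0.59, limma camera adjusted p = 0.00283, but adjusted p = 0.47 with an estimated correlation). For activation, 6 fell and 1 rose (11 and 3 adjusted over the list alone, 17 and 3 with the replicate block, median -0.52, adjusted p = 1.6e-04, but adjusted p = 0.0834 with an estimated correlation).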

Next, we analyzed the upregulated DEGs both in shUHRF1 and shDNMT1 cells. A total of 186 genes showed increased expression when UHRF1 or DNMT1 was depleted (Fig. 3f and Supplementary Fig. 5a). 

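RAD52 and SNHG12, a host gene of small nucleolar RNAs, were among the 13 genes called up in both shUHRF1 and shDNMT1 in DMSO. SNHG12 had log2 fold changes of 1.57 and 1.46 (edgeR's quasi-likelihood test, adjusted p = 0.022 and 0.0154). PDK4, which slows the oxidation of pyruvate, belonged to them as well. The SNHG12 call was lost in shUHRF1 without shNC DMSO replicate 1 (1.38, edgeR adjusted p = 0.24), shNC DMSO replicate 2 (1.79, 0.0689) or shUHRF1 DMSO replicate 1 (1.46, 0.199), and in shDNMT1 without shNC DMSO replicate 1 (1.26, 0.149), shDNMT1 DMSO replicate 1 (1.44, 0.0957) or shDNMT1 DMSO replicate 2 (1.47, 0.0773). Independent lists of 28 and 91 genes would share 0.15 genes (one-sided Fisher's exact test, p = 6.243e-23). Both comparisons used the same 2 shNC libraries, and in 30 simulated draws of unchanged groups set against those libraries no gene was shared, on average or at most (0). Unchanged groups leave hardly any calls to share, so this count cannot show how far the shared libraries raise an overlap of called genes. Across all tested genes, the log2 fold changes of both lines correlated at 0.574, against a mean of 0.501 and a highest value of 0.525 in the simulated draws. Draws simulated with the replicate block, an alternative chosen after seeing the data, had a mean correlation of 0.514 and a highest value of 0.569, with 0.467 genes shared on average and at most 2. The overlap was 2 and 4 genes without shNC DMSO replicate 1 or 2, 1 and 26 without shUHRF1 DMSO replicate 1 or 2, and 4 without either shDNMT1 DMSO library. The replicate block gave 219 shared genes, where independent lists would share 14.75.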

GO analysis revealed that “DNA repair” was the top hit (Supplementary Fig. 5b). In addition, the GO term “activation of phospholipase C activity” was enriched after knockdown of UHRF1 or DNMT1. 

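No phospholipase C signaling gene was called in shUHRF1 or shDNMT1 cells in DMSO by edgeR's quasi-likelihood test. The 31 measured genes had medians of -0.06 and -0.12 on the log2 scale (limma camera adjusted p = 0.31 and 0.987); adjusted over the list alone, 0 changed in shUHRF1 and 2 rose and 2 fell in shDNMT1, and the replicate block called 5 and 3 higher and 2 and 6 lower. Nearest to a rise in both lines were PLCB2, a phospholipase C of blood cells (log2 fold change 0.67 and 0.66, edgeR adjusted p = 0.159 and 0.103), and LPAR2, a receptor for lysophosphatidic acid (0.84 and 0.80, adjusted p = 0.128 and 0.0928). PLCG1 had 0.75 in shUHRF1 (edgeR, adjusted p = 0.0954). None of the 13 genes up in both lines was on the phospholipase C list, where 0.02 would fall by chance. On the DNA repair list there was 1, RAD52, where 0.07 would fall. A set of 13 genes is too small for the absence of phospholipase C genes to count against an excess. With the replicate block, LPAR2, PLCB2 and PLCG1 were among the 219 shared genes (0.41 expected, one-sided Fisher's exact test, adjusted p = 0.106), as were the DNA repair genes FAN1, FANCA, RAD52, RECQL4 and XRCC2 (1.19 expected, adjusted p = 0.106).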

Phospholipase C signaling is important for mediating the inflammatory response and is involved in the activation of NF-κB, MAPK, and interferon regulatory factors^40^. When we analyzed overlapping downregulated DEGs both in shUHRF1 and shDNMT1 cells, 291 genes were identified (Fig. 3g and Supplementary Fig. 5c). 

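Down in both lines were 160 genes, of which 43 were type I interferon response genes and 20 amino acid and ATF4 response genes. Chance would place 0.53 and 0.39 genes of these lists there (one-sided Fisher's exact tests, adjusted p = 6.0e-77 and 2.5e-29). Cholesterol biosynthesis added 6 genes (0.23 expected, adjusted p = 5.9e-07) and the M1 list 4 (0.26 expected, adjusted p = 6.8e-04) by the same exact tests. TRIB3, a target of ATF4, fell by 1.49 on the log2 scale in shUHRF1 and by 1.41 in shDNMT1 (edgeR's quasi-likelihood test, adjusted p = 8.3e-05 and 3.7e-05). Independent lists of 189 and 556 genes would share 6.37 (one-sided Fisher's exact test, p = 2.927e-213), and the 30 simulated draws against the shared shNC libraries had at most 0 in common. As for the rises, draws of unchanged groups leave hardly any calls to share, so that count cannot gauge the effect of shared libraries. The covariance of the log2 fold changes of both lines was 0.366, against a mean of 0.15 in the simulated draws (highest 0.158). Draws simulated with the replicate block, chosen after seeing the data, had a mean covariance of 0.12 (highest 0.138) and at most 2 shared genes. The overlap was 80 and 98 genes without shNC DMSO replicate 1 or 2, 64 and 120 without shUHRF1 DMSO replicate 1 or 2, 123 and 125 without shDNMT1 DMSO replicate 1 or 2, and 402 with the replicate block (45.48 for independent lists).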

GO analysis with these genes revealed that when UHRF1 or DNMT1 is depleted, biological processes related to immune response, response to interferons were downregulated (Supplementary Fig. 5d). 

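All 55 measured type I interferon response genes had lower means in shUHRF1 and shDNMT1 than in shNC, and the test called 43 and 52 of them (52 and 54 adjusted over the list alone). Median log2 fold changes were -1.57 and -3.04 (limma camera adjusted p = 3.7e-150 and 3.3e-306, 2.2e-08 and 1.2e-09 with an estimated correlation). IFI44L stood at 6.38 CPM in shUHRF1 against 56.5 in shNC (log2 fold change -3.15, edgeR's quasi-likelihood test, adjusted p = 3.5e-04). Of 34 interferon-gamma response genes, 8 and 13 fell and none rose (12 and 21 down and 1 and 0 up adjusted over the list alone, 14 and 24 down with the replicate block, medians -0.49 and -0.97). The camera test for these gave adjusted p = 3.6e-14 and 1.5e-24, and 3.2e-04 and 3.9e-05 with an estimated correlation. Antigen presentation genes fell in 8 of 36 cases in shDNMT1 (13 adjusted over the list alone, 17 with the replicate block, median -0.48), among them HLA-DRA (-1.99, edgeR adjusted p = 0.00416, but 0.0685 without shDNMT1 DMSO replicate 2), with limma camera adjusted p = 2.4e-05 and adjusted p = 0.338 with an estimated correlation. In shUHRF1, 0 of these genes were called by edgeR (2 down adjusted over the list alone, 8 down with the replicate block). In shDNMT3B, 53 of the 55 type I genes fell as well, with a median of -2.62. Without shNC DMSO replicate 1, the library with haemoglobin transcripts, medians were -1.56, -2.98 and -2.63 in shUHRF1, shDNMT1 and shDNMT3B.

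**Figure D2:**
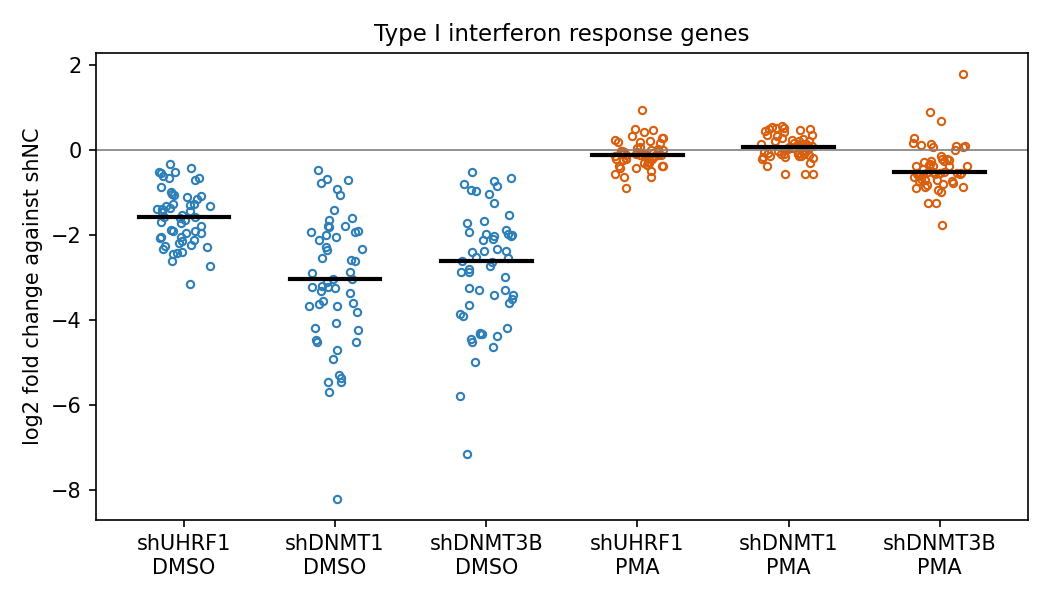
Log2 fold change against shNC of the 55 measured type I interferon response genes in shUHRF1, shDNMT1 and shDNMT3B cells, in DMSO and in PMA; each point is a gene (2 libraries per group) and the black bar is the median. In DMSO the medians were -1.57, -3.04 and -2.62.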

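PDK4, an inhibitor of pyruvate oxidation, rose in both knockdown lines in DMSO, FGR rose in shDNMT1, and DNASE2, OAS2 and PSAT1 fell in both lines, while TLR4 passed the test in neither. PDK4 (ENSG00000004799, chromosome 7, 95583499 to 95596516) went from 0.583 ± 0.303 CPM in shNC to 2.88 ± 0.303 in shUHRF1 and 3.69 ± 1.62 in shDNMT1 (n = 2, log2 fold changes 2.29 and 2.65, SE 0.42 each, edgeR's quasi-likelihood test, adjusted p = 0.021 and 0.0037). FGR (ENSG00000000938, chromosome 1, 27612064 to 27635185), a Src-family kinase, was at 5.94 ± 1.80 and 5.99 ± 0.975 CPM against 3.01 ± 0.651 (0.98, SE 0.22 and 0.99, SE 0.23, edgeR, adjusted p = 0.0572 and 0.0266, with the replicate block 0.00232 and 0.00141). TLR4 (ENSG00000136869, chromosome 9, 117704175 to 117724735), the receptor for lipopolysaccharide, was at 12.1 ± 0.151 and 13.3 ± 1.16 against 10.5 ± 0.933 CPM (0.21 and 0.34, SE 0.14 each, edgeR, adjusted p = 0.576 and 0.246). DNASE2 (ENSG00000105612, chromosome 19, 12875209 to 12881595), a lysosomal nuclease, fell from 66.2 ± 4.26 to 14.1 ± 0.910 and 19.4 ± 1.01 CPM (-2.23, SE 0.22 and -1.77, SE 0.21, edgeR, adjusted p = 1.9e-04 and 3.4e-04). OAS2 (ENSG00000111335, chromosome 12, 112978395 to 113011723), an antiviral enzyme, fell from 238 ± 2.86 to 43.6 ± 6.51 and 7.82 ± 0.922 CPM (-2.45, SE 0.17 and -4.92, SE 0.19, edgeR, adjusted p = 2.2e-05 and 5.4e-08). PSAT1 (ENSG00000135069, chromosome 9, 78297125 to 78330093), an enzyme of serine synthesis, fell from 189 ± 5.16 to 38.1 ± 11.8 and 33.3 ± 3.29 CPM (-2.31 and -2.51, SE 0.19 each, edgeR, adjusted p = 5.2e-05 and 5.4e-06). The PDK4 call in shUHRF1 was lost without shNC DMSO replicate 1 (1.84, edgeR adjusted p = 0.217), shUHRF1 DMSO replicate 1 (2.39, 0.0967) or shUHRF1 DMSO replicate 2 (2.18, 0.0639). FGR in shDNMT1 was lost without shDNMT1 DMSO replicate 1 (0.81, edgeR adjusted p = 0.234), shDNMT1 DMSO replicate 2 (1.15, 0.0543) or shNC DMSO replicate 2 (0.79, 0.202).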

The identified DEGs by RNA-seq were validated using qRT-PCR (Supplementary Fig. 5e,f). These findings suggest that UHRF1 and DNMT1 regulate the expression of genes related to macrophage differentiation and activation in THP-1 and depletion of UHRF1 or DNMT1 enhances expression of these genes.

### Knockdown of UHRF1 and DNMT1 also regulates gene expression after differentiation in THP-1 cells

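The same 4 lines were also sequenced after 48 h of PMA, with 2 libraries per line. Total counts, replicate 1 and then 2, were 21286757 and 14873941 for shUHRF1, 23151864 and 14292653 for shDNMT1, and 21061373 and 13883556 for shDNMT3B. Mitochondrially encoded genes held 9.54% and 3.92%, 7.71% and 4.86%, and 19.5% and 9.35% of the counts. PMA raised 3592 and lowered 3104 genes in shUHRF1, and raised 3520 and lowered 2810 in shDNMT1, by edgeR's quasi-likelihood test and the limits used for shNC. The balance depends on the scaling: upper-quartile factors gave 2823 up and 4243 down in shUHRF1, and 2883 up and 3772 down in shDNMT1. A gene called in 1 line and not in another need not differ between them, so the PMA response of each knockdown line was also tested against that of shNC (an interaction). At an adjusted p under 0.05, the response was higher for 122 and lower for 18 genes in shUHRF1, and higher for 930 and lower for 177 in shDNMT1 (993, 407, 2116 and 958 with the replicate block). Type I interferon genes responded more in both lines, with 29 and 49 of 55 called and none lower (47 and 54 adjusted over the list alone, 51 and 54 with the replicate block), from a lower level in DMSO, medians of the difference were 1.51 and 3.01 on the log2 scale (limma camera adjusted p = 2.2e-83 and 5.0e-170, 2.3e-07 and 1.3e-08 with an estimated correlation). The shUHRF1 counts depended on single libraries: without shNC PMA replicate 2, 9 genes were higher and 0 lower by edgeR, and without shNC PMA replicate 1, shUHRF1 DMSO replicate 1, shUHRF1 PMA replicate 1, shUHRF1 PMA replicate 2, shNC DMSO replicate 1, shNC DMSO replicate 2 or shUHRF1 DMSO replicate 2, 24, 36, 43, 67, 49, 58 and 99 were higher and 3, 6, 2, 6, 4, 9 and 10 lower. In shDNMT1 the higher counts fell to 591, 570 and 593 without shDNMT1 DMSO replicate 1, shNC PMA replicate 1 or shNC PMA replicate 2, and the lower counts lay between 75 and 110 without any 1 of the 8 libraries.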

To further investigate the roles of UHRF1 and DNMT1 in the differentiation process, we compared DEGs after inducing differentiation in control cells and UHRF1- or DNMT1-depleted cells (Fig. 4a). 

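Type I interferon genes and antigen presentation genes were in excess among the 723 genes called up after PMA in shUHRF1 and not in shNC. There were 9 genes of the interferon list (2.41 expected) and 7 of the antigen presentation list (1.58 expected), each at adjusted p = 0.0112 by one-sided Fisher's exact tests. The latter included PSMB8 of the immunoproteasome. The same 9 interferon genes were in the set called up after PMA in shDNMT3B and not in shNC. In that set the interferon and antigen presentation lists had adjusted p = 7.5e-04 and 3.3e-06 by the same exact tests. In DMSO, all 55 measured interferon genes had lower means in shUHRF1 than in shNC. The excess was thus not particular to shUHRF1. Macrophage activation genes were not in excess, with CASP1, the protease that matures interleukin-1 beta, as the 1 member (1.75 expected, exact test, adjusted p = 1). Of the 723 genes, 681 had a positive log2 fold change in shNC too, with a median of 0.77, and 23 (3.2%) passed the test that the response was larger in shUHRF1 (edgeR's quasi-likelihood test). Without any 1 of the 8 libraries of both lines, the 723 became 532 to 987 genes. With the replicate block there were 735 such genes, 188 of which passed that test, and the interferon and antigen presentation lists stood at 8 and 6 genes (exact tests, adjusted p = 0.0641 each).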

We identified 864 genes only upregulated in differentiated UHRF1-deficient cells (Fig. 4b). GO terms related to these 864 genes were similar to the GO analysis results of PMA-induced genes (Fig. 4c). 

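Regulators of small GTPases and G proteins rose with PMA in the shUHRF1 line as they did in shNC. Of 58 measured genes, 35 rose and 8 fell in shUHRF1 (35 and 8 adjusted over the list alone, median 0.95), and 29 rose and 10 fell in shNC (29 and 10, median 0.79). The camera test of limma gave adjusted p = 4.6e-05 and 0.0011, lost at adjusted p = 0.203 and 0.318 with an estimated correlation. Among the 723 genes called up in shUHRF1 and not in shNC were 5 of them: ARHGAP25, ARHGEF12, DOCK11, RALGPS2 and RGS3 (2.54 expected, one-sided Fisher's exact test, adjusted p = 0.672). The response was larger in shUHRF1 than in shNC for 2 of 58 genes, RGS3 and RASGRP4 (2 adjusted over the list alone; 7 with the replicate block). RGS3, a brake on G-protein signaling, differed by 2.41 on the log2 scale (edgeR's quasi-likelihood test, adjusted p = 0.0126) and RASGRP4, an activator of Ras, by 1.52 (adjusted p = 0.0397). As a list the difference had a median of 0.29 (limma camera adjusted p = 0.0125, but adjusted p = 0.442 with an estimated correlation). RGS3 was lost without shNC PMA replicate 2 (2.22, edgeR adjusted p = 0.085), shUHRF1 DMSO replicate 1 (2.29, 0.0711) or shUHRF1 PMA replicate 1 (2.34, 0.0533), and RASGRP4 without any 1 of the 8 libraries (adjusted p from 0.0677 to 0.188).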

One of the notable GO terms was “positive regulation of GTPase activity,” which is known to regulate the development and activation of macrophages^41,42^. 

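Interferon-gamma response and phospholipase C signaling genes were in excess among the 858 genes called up after PMA in shDNMT1 and not in shNC. There were 8 of the interferon-gamma list (1.77 expected, one-sided Fisher's exact test, adjusted p = 0.00378), 7 of the phospholipase C list (1.61 expected, adjusted p = 0.00791) and 9 each of the type I interferon and GTPase lists (2.86 and 3.02 expected, adjusted p = 0.0132 and 0.0154). The phospholipase C genes included ITPKB, PLCB2, PLCD1, PRKCA and PRKCH, which encode phospholipases, protein kinases C and an inositol phosphate kinase. CASP1 and TLR7, a receptor for single-stranded RNA, were the macrophage activation genes (2 against 2.08 expected, exact test, adjusted p = 1). The 527 genes called up after PMA in shDNMT3B and not in shNC had the excess too, with 6 of the interferon-gamma list (1.09 expected), 6 of the phospholipase C list (0.99 expected), 9 of the type I list (1.76 expected) and 10 of the antigen presentation list (1.15 expected), at adjusted p = 0.00437, 0.00346, 7.5e-04 and 3.3e-06 by one-sided Fisher's exact tests. Without any 1 of the 8 libraries of shDNMT1 and shNC, the 858 became 644 to 1100 genes. In shNC, 704 of the 858 genes had a positive log2 fold change (median 0.65). The larger response in shDNMT1 passed edgeR's quasi-likelihood test for 214 of them (24.9%), and for 425 of 885 with the replicate block.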

In the case of DNMT1-deficient cells, 1129 genes were exclusively upregulated (Fig. 4d). The GO analysis result of these genes was also related to the immune response (Fig. 4e). 

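CIITA, HLA-DRA and HLA-DPA1, genes of class II presentation, responded more to PMA in shDNMT1 cells than in the control line. CIITA, the activator of class II genes, went from 1.64 ± 0.325 CPM in DMSO to 4.72 ± 0.389 in PMA (n = 2), and its response exceeded that in shNC by 5.39 on the log2 scale (SE 0.55, edgeR's quasi-likelihood test, adjusted p = 7.6e-05). HLA-DRA rose from 2.80 ± 0.650 to 11.7 ± 3.46 CPM and HLA-DPA1 from 1.38 to 7.79 CPM, differences in response of 2.86 and 2.80 (edgeR, adjusted p = 0.00215 and 0.00121). For CIITA, HLA-DRA and HLA-DPA1 the rise within shDNMT1 was smaller than the difference in response, which also holds a fall in shNC. Of 36 measured antigen presentation genes, 28 rose and 1 fell in shDNMT1 (30 and 1 adjusted over the list alone, median 1.75), against 18 and 5 in shNC (18 and 6, median 0.90), with limma camera adjusted p = 4.0e-06 and 0.0426, lost at adjusted p = 0.225 and 0.567 with an estimated correlation. The difference itself was called for 10 genes, all upward (13 adjusted over the list alone, 20 with the replicate block, median 0.80, limma camera adjusted p = 6.5e-07, but adjusted p = 0.223 with an estimated correlation). In shUHRF1 the difference had a median of 0.54 with 0 of 36 genes called by edgeR (12 with the replicate block). Of the 858 genes called up in shDNMT1 and not in shNC, 12 were on the list (1.87 expected, one-sided Fisher's exact test, adjusted p = 3.8e-06), among them CIITA, HLA-DPA1, HLA-DRA and PSMB8. In DMSO, 8 of the 36 genes were lower in shDNMT1 than in shNC (17 with the replicate block, limma camera adjusted p = 2.4e-05, lost at adjusted p = 0.338 with an estimated correlation), and HLA-DRA, 1 of them, was not called by edgeR without shDNMT1 DMSO replicate 2.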

The GO term “antigen processing and presentation” was one of the top ten hits. Macrophages are known to present antigens to initiate primary immune responses^43^. In addition, GSEA results showed that gene sets related to “macrophage activation” were enriched after the differentiation of shNC, shUHRF1, and shDNMT1 cells. However, the normalized enrichment score (NES) and false discovery rate (FDR) were more significant in UHRF1- or DNMT1-depleted cells (Fig. 4f). 

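Macrophage activation genes rose after PMA in every line, and the rise was larger in shDNMT1 than in shNC, from a lower level in DMSO. Against shNC in DMSO the list had a median of -0.44 in shDNMT1, with AXL at -3.10, and set directly against shNC in PMA it was not called in either line with an estimated correlation (limma camera adjusted p = 0.352 in shUHRF1 and 0.281 in shDNMT1). Of the 40 genes, 28 rose and 4 fell in shUHRF1 (28 and 4 adjusted over the list alone, median 2.65) and 29 rose and 3 fell in shDNMT1 (29 and 5, median 2.90). The camera test of limma gave adjusted p = 8.1e-12 and 3.7e-16, and 0.00285 and 0.00162 with an estimated correlation. Compared with shNC, the response was larger for 3 genes in shUHRF1 and 9 in shDNMT1 and smaller for none (7 and 11 larger and 0 and 1 smaller adjusted over the list alone; 13 and 18 larger and 0 and 2 smaller with the replicate block). CD36, a scavenger receptor, and AXL were called in both lines. The CD36 response was larger by 1.44 on the log2 scale in shUHRF1 and by 3.76 in shDNMT1 (edgeR's quasi-likelihood test, adjusted p = 0.0415 and 1.4e-05). In shDNMT1, CD36 went from 8.99 ± 0.961 to 404 ± 44.9 CPM (n = 2). AXL was larger by 2.00 and 3.98 (edgeR, adjusted p = 0.0144 and 2.9e-05), and SLC11A1 by 1.57 in shUHRF1 (adjusted p = 0.0204). Medians of the difference over the list were 0.43 and 0.88 (limma camera adjusted p = 3.2e-05 and 5.6e-07); with an estimated correlation adjusted p = 0.074 in shUHRF1 and adjusted p = 0.0189 in shDNMT1. Each of the 3 shUHRF1 calls was lost without single libraries: CD36 without any library of both lines but shUHRF1 DMSO replicate 2 (edgeR, adjusted p from 0.0706 to 0.172), SLC11A1 without any but shNC DMSO replicate 2 and shUHRF1 PMA replicate 1 (0.0604 to 0.105), and AXL without any but shNC DMSO replicate 1, shUHRF1 DMSO replicate 2 and shUHRF1 PMA replicate 2 (0.0543 to 0.0935).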

Taken together, these results indicate that knockdown of UHRF1 or DNMT1 also affects gene expression after PMA treatment in THP-1 cells and these changes are related to macrophage activation.

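Set directly against PMA-treated shNC cells, PMA-treated shUHRF1 cells had 336 genes up and 265 down, and shDNMT1 cells 1335 up and 945 down (edgeR's quasi-likelihood test; 947, 673, 2044 and 1538 with the replicate block). Cell division genes stood out among those left higher in shDNMT1: 49 of 56 mitosis genes were up and none down, against 5 of 56 in shUHRF1 (52 and 5 adjusted over the list alone, 53 and 16 with the replicate block, medians 2.17 and 0.48). The camera test of limma gave adjusted p = 5.5e-66 and 4.5e-07, and 1.5e-04 and adjusted p = 0.0942 with an estimated correlation. CDC20 was at 45.2 CPM in shDNMT1 and 12.6 in shUHRF1 (log2 fold changes against shNC 2.68 and 0.84, edgeR adjusted p = 2.3e-06 and 0.0187), the latter lost without any 1 of the 4 libraries (adjusted p from 0.0608 to 0.14). Macrophage activation genes were up in 5 of 40 cases in shUHRF1, with none down, and up in 8 and down in 3 in shDNMT1 (6 and 1, and 9 and 4, adjusted over the list alone, 9 and 3, and 16 and 7, with the replicate block). For this list limma's camera gave adjusted p = 0.0221 and 0.0453, lost at adjusted p = 0.352 and 0.281 with an estimated correlation. Without shNC PMA replicate 1, shNC PMA replicate 2, shUHRF1 PMA replicate 1 or shUHRF1 PMA replicate 2, the shUHRF1 counts were 54, 59, 114 and 105 up and 61, 75, 72 and 70 down. For shDNMT1 they were 602 and 745 up and 462 and 572 down without shNC PMA replicates 1 and 2, and 917 and 834 up and 588 and 547 down without shDNMT1 PMA replicates 1 and 2. From the genes called up in the knockdown lines and not in shNC, their GO terms and the enrichment of macrophage activation sets, the paper concludes that knockdown of UHRF1 or DNMT1 affects expression after PMA and that these changes relate to macrophage activation.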

**Figure 4:**
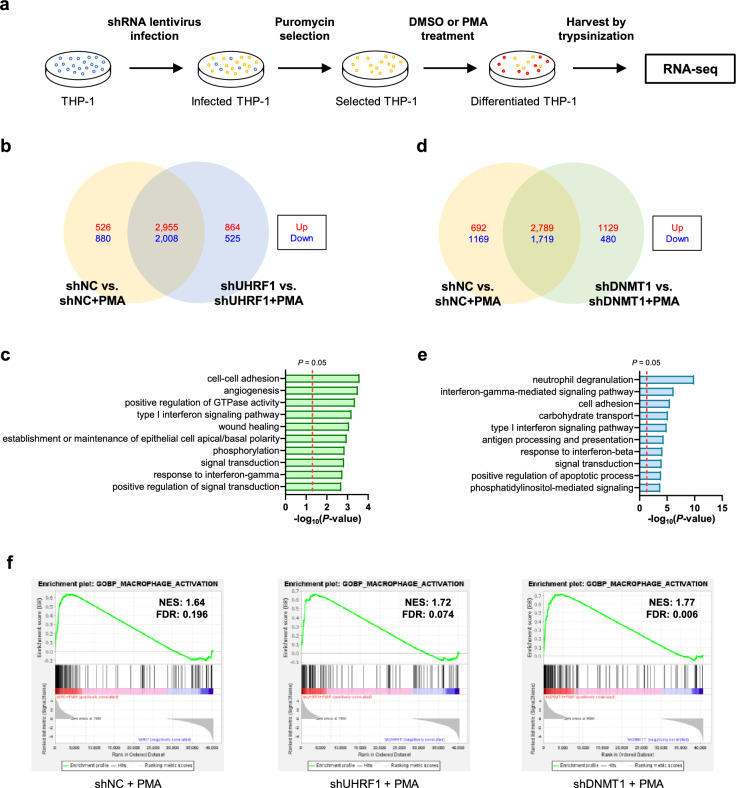
PMA treatment dynamically alters transcriptome in UHRF1- or DNMT1-depleted THP-1 cells. (**a**) Schematic image of sample preparation process for RNA-seq. Stable knockdown THP-1 cells were prepared and DMSO or PMA was added to selected THP-1 cells to induce differentiation. (**b**) Venn diagram showing counts of overlapping DEGs in RNA-seq results with indicated groups. Counts of upregulated or downregulated gene are indicated in red and blue, respectively. (**c**) Functional classification of 864 genes in (**b**) which were found out to be exclusively upregulated when PMA was treated to UHRF1 knockdown cells. The top 10 GO terms are shown as a bar graph. The dotted line indicates *P*-value of 0.05. (**d**) Venn diagram showing counts of overlapping DEGs in RNA-seq results with indicated groups. (**e**) Functional classification of 1129 genes in (**d**) which were found out to be exclusively upregulated when PMA was treated to DNMT1 knockdown cells. The top 10 GO terms are shown as a bar graph. The dotted line indicates *P*-value of 0.05. (**f**) Enrichment plot showing gene sets related to macrophage activation under each condition. NES: normalized enrichment score, FDR: false discovery rate.

### Knockdown of DNMT1 abrogates global methylation status of differentiation-related genes in THP-1 cells

Since we found that the expression levels of UHRF1, DNMT1, and DNMT3B decreased after differentiation in THP-1, we examined genome-wide DNA methylation pattern after depleting these proteins in THP-1 by Illumina 850 K EPIC Methylation Array. Only the DNMT1-depleted cells showed global downregulation of methylation level, whereas knockdown of UHRF1 or DNMT3B had no significant effect (Fig. 5a and Supplementary Fig. 6a–c). We expected that global methylation level to be decreased after differentiation since expression levels of DNMT1 and UHRF1 were downregulated. However, global methylation level did not change remarkably after differentiation. 

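TET1 (ENSG00000138336, chromosome 10, 68560337 to 68694487 in hg38), which oxidizes 5-methylcytosine, fell in the shNC cells after PMA. Its level went from 3.36 ± 0.137 to 0.144 ± 0.204 CPM (n = 2), a log2 fold change of -4.67 (SE 0.79, edgeR's quasi-likelihood test, adjusted p = 2.9e-04). The other lines went the same way, with -4.16 (SE 0.80, 2.37 ± 1.09 to 0.133 ± 0.107 CPM) in shUHRF1, -3.58 (SE 0.79, 1.78 ± 0.208 to 0.150 ± 0.0776 CPM) in shDNMT1 and -2.16 (SE 0.63, 2.64 ± 0.369 to 0.570 ± 0.405 CPM) in shDNMT3B (edgeR, adjusted p = 7.5e-04, 0.00209 and 0.0143). In shDNMT3B the call was lost without DMSO replicate 2 (-2.01, edgeR adjusted p = 0.0518) or PMA replicate 2 (-1.62, adjusted p = 0.114) of that line.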

Interestingly, when we checked expression level of proteins related to demethylation of DNA with RNA-seq result (Fig. 1c), we were able to find out that expression level of *TET1*, which is critical in demethylation of DNA, was dramatically decreased after PMA treatment. This might be a compensatory action to maintain methylation status in THP-1 during differentiation.

**Figure 5:**
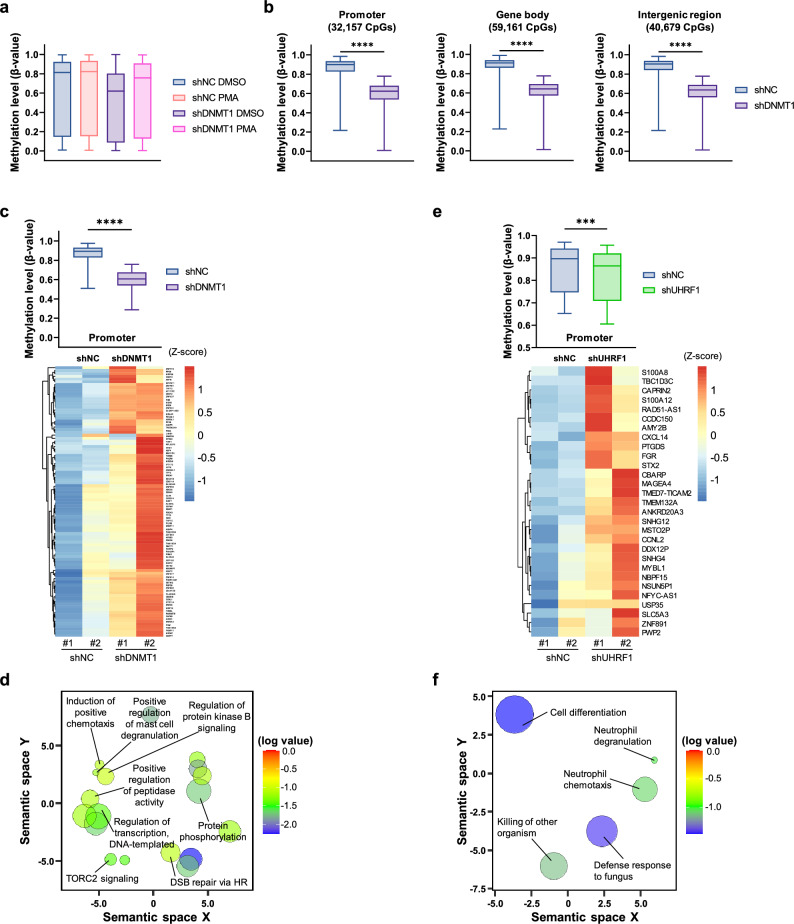
Knockdown of DNMT1 restrains global DNA methylation and regulates gene expression related to differentiation in THP-1 cells. (**a**) Box plot representing methylation level after BMIQ normalization of each sample. Methylation levels were analyzed by Illumina 850 K Methylation EPIC array. The minimum value, maximum value, and lower and upper quartiles were used for plotting. The line in the middle of each bar indicates the median value. For all cases, the *P*-values are less than 0.0001. The *P*-values were calculated by one-way ANOVA followed by Tukey’s multiple comparisons test. (**b**) Box plot showing the methylation level (β-value) of the hypomethylated CpG islands in DNMT1 knockdown THP-1 cells. The boxes extend from the 25th to the 75th percentiles and the line in the middle of the box indicates the median value. The *P*-values were calculated by unpaired two-tailed t-test. ****P < 0.0001. (**c**) Combined analysis of gene expression profiling and DNA methylation array in DNMT1 knockdown THP-1 cells. The genes which are upregulated and showed reduced promoter methylation level by DNMT1 depletion were used for plotting. The box plot represents 25th–75th percentiles with midlines indicating the median values. The heatmap was generated using the RPKM values for each gene. The *P*-values were calculated by paired two-tailed t-test. ****P < 0.0001. (**d**) Visualization of GO analysis results of the specified genes in (C). The color of the bubble indicates the log *P*-value for each GO term. The circle size indicates the frequency of the GO term in the underlying GO database. (**e**) Combined analysis of gene expression profiles and DNA methylation arrays in UHRF1-depleted THP-1 cells. The genes which are upregulated and showed reduced promoter methylation level by UHRF1 depletion were used for plotting. The box plot represents the 25th–75th percentiles, with midlines indicating the median values. The heat map was generated by RPKM values for each gene. The *P*-values were calculated by paired two-tailed t-test. ***P < 0.001. (**f**) Visualization of GO analysis results of the genes specified in (**e**). The color of the bubble indicates the log of the *P*-value for each GO term. The size of the circle indicates the frequency of the GO term in the underlying GO database.

When DNMT1 was depleted in THP-1 cells, 131,997 CpG islands were found out to be hypo-methylated. Among these, 32,157 were identified as promoter, 59,161 were identified as gene body, and 40,679 were identified as intergenic regions (Fig. 5b). In contrast, knockdown of UHRF1 or DNMT3B did not induce remarkable hypomethylation (Supplementary Fig. 6d). The classification of hypomethylated CpG islands is shown in Supplementary Fig. 6e.

It is widely accepted that promoter methylation is related to gene silencing^44^. Therefore, we hypothesized that the expression of genes with hypomethylated promoters after DNMT1 depletion would be activated. Notably, GO analysis result with hypomethylated promoters after DNMT1 knockdown showed that those genes were enriched in the terms “endocytosis,” “chemotaxis,” “inflammatory response,” “INF-γ-mediated signaling pathway,” “GTPase activity,” and “apoptosis,” which are closely related to activation and differentiation of macrophages (Supplementary Fig. 6f). This result suggests that inhibition of global DNA methylation in promoter regions by depletion of DNMT1 activates the expression of genes related to differentiation and macrophage activation.

Given that DNA methylation affects genomic integrity and transcriptional regulation, we compared the data from DNA methylation arrays with RNA-seq data. We analyzed CpG islands containing the promoters of upregulated genes when DNMT1 is depleted in the methylation array and found that the promoters of 96 genes were covered by the methylation array. The methylation levels of these promoters were remarkably lower than those in control cells (Fig. 5c). These data suggest that the expression of these genes is regulated by the methylation of their promoters by DNMT1. The GO terms related to these 96 genes were “induction of positive chemotaxis,” “regulation of transcription, DNA-templated,” “positive regulation of mast cell degranulation,” “protein phosphorylation,” and “TORC2 signaling” (Fig. 5d). TORC2 signaling is known to regulate proinflammatory macrophage polarization by suppressing Akt signaling^45^.

In case of shUHRF1 cells, we were able to identify 29 genes in the same way (Fig. 5e). 

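Of the genes labelled in Fig. 5e, 28 were tested here, and in shUHRF1 against shNC in DMSO all 28 had a positive log2 fold change, of which 2 passed edgeR's quasi-likelihood test and 25 passed it with the replicate block. Some of the 28 are given here. TMEM132A, a membrane protein gene, was at 1.82 ± 0.249 CPM against 0.503 ± 0.265 (n = 2, log2 fold change 1.84, SE 0.37, edgeR adjusted p = 0.0276), and SNHG12 at 23.9 ± 2.40 against 8.04 ± 1.63 CPM (SE 0.30). The calgranulin gene S100A8 was at 54.9 ± 39.1 against 24.3 ± 14.8 CPM (1.18, edgeR adjusted p = 0.45, with the replicate block 1.7e-04), and S100A12 had 1.87 (adjusted p = 0.326). STX2 and CCNL2 had log2 fold changes of 1.03 and 0.98 (edgeR, adjusted p = 0.0639 and 0.074). TMED7-TICAM2 and TBC1D3C had no count in shNC and were at least 13.3-fold and 5.14-fold higher, against a floor of 3 counts over the group. MAGEA4, a cancer-testis gene, and PWP2 had 2 and 3 counts in shNC and ratios of 9.98 (95% counting interval 2.45 to 87.6) and 9.07 (2.82 to 46.5). TMEM132A was not called without shNC DMSO replicate 1 (1.39, edgeR adjusted p = 0.303), shUHRF1 DMSO replicate 1 (1.98, 0.108) or shUHRF1 DMSO replicate 2 (1.70, 0.0865), and SNHG12 without the libraries named above for it. These genes were chosen by the study on the same libraries, so their shared direction is not independent evidence, and ANKRD20A3 was not in the count table by this symbol.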

GO analysis showed that these genes were related to “neutrophil degranulation,” “neutrophil chemotaxis,” and “killing of other organisms” and the top GO term was “cell differentiation” (Fig. 5f). Taken together, these data suggest that DNMT1 maintains global DNA methylation status and regulates differentiation-related gene expression in conjunction with UHRF1 to control sensitivity to PMA treatment in THP-1.

### Knockdown of UHRF1 or DNMT1 also inhibits THP-1-derived solid tumor growth in vivo

To examine whether UHRF1 or DNMT1 also regulate proliferation of THP-1 cells in vivo, we designed THP-1 xenograft experiment (Fig. 6a and Supplementary Fig. 7a). Around 15–18 days after transplantation, tumors started to generate in each group (Fig. 6d). Mice were sacrificed when tumor volume in control group reached 100 mm^3^. Surprisingly, tumor growth was remarkably inhibited in shUHRF1 and shDNMT1 groups (Fig. 6b–d). When compared with control group, relative tumor volumes and weights of shUHRF1 and shDNMT1 groups decreased. (Fig. 6e,f). Also, intensity of red fluorescence was also weakened in both groups (Fig. 6g). In accordance with these data, PCNA-positive cells decreased in tumors derived from shUHRF1 and shDNMT1 cells indicating that the proportion of proliferating cells are smaller in those groups (Fig. 6h). Xenotransplantation of three different THP-1 cells had no significant effect on mouse body weight or major organ histology (Supplementary Fig. 7b,c). These results suggest that knockdown of UHRF1 or DNMT1 inhibits in vivo tumor growth derived from THP-1 cells.

**Figure 6:**
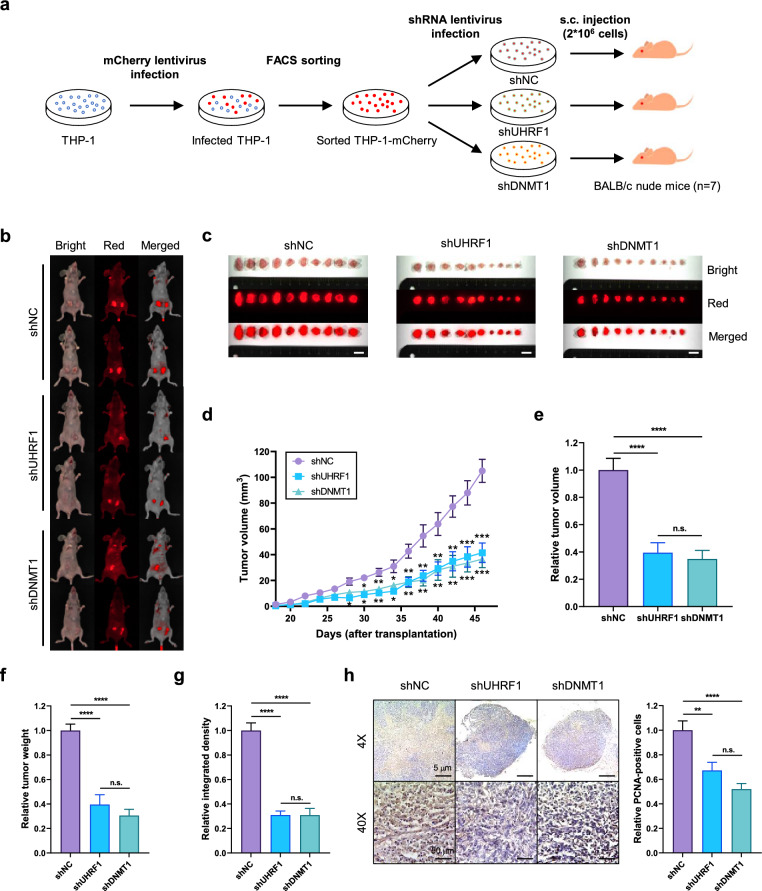
Depletion of UHRF1 or DNMT1 impedes THP-1-derived solid tumor growth in vivo. (**a**) Schematic image of strategy to generate THP-1 xenograft model. s.c, subcutaneous. (**b**) Representative fluorescent images of each group. The red fluorescent intensity was photographed by FOBI imager with anesthetized mice. (**c**) The red fluorescent intensity of tumors in each group was measured after mouse sacrifice. Scale bar = 1 cm. (**d**) The tumor volumes were determined every other day after xenotransplantation of different THP-1 cells. Data are shown as mean ± SEM (n = 10). The *P*-values were calculated by unpaired two-tailed t-test with control. *P < 0.05, **P < 0.01 and ***P < 0.001. (**e**) Tumor volumes were measured after mice sacrifice. All volumes were normalized to the mean of control group to obtain relative values. Data are shown as mean ± SEM (n = 10). The *P*-values were calculated by one-way ANOVA followed by Tukey’s multiple comparisons test. ****P < 0.0001 and n.s., not significant. (**f**) Weight of tumors was measured after mice sacrifice. All weights were normalized to the mean of control group to obtain relative values. Data are shown as mean ± SEM (n = 10). The *P*-values were calculated by one-way ANOVA followed by Tukey’s multiple comparisons test. ****P < 0.0001 and n.s., not significant. (**g**) Integrated density of red fluorescence was calculated by FOBI imager. All values were normalized to the mean of control group to obtain relative values. Data are shown as mean ± SEM (n = 10). The *P*-values were calculated by one-way ANOVA followed by Tukey’s multiple comparisons test. ****P < 0.0001 and n.s., not significant. (**h**) The differences in cell proliferation of shNC, shUHRF1 and shDNMT1 tumors were examined by immunohistochemistry of PCNA (left) and quantified data were shown on the right. Quantified data were calculated with 9 images in every group. Data are shown as mean ± SEM (n = 9). The *P*-values were calculated by one-way ANOVA followed by Tukey’s multiple comparisons test. **P < 0.01, ****P < 0.0001 and n.s., not significant. Scale bar = 5 μm.

### UHRF1 and DNMT1 are overexpressed in AML and related to poor prognosis of patients

Aberrant DNA methylation is hallmark of many cancers^46,47^. Also, UHRF1 is frequently overexpressed in various cancers and exhibits oncogenic activity^48,49^. To further investigate whether expression of DNMT1 or UHRF1 is related to prognosis of AML patients, we examined expression pattern of these proteins in AML. First, we assessed the DNMT1 expression in 31 different cancers and found that expression in AML ranked the highest out of 31 cancer types (Fig. 7a). In addition, The Cancer Genome Atlas (TCGA) database analysis revealed that DNMT1 expression was highly upregulated in AML patients (Fig. 7b). Also, expression level of DNMT1 was positively correlated with blood cancer stage (Fig. 7c). Consistently, UHRF1 showed higher expression level in AML patients and higher stage of blood cancer (Fig. 7d–f). In addition, survival rates of AML patients were lower in high-expression groups of DNMT1 or UHRF1 (Fig. 7g,h). In case of DNMT3A and DNMT3B, they were found out to be overexpressed in AML patients but their expression levels were not positively correlated with blood cancer stage nor poor prognosis of AML patients (Supplementary Fig. 8a–h). These results suggest that DNMT1 and UHRF1 are frequently overexpressed in AML patients and might have possible role in deteriorating the disease and poor prognosis of AML patients.

**Figure 7:**
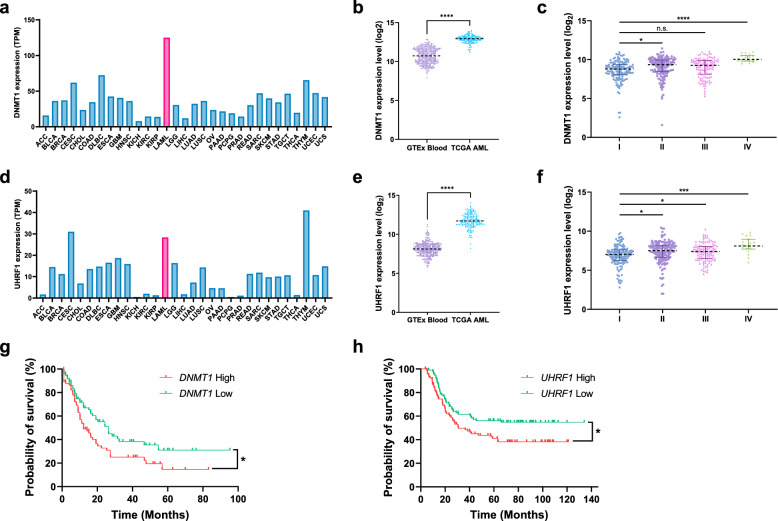
UHRF1 and DNMTs are overexpressed in AML and UHRF1 and DNMT1 are related to poor prognosis. (**a**) Bar graph showing the relative expression of *DNMT1* in 31 different cancer types by Gene Expression Profiling Interactive Analysis (GEPIA2). The heights of the bars represent the median expression for certain tumor types. (**b**) Scatter dot plot comparing the relative expression level of *DNMT1* in the GTEx blood (n = 337) and TCGA AML datasets (n = 173). This analysis was performed using the UCSC Xena browser. The y-axis shows the log_2_ value of the normalized RSEM count. The *P*-value was determined using a two-tailed t-test. ****P < 0.0001. (**c**) Analysis of *DNMT1* expression patterns in blood cancer stages (I [n = 139], II [n = 155], III [n = 113], and IV [n = 19]) in the Gene Expression database of Normal and Tumor tissues (GENT2). The y-axis shows the log_2_ value of relative mRNA expression levels. The *P*-values were determined using one-way ANOVA followed by Dunnett’s multiple comparisons test. *P < 0.05, ****P < 0.0001 and n.s., not significant. (**d**) Bar graph showing the relative expression of *DNMT1* in 31 different cancer types by GEPIA2. (**e**) Scatter dot plot comparing the relative expression level of *UHRF1* in the GTEx blood (n = 337) and TCGA AML datasets (n = 173). The *P*-value was determined using a two-tailed t-test. ****P < 0.0001. (**f**) Analysis of *UHRF1* expression patterns in blood cancer stages (I [n = 139], II [n = 155], III [n = 113], and IV [n = 19]) in the GENT2. The *P*-values were determined using one-way ANOVA followed by Dunnett’s multiple comparisons test. *P < 0.05 and ***P < 0.001. (**g**) Survival analysis of AML patients by OncoLnc. A total of 150 patients were divided into two groups (*DNMT1* high [n = 75] and *DNMT1* low [n = 75]) based on their expression level. The *P*-value was calculated by log-rank (Mantel–Cox) test. *P < 0.05. (**h**) Survival analysis of AML patients by UCSC Xena. A total of 187 patients were divided into two groups (*UHRF1* high [n = 93] and *UHRF1* low [n = 94]) based on their expression level. The *P*-value was calculated by log-rank (Mantel–Cox) test. *P < 0.05.

Taken together, our data revealed that UHRF1 and DNMT1 play a crucial role in regulating differentiation of THP-1 cells by controlling genome-wide methylation status and transcription. The fact that depleting UHRF1 or DNMT1 enhances differentiation of THP-1 cells and inhibiting tumor growth in xenograft mice strongly suggest that targeting UHRF1 or DNMT1 might be a novel therapeutic strategy to treat MLL-AF9 AML by inhibiting cellular proliferation and inducing differentiation.

## Discussion

In this study, we showed that UHRF1 and DNMT1 regulate PMA-induced differentiation of THP-1 cells. We found that the expression of UHRF1 and DNMT1 decreased during THP-1 differentiation, and we validated our results using different methods, including RNA-seq. In this transcriptome analysis, we identified the changes in gene expression patterns when UHRF1 or DNMT1 was depleted in THP-1 cells. Specifically, we showed that depletion of UHRF1 or DNMT1 promotes THP-1 differentiation. Our analysis revealed dynamic transcriptome changes during the PMA-induced differentiation of THP-1 cells. In addition, using the DNA methylation array, we analyzed global DNA methylation patterns affected by the depletion of UHRF1 or DNMT1. All of these results suggest that UHRF1 and DNMT1 act as negative regulators of THP-1 differentiation by regulating DNA methylation and the expression of genes related to the differentiation and activation of macrophages.

The E3 ubiquitin ligase UHRF1 regulates epigenetic modifications and can recognize modifications in both DNA and histones^10^. By recognizing the presence of hemi-methylated DNA, UHRF1 maintains genomic DNA methylation levels by recruiting DNMT1 to DNA replication sites^50^. Consequently, depleting UHRF1 or DNMT1 inside the cell results in global DNA hypo-methylation and affects the expression patterns of their target genes. However, depletion of UHRF1 in THP-1 cells did not induce global hypo-methylation when we performed two independent arrays (Supplementary Fig. 6a,b). This result indicates that DNMT1 is predominant regulator of DNA methylation of genes related to differentiation in THP-1 cells.

In this study, we identified new target genes of UHRF1 and DNMT1 in THP-1 cells, which are highly related to the differentiation of THP-1 cells. The combined analysis of gene expression profiling and DNA methylation array results suggested that the differentiation of THP-1 cells upon PMA treatment was markedly promoted by suppressing the expression of UHRF1 or DNMT1 in THP-1 cells and that changes in differentiation- and macrophage activation-related gene expression caused by aberrant DNA methylation were responsible for these results.

Dysregulation of DNA methylation by genetic alterations in DNMTs or TETs disrupts normal hematopoiesis and eventually results in hematological malignancies, including AML^51^. Aberrant DNA methylation, a hallmark of AML, is an important epigenetic marker used for early diagnosis, prognostic prediction, and therapeutic decision-making^51^. Indeed, deletion of *DNMT1* prevents the development of MLL-AF9 leukemia in vivo, suggesting that MLL fusion proteins require maintenance methylation but not de novo methylation for leukemia induction^16^. DNA methylation analysis of THP-1 cells revealed that DNMT1 is crucial for THP-1 cells to maintain their leukemic properties, and knockdown of DNMT1 resulted in enhanced sensitivity to PMA treatment. These results are consistent with the fact that abnormal DNA methylation is a one of the major characteristics of AML.

In our previous study of aurora kinase A (AURKA) in THP-1 cells, we discovered that the expression of AURKA decreased during differentiation of THP-1 cells, and that pharmacological inhibition of AURKA activity resulted in enhanced differentiation by activating the KDM6B pathway^52^. In addition, we showed that AURKA knockdown induced the expression of CD14 without PMA treatment^52^. Intriguingly, we also found that knockdown of UHRF1 or DNMT1 increased the proportion of CD14-positive THP-1 cells, regardless of PMA treatment (Fig. 2a,b). This suggests that UHRF1 and DNMT1, similar AURKA, may play key roles in inhibiting THP-1 cell differentiation.

Surprisingly, co-regulation of UHRF1 and DNMT1 did not show synergistic effect on enhancing sensitivity to PMA in THP-1 cells. This unexpected outcome is probably due to the fact that DNMT1 and UHRF1 are on the same pathway in regulating DNA methylation or the excessive cellular toxicity from two different drugs, DAC and PMA, used in our experiment. Further studies are needed to discover possible synergistic partners for both DNMT1 or UHRF1 in regulating differentiation of THP-1 cells.

Knockdown of DNMT1 induced global hypomethylation in THP-1 cells, however, knockdown of UHRF1 did not (Fig. 5a and Supplementary Fig. S6a). To validate this result, we performed DNA methylation array once more with shUHRF1 cells and found out that global hypomethylation was not induced again (Supplementary Fig. S6b). Also, knockdown of DNMT3B did not affect global DNA methylation level (Supplementary Fig. S6c). Studies with mouse embryonic stem cells (mESCs) and colorectal cancer cells showed that knockdown of UHRF1 induced global DNA hypomethylation^32,53,54^. These results suggest the possibility that DNMT1 is predominant DNA methylation regulator in THP-1 cells which has more important roles in regulating global DNA methylation pattern than UHRF1 and DNMT3B.

Importantly, depletion of UHRF1 or DNMT1 significantly inhibited THP-1-derived solid tumor formation in vivo xenograft mouse, which strongly suggests the existence of a previously unidentified mechanisms of DNA methylome variation-associated leukemic cell differentiation.

Currently, inhibitors targeting epigenetic modulations such as isocitrate dehydrogenase (IDH), fms-like kinase 3 (FLT3), lysine-specific histone demethylase 1A (LSD1), DOT1-like protein (DOT1L) and bromodomain and extraterminal (BET) proteins are under investigation to treat AML patients^22,55^. However, reducing cytotoxicity of differentiation therapy agents to treat AML is a major task for developing new therapeutic strategies.

In conclusion, our study suggests that PMA-induced differentiation of THP-1 cells is promoted by the depletion of UHRF1 or DNMT1 which also reduced in vivo tumor growth. Therefore, inhibiting UHRF1 or DNMT1 expression may be a new therapeutic strategy. In addition, we suggest inhibiting DNMT1 and UHRF1 as promising therapeutic strategy for increasing the efficiency of leukemic cell differentiation to treat AML with differentiation therapy agents.

## Materials and methods

### Cell culture and differentiation induction

THP-1 and U-937 cells were grown in RPMI-1640 (Gibco, Waltham, MA, USA) containing 10% heat-inactivated fetal bovine serum (Gibco) and 0.05% penicillin–streptomycin (Welgene, Gyeongsan, Korea) at 37 °C in 5% CO_2_ atmosphere. HEK293T cells were grown in Dulbecco’s modified Eagle’s medium (DMEM) (Gibco) under the same conditions. Cells were purchased from Korean Cell Line Bank (Seoul, Korea). To induce the differentiation of THP-1 and U-937 cells, 100 ng/ml phorbol-12-myristate-13-acetate (PMA) or 1 µg/ml 5-aza-2′-deoxycytidine (DAC) (Sigma-Aldrich, St. Louis, MO, USA) was added and incubated for 48 h. Then cells were harvested by trypsinization and used for further experiments. DMSO (Duchefa, Haarlem, Netherlands) was used as the negative control for drug treatment.

### Stable knockdown cell lines

Target sequences of the short hairpin RNA (shRNA) for UHRF1, DNMT1 and DNMT3B are listed in Supplementary Table 1. The oligonucleotide containing target sequence was inserted into the AgeI/EcoRI site of the pLKO.1-TRC vector (Addgene, Watertown, MA, USA, #8453) according to standard protocols. To produce virus particles, we co-transfected the pLKO.1-TRC vector containing a specific shRNA sequence with the VSV-G envelope expressing plasmid pMD2.G (Addgene, #12259) and lentiviral packaging plasmid psPAX2 (Addgene, #12260) into HEK293T cells. Supernatants, including virus particles, were harvested 2 and 3 days after transfection and were used for viral infection with 8 µg/ml hexadimethrine bromide (Sigma-Aldrich). Twenty-four hours after infection, 1 µg/ml puromycin (Sigma-Aldrich) was used to positively select for infected cells.

### Quantitative reverse transcription-PCR (qRT-PCR)

Total RNA was extracted using the Tri-RNA reagent (Favorgen, Pingtung, Taiwan) according to the manufacturer’s protocol. To synthesize complementary DNA (cDNA), 1 μg of RNA was used. First, the RNA was incubated with oligo dT primers (Invitrogen, Waltham, MA, USA) at 70 °C for 5 min. Next, M-MLV reverse transcriptase (Enzynomics, Daejeon, Korea) and dNTPs were added. After incubation at 42 °C for 60 min, the enzyme was inactivated by incubating the samples at 95 °C for 30 s. qRT-PCR was performed using the SYBR® Green Supermix Kit (Takara, Kusatsu, Japan). Then, 39 cycles of amplification were performed. Each cycle included denaturation at 94 °C, annealing at temperatures specific for each primer set, and extension at 72 °C. Each experiment was performed in triplicate, and the mean threshold cycle (Ct) and standard error were calculated using the Ct value for each sample. The normalized mean Ct value (ΔCt) was calculated by subtracting the mean Ct value for glyceraldehyde 3-phosphate dehydrogenase (GAPDH) from that of the target gene. The ΔΔCt value was calculated as the difference between the control ΔCt and the ΔCt values for each sample. Finally, the n-fold change in mRNA levels was calculated as 2^−ΔΔCt^. Primer sets used for qRT-PCR are listed in Supplementary Table 2.

### Fluorescence activated cell sorting (FACS) analysis

FACS was used to measure the differentiation of THP-1, U-937 cells. To measure cell differentiation, cells were harvested after PMA treatment for 48 h. The cells were resuspended in cold phosphate-buffered saline (PBS) containing 1 mM EDTA, 1% bovine serum albumin (CellNest, Hanam, Korea), and 10 mM sodium azide for 1 h. The cells were then stained with APC-CD14 (#17-0149-42, Invitrogen) for 30 min and subjected to FACS analysis using the BD Accuri C6 Plus Flow Cytometer (BD Biosciences, Franklin Lakes, NJ, USA).

### Western blotting and antibodies

Harvested cells were lysed with the RIPA buffer (50 mM Tris–HCl [pH 8.0], 150 mM NaCl, 0.1% SDS, 0.5% SDC, 1% NP-40, 1× protease inhibitor cocktail, 1 mM EDTA [pH 8.0]). After incubating the cells in RIPA buffer for 1 h with gentle agitation at 4 °C, cell lysates were purified by centrifugation at 14,000 rpm for 15 min at 4 °C. Thirty micrograms of each lysate were subjected to sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS-PAGE). After SDS-PAGE, western blotting was performed using the following antibodies. Antibodies against UHRF1 (sc-373750, 1:1000), β-actin (sc-47778, 1:1000) (Santa Cruz Biotechnology, Dallas, TX, USA), GAPDH (CSB-PA00025A0Rb, 1:5000) (Cusabio Technology, Houston, TX, USA), DNMT1 (#5032, 1:5000), DNMT3B (#57868, 1:5000, Cell Signaling Technology, Danvers, MA, USA) and DNMT3A (PA3-16557, 1:5000, Invitrogen) were used. β-actin (ACTIN) or glyceraldehyde-3-phosphate dehydrogenase (GAPDH) was used as loading control.

### RNA sequencing (RNA-seq)

For RNA-seq, 10 duplicate samples (THP-1 wild-type, shNC, shUHRF1, shDNMT1, and shDNMT3B cells before and after differentiation by PMA treatment) were prepared. Whole RNA-seq processes were performed by Thergen Bio Inc. (Seongnam, Korea). Libraries were prepared for 150 bp paired-end sequencing using the TruSeq Stranded mRNA Sample Prep Kit (Illumina, San Diego, CA, USA). mRNA molecules were purified and fragmented from 0.1 to 1 μg of total RNA using oligo (dT) magnetic beads. Fragmented mRNAs were synthesized as single-stranded cDNAs through random hexamer priming. Double-stranded cDNA was prepared by using this cDNA as a template for second strand synthesis. After a sequential process of end repair, A-tailing, and adapter ligation, cDNA libraries were amplified using PCR. The quality of these cDNA libraries was evaluated using the Agilent 2100 BioAnalyzer (Agilent, Santa Clara, CA, USA). They were quantified using the KAPA Library Quantification Kit (Kapa Biosystems, Wilmington, MA, USA) according to the manufacturer’s library quantification protocol. Following cluster amplification of denatured templates, sequencing was performed using paired-end (2 × 150 bp) reads using Illumina NovaSeq 6000 (Illumina). Low-quality reads were filtered based on the following criteria: reads containing more than 10% of skipped bases (marked as ‘N’s), reads containing more than 40% of bases with quality scores of less than 20, and reads with average quality scores for each read of less than 20. The filtering process was performed using in-house scripts. Filtered reads were mapped to the reference genome (hg38) related to the species using the aligner STAR v.2.4.0b. Gene expression levels were measured using Cufflinks v2.1.1 and the gene annotation database of the species. For differentially expressed gene (DEG) analysis, gene-level count data were generated using HTSeq-count v0.6.1p1. Based on the calculated read count data, DEGs were identified using the R package ‘TCC’. The normalization factors were calculated using the iterative DEGES/edgeR method. The q-value was calculated based on the *P*-value using the p.adjust function of the R package, with default parameter settings. The DEGs were identified based on a q-value threshold of less than 0.05 for correcting errors caused by multiple testing. Based on DEG analysis results, gene ontology (GO) analysis was performed using DAVID 2021^56,57^ or ShinyGO v0.75^58^. To visualize the GO analysis results, REVIGO^59^ was used. All plots and visualizations were generated using R 4.1.2 (https://www.r-project.org/). Gene set enrichment analysis (GSEA) was performed using GSEA v4.1.0 software^60,61^.

### Enzyme-linked immunosorbent assay (ELISA)

For ELISA, ELISA MAX™ Deluxe Set Human TNF-α (#430204), IL-1β (#437004) and IL-6 (#430504, BioLegend, San Diego, CA, USA) were used. Stable knockdown THP-1 cells (4 × 10^6^) were treated with PMA. After 48 h, media were removed and replaced with fresh media with or without 1 µg/ml of lipopolysaccharide (L2630, Sigma-Aldrich) and incubated for additional 48 h. Culture media were transferred to polypropylene tube and used for ELISA at 1:5 dilution ratio. ELISA was performed according to the manufacturer’s protocol and optical density at 450 nm was used for comparing relative abundance of the secreted cytokines.

### Public database analysis

The relative expression data of UHRF1, DNMT1, DNMT3A, and DNMT3B in normal and cancerous tissues or in specific cancer stages were analyzed using various platforms, including UCSC Xena^62^, Gene Expression database of Normal and Tumor tissues 2 (GENT2)^63^, Gene Expression Profiling Interactive Analysis (GEPIA2)^64^, and The University of Alabama at Birmingham Cancer Data Analysis Portal (UALCAN)^65^. Survival analyses were performed using the same online tools and OncoLnc^66^.

### Illumina 850 K methylation EPIC array

Genomic DNA (gDNA) was isolated from stable knockdown THP-1 cells before and after differentiation using the Wizard^®^ Genomic DNA Purification Kit (Promega, Madison, WI, USA). The quality of the DNA samples was evaluated using the NanoDrop^®^ ND-1000 UV–Vis spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). Samples with intact gDNA that showed no smearing after agarose gel electrophoresis were selected for the experiment. Intact gDNA was quantified using Quant-iT™ PicoGreen™ (Invitrogen) diluted to a concentration of 50 ng/µl. The concentrations were adjusted based on these results. All prepared samples were bisulfite-converted using the Zymo EZ DNA Methylation Kit (Zymo Research, Irvine, CA, USA). For bisulfite conversion, 550 ng of input gDNA was used. The whole-genome amplification process required 200 ng of input bisulfite-converted gDNA, MA1, RPM, and MSM. This process created a sufficient quantity of DNA (1000X amplification) to be used on a single Infinium MethylationEPIC BeadChip Kit (Illumina). After amplification, the product was fragmented using a proprietary reagent (FMS), precipitated with 2-propanol (plus a precipitating reagent PM1), and resuspended in a formamide-containing hybridization buffer (RA1). The DNA samples were denatured at 95 °C for 20 min and then placed in a humidified container for a minimum of 16 h at 48 °C, allowing CpG loci to hybridize to the 50-mer capture probes. Following hybridization, the BeadChip/Te-Flow chamber assembly was placed on a temperature-controlled Tecan Flowthrough Chamber Rack (Tecan, Switzerland), and all subsequent washing, extension, and staining were performed by adding reagents to the chamber. For the allele-specific single-base extension assay, primers were extended with a polymerase and labeled nucleotide mix (TEM) and then stained with repeated application of a staining reagent (STM) and an anti-staining reagent (ATM). After completing the staining process, the slides were washed with a low-salt buffer (PB1), immediately coated with XC4, and then imaged using a two-color (532 nm/658 nm) confocal fluorescent scanner iScan System (Illumina). The image intensities were extracted using the iScan Control software (Illumina). Array data export processing and analysis were performed using Illumina GenomeStudio v2011.1 (Methylation Module v1.9.0) and R 3.3.3 (http://www.r-project.org). The multidimensional scaling (MDS) analysis was performed with Euclidean distance. The Illumina Infinium Methylation EPIC array covers over 850,000 CpG islands for DNA methylation. These CpG islands were categorized according to the UCSC RefGene group into promoters, gene bodies, and intergenic regions.

### Tumor xenograft establishment and tissue section preparation

All experiments were performed in accordance with the ARRIVE guidelines (https://arriveguidelines.org) and were carried out in accordance with the relevant guidelines and regulations. Four-week-old BALB/c nu/nu immunodeficient mice (weights ranged between 15 and 18 g) (Orient Bio, Seongnam, Korea) were randomly allocated into two groups (seven mice in each group). The control, UHRF1 or DNMT1 stably knockdown mCherry expressing THP-1 cell (2 × 10^6^) suspension in 0.1 ml 1:1 (v/v) mixture of Matrigel (Corning, Tewksbury, MA, USA) and PBS were subcutaneously injected into mice. Three weeks after xenotransplantation, the body weights and tumor sizes were measured every other day. The volume (mm^3^) of each tumor ((length × width^2^ × π)/6) was determined. Tumor-bearing mice were sacrificed by cervical dislocation after continuous monitoring of tumor growth for 3 weeks. The fluorescence density of the xenograft tumors was photographed and analyzed by FOBI Fluorescence In Vivo Imaging System (CELLGENTEK, Cheongju, Korea) after anesthetizing with ketamine/xylazine. Tumor, liver, kidney, spleen, lung and heart tissues were excised and fixed in 4% paraformaldehyde (Sigma-Aldrich) for 24 h, followed by dehydration in 30% sucrose in PBS until tissue sinks. Next, tissues were embedded in FSC22 Frozen Section Compound (Leica Microsystems, Richmond, IL, USA) and 10‐μm sections were sliced using a Leica CM1950 Cryostat (Leica Biosystems, Wetzlar, Germany). Tissue sections were mounted onto poly-L-lysine (Sigma-Aldrich) coated slides and stored at -80 °C for later staining. The animals were treated as described in the protocol and no blinding method was used for animal studies. There were no animal exclusion criteria.

### Immunohistochemistry

The tumor sections were fixed in acetone at -20 °C for 10 min and followed by the antigen retrieval by boiling in 0.01 M Sodium citrate buffer (pH 6.0) for 20 min, and permeabilization using 0.2% Triton X-100 for 15 min. To detect the cell proliferation in tumors, immunohistochemistry of proliferating cell nuclear antigen (PCNA) was applied. Permeabilized tissues were incubated with 3% hydrogen peroxidase for 10 min followed by 1 h of non-specific binding blocking by 2.5% normal goat serum (Agilent). The slides were incubated with primary proliferating nuclear antigen antibody (1:100) in antibody dilute solution (Agilent) at 4 °C overnight followed by rinsing with PBS-T and incubated with HRP conjugated anti-mouse IgG polyclonal antibody (Enzo Life Sciences, Farmingdale, NY, USA). Slides were washed with PBS-T, and color was developed using 3,3′-diaminobenzidine (DAB). The slides were counterstained with hematoxylin followed by cover-slipping with Mountant (Thermo Fisher Scientific), examined and photographed using Leica ICC50 HD camera (Leica Microsystems, Wetzlar, Germany). PCNA labeling was quantified using Image J software^67^.

### Hematoxylin and eosin staining

Frozen tissue sections were fixed in acetone at -20 °C for 3 min and 80% methanol at 4 °C for 4 min followed by hematoxylin staining for 2 min and washed with distilled water for 5 min. Slides were labelled with eosin for 30 s and dehydrated with gradient ethanol and cleared with xylene followed by cover-slipping with Mountant (Thermo Fisher Scientific).

### Statistical analysis

For two-group comparison, the unpaired, two-tailed Student’s t-test was used. For more than three-group comparisons, the one-way analysis of variance model (ANOVA) was performed followed by appropriate multiple comparisons method. The *P*-values for survival analyses were determined by the log-rank (Mantel–Cox) test and statistical analyses and visualization were performed using GraphPad Prism (GraphPad Software, San Diego, CA, USA). Data shown as bar graphs represent the mean and standard error of the mean (SEM) of mentioned replicates (at least three). The variance was similar between the groups that were being statistically compared. The *P*-values under 0.05 were considered to be statistically significant.

### Ethics declarations

This study was performed according to the Animal guidelines approved by the Chung-Ang University Institutional Animal Care and Use Committee (IRB# CAU2020-00,115).

### Supplementary Information

Supplementary Information.

## Data Availability

The data that support the findings of this study are openly available in NCBI Gene Expression Omnibus (GEO) with reference number GSE206742 (RNA-seq) or GSE206620 (Illumina Infinium Methylation EPIC array).

# Supplementary material for: Downregulation of DNA methylation enhances differentiation of THP-1 cells and induces M1 polarization of differentiated macrophages
**Source:** Sci Rep. 2023 Aug 12;13:13132. doi: 10.1038/s41598-023-40362-8

# **SUPPLEMENTARY INFORMATION**

**for**

## **Downregulation of DNA methylation enhances differentiation of THP-1 cells and induces M1 polarization of differentiated macrophages**

**Junyoung Park<sup>1</sup>, Yongyang Luo<sup>2</sup>, Jin Woo Park<sup>1</sup>, Song Hyun Kim<sup>1</sup>, Ye Joo Hong<sup>1</sup>,  
Younghyun Lim<sup>1</sup>, Young-Jin Seo<sup>1</sup>, Jeehyeon Bae<sup>2</sup>, and Sang Beom Seo<sup>1,\*</sup>**

**Supplementary Fig 1. PMA treatment induces dynamic transcriptome variations in THP-1 cells.**

**Supplementary Fig 2. Co-regulating UHRF1 and DNMT1 has little synergistic effect on differentiation and knockdown of UHRF1 or DNMT1 induces M1 polarization-related cytokines in THP-1 cells.**

**Supplementary Fig 3. Knockdown of UHRF1 or DNMT1 also enhances PMA-induced differentiation of U-937 cells.**

**Supplementary Fig 4. DNMT3B does not regulate genes related to differentiation in THP-1 cells unlike UHRF1 or DNMT1.**

**Supplementary Fig 5. Knockdown of UHRF1 or DNMT1 regulates gene expression in THP-1 cells.**

**Supplementary Fig 6. Knockdown of UHRF1, DNMT1 and DNMT3B each induces changes in DNA methylation pattern in THP-1 cells.**

**Supplementary Fig 7. Xenotransplantation of different THP-1 cell lines has no effect on body weight and major organ histology.**

**Supplementary Fig 8. Expression level of DNMT3A and DNMT3B are not related to poor prognosis of AML patients.**

**Supplementary Table 1. List of shRNA target sequences used in this study.**

**Supplementary Table 2. List of qRT-PCR primer sets used in this study.**

**Full images for western blots**

Supplementary Fig 1

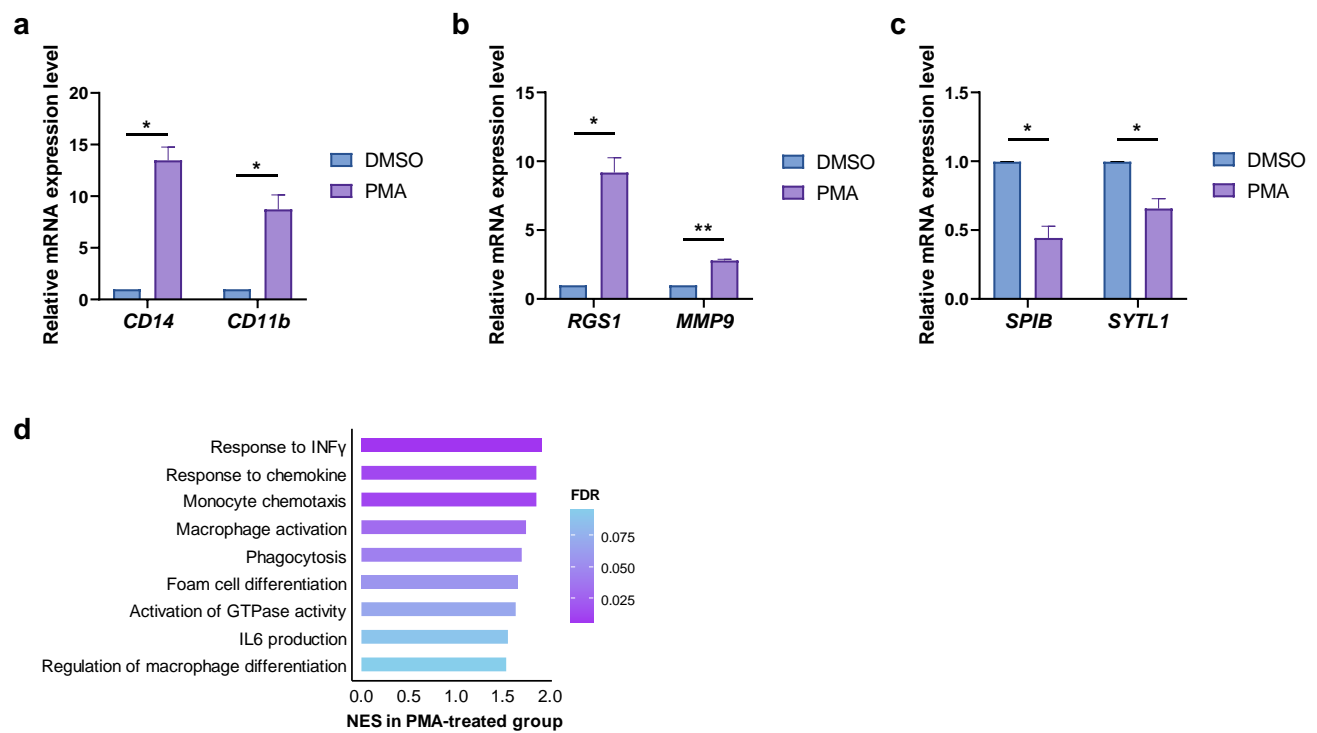

Supplementary Fig 1. PMA treatment induces dynamic transcriptome variations in THP-1 cells.

- a. qRT-PCR analysis to determine the mRNA level of CD14 and CD11b, which are known as macrophage differentiation markers, after PMA treatment in THP-1 cells. Data are shown as mean  $\pm$  SEM (n = 3). The *P*-value was calculated by paired two-tailed t-test. \**P* < 0.05.
- b. qRT-PCR analysis to determine the mRNA level of RGS1 and MMP9, which are found out to be upregulated by PMA in RNA-seq, after PMA treatment in THP-1 cells. Data are shown as mean  $\pm$  SEM (n = 3). The *P*-value was calculated by paired two-tailed t-test. \**P* < 0.05 and \*\**P* < 0.01.
- c. qRT-PCR analysis to determine the mRNA level of SPIB and SYTL1, which are found out to be downregulated by PMA in RNA-seq, after PMA treatment in THP-1 cells. Data are shown as mean  $\pm$  SEM (n = 3). The *P*-value was calculated by paired two-tailed t-test. \**P* < 0.05.
- d. GSEA (Gene Set Enrichment Analysis) result is shown as a bar graph. Read count data from RNA-seq with DMSO- or PMA-treated THP-1 cells were used as input. Gene sets related to macrophage activation or differentiation were plotted. The x-axis indicates the normalized enrichment score (NES), and the color of the bar indicates the false discovery rate (FDR) value for each gene set.

Supplementary Fig 2

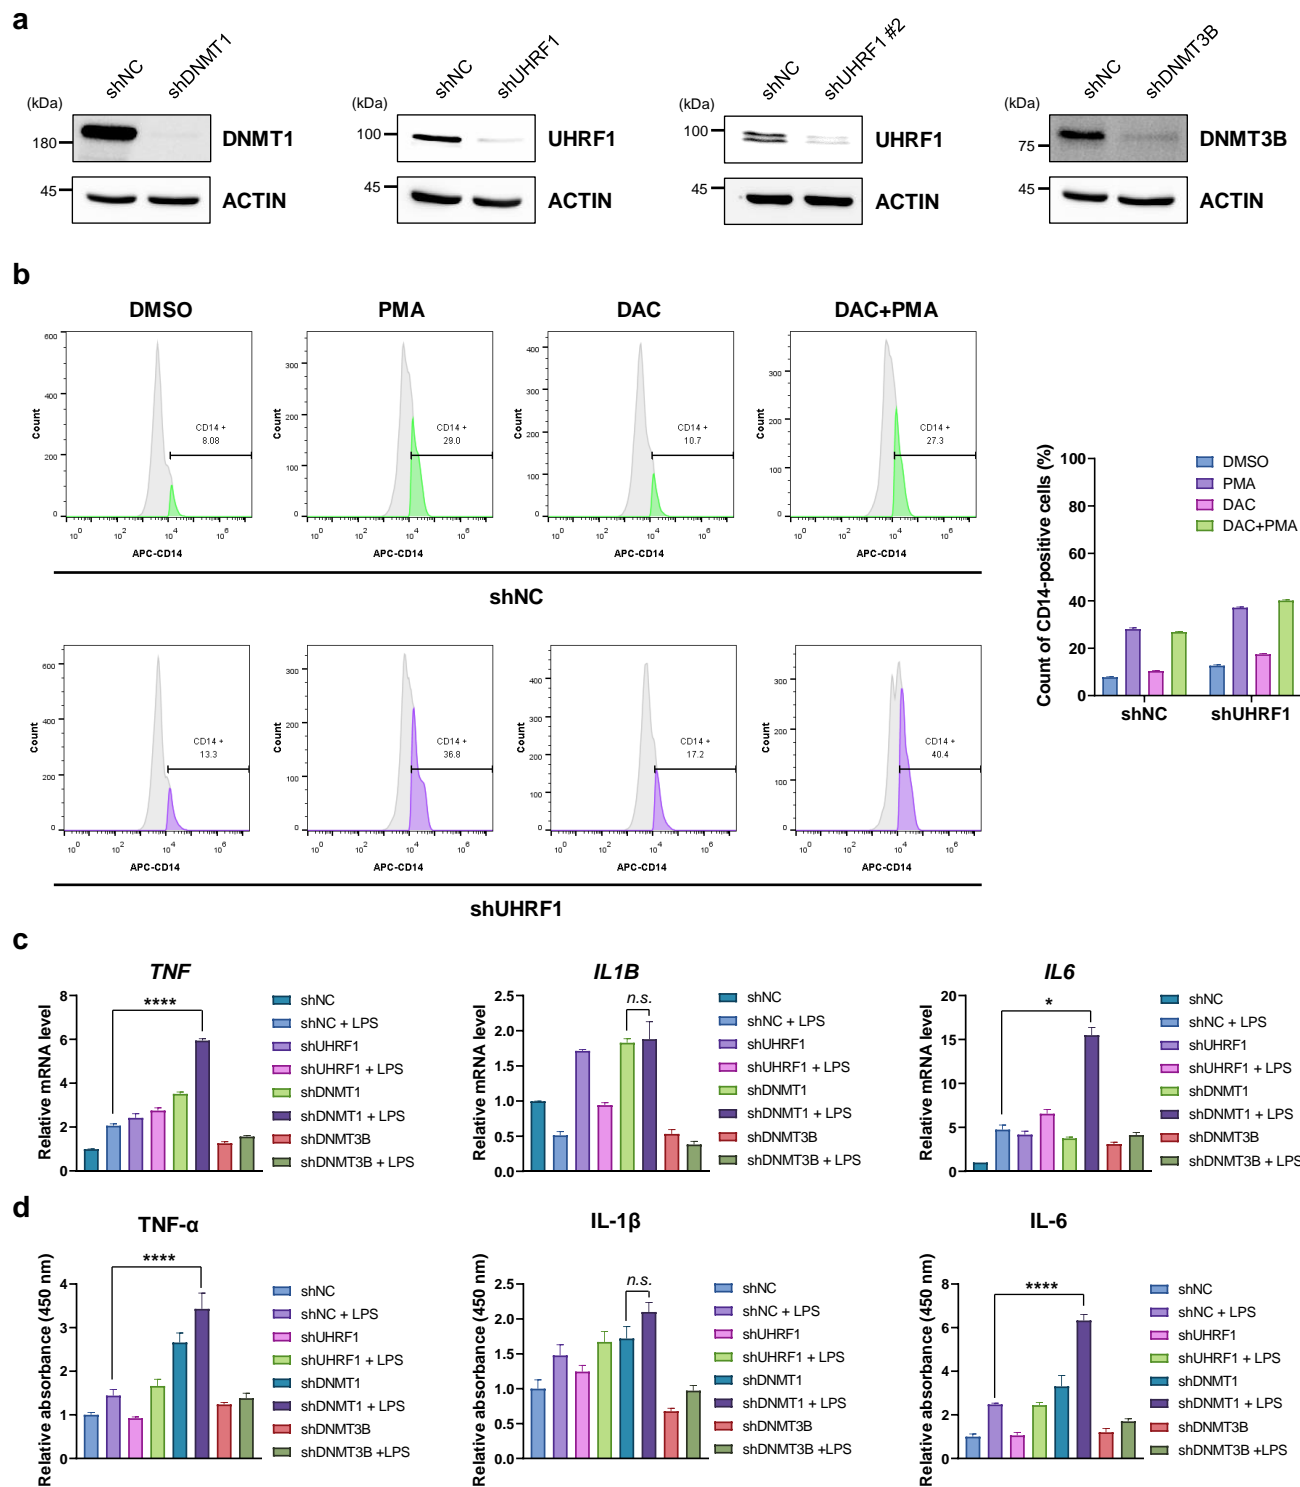

Supplementary Fig 2. Co-regulating UHRF1 and DNMT1 has little synergistic effect on differentiation and knockdown of UHRF1 or DNMT1 induces M1 polarization-related cytokines in THP-1 cells.

a. Western blot analysis to validate of the knockdown efficiency of target proteins in sample used for the following experiments.

## Supplementary Fig 2

- b. FACS analysis to determine the counts of CD14-positive cells. Control and UHRF1 knockdown cells were treated with DMSO or PMA or DAC (5-Aza-2'-deoxycytidine) for 48 h. Data are shown as mean  $\pm$  SEM (n = 3).
- c. qRT-PCR analysis to determine the mRNA level of TNF, IL1B and IL6 in PMA-treated THP-1 cells. Cells were treated with PMA for 48 h and incubated for additional 48 h with or without LPS (lipopolysaccharide) before harvest. Data are shown as mean  $\pm$  SEM (n = 3). The *P*-values were calculated by one-way ANOVA followed by Tukey's multiple comparisons test. \**P* < 0.05, \*\*\*\**P* < 0.0001 and n.s., not significant.
- d. Relative abundance of secreted TNF- $\alpha$ , IL-1 $\beta$ , IL-6 were analyzed by ELISA. Cells were treated with PMA for 48 h and incubated for additional 48 h before harvest. Relative absorbance at 450 nm were used for plotting. Data are shown as mean  $\pm$  SEM (n = 3). The *P*-values were calculated by one-way ANOVA followed by Tukey's multiple comparisons test. \*\*\*\**P* < 0.0001 and n.s., not significant.

Supplementary Fig 3

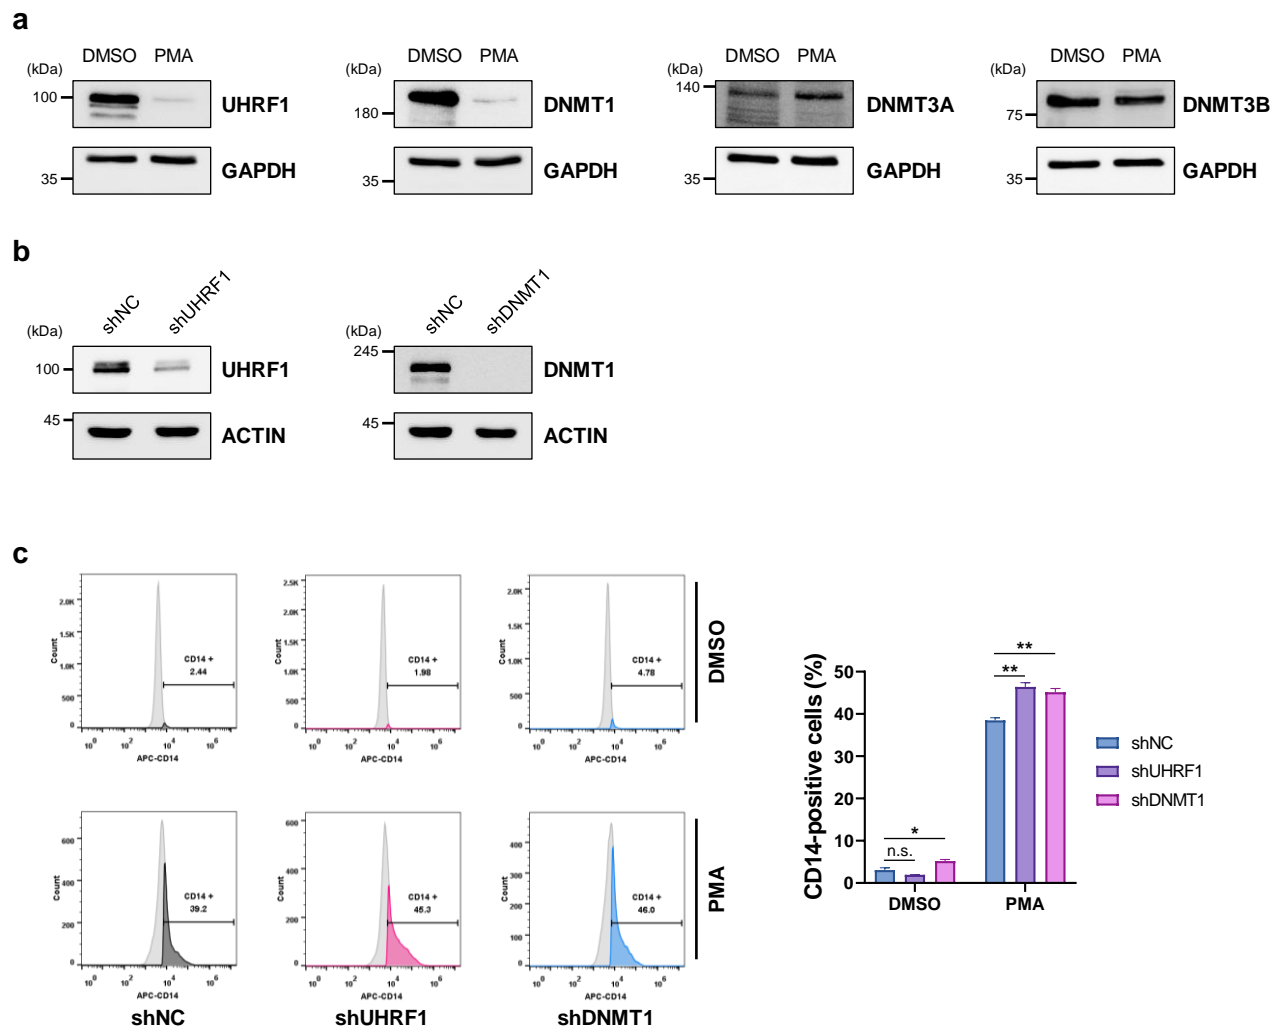

Supplementary Fig 3. Knockdown of UHRF1 or DNMT1 also enhances PMA-induced differentiation of U-937 cells.

- Western blot analysis to examine protein levels of UHRF1 and DNMTs in differentiated U-937 cells.
- Western blot analysis to validate the knockdown efficiency of target proteins in sample used for the following experiments.
- FACS analysis to determine the counts of CD14-positive cells. Control and UHRF1, DNMT1 knockdown cells were treated with DMSO or PMA for 48 h. Data are shown as mean  $\pm$  SEM ( $n = 3$ ). The  $P$ -values were calculated by one-way ANOVA followed by Tukey's multiple comparisons test. \* $P < 0.05$ , \*\* $P < 0.01$  and n.s., not significant.

Supplementary Fig 4

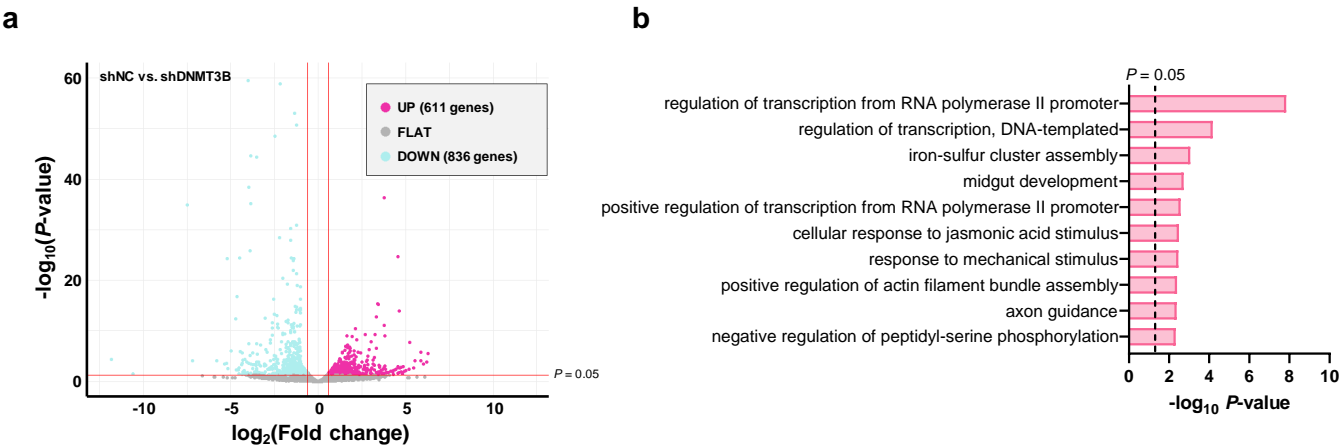

**Supplementary Fig 4. DNMT3B does not regulate genes related to differentiation in THP-1 cells unlike UHRF1 or DNMT1.**

- a. Volcano plot representing DEGs induced by DNMT3B depletion in THP-1 cells. Vertical lines indicate the  $\log_2$  fold change cut-off ( $|\log_2 \text{fold change}| > 0.585$ ) and the horizontal line indicates the  $P$ -value cut-off ( $P = 0.05$ ).
- b. Bar graph showing GO analysis result of 611 upregulated DEGs induced by DNMT3B depletion. The dotted line indicates  $P$ -value of 0.05.

Supplementary Fig 5

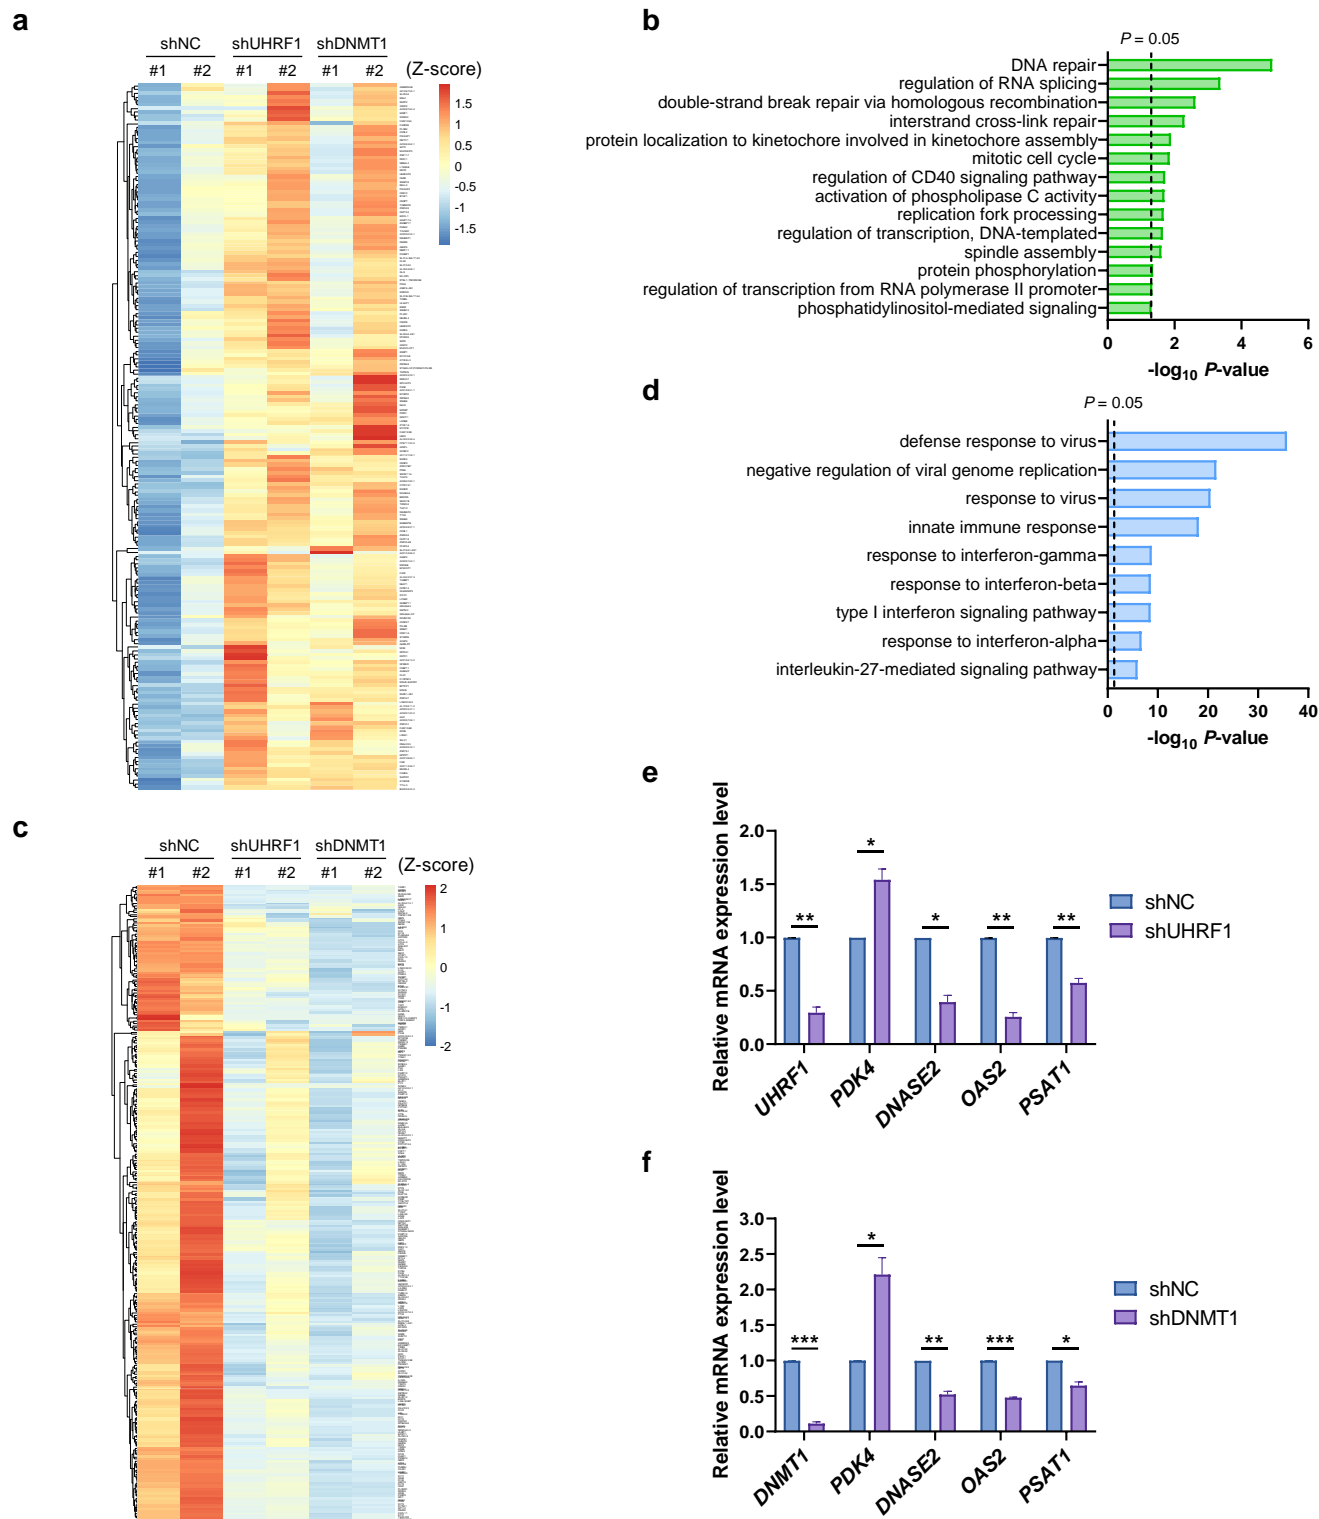

Supplementary Fig 5. Knockdown of UHRF1 or DNMT1 regulates gene expression in THP-1 cells.

- a. Heatmap representing overlapping upregulated DEGs after UHRF1 or DNMT1 depletion in THP-1 cells.
- b. Bar graph showing GO analysis result with genes in (A). The dotted line indicates  $P$ -value of 0.05.

## Supplementary Fig 5

- c. Heatmap representing overlapping downregulated DEGs after UHRF1 or DNMT1 depletion in THP-1 cells.
- d. Bar graph showing GO analysis result with genes in (C). The dotted line indicates  $P$ -value of 0.05.
- e. qRT-PCR analysis to validate the RNA-seq results in UHRF1-depleted THP-1 cells. Data are shown as mean  $\pm$  SEM ( $n = 3$ ). The  $P$ -values were calculated by paired two-tailed t-test.  $*P < 0.05$  and  $**P < 0.01$ .
- f. qRT-PCR analysis to validate the RNA-seq results in DNMT1-depleted THP-1 cells. Data are shown as mean  $\pm$  SEM ( $n = 3$ ). The  $P$ -values were calculated by paired two-tailed t-test.  $*P < 0.05$ ,  $**P < 0.01$  and  $***P < 0.001$ .

Supplementary Fig 6

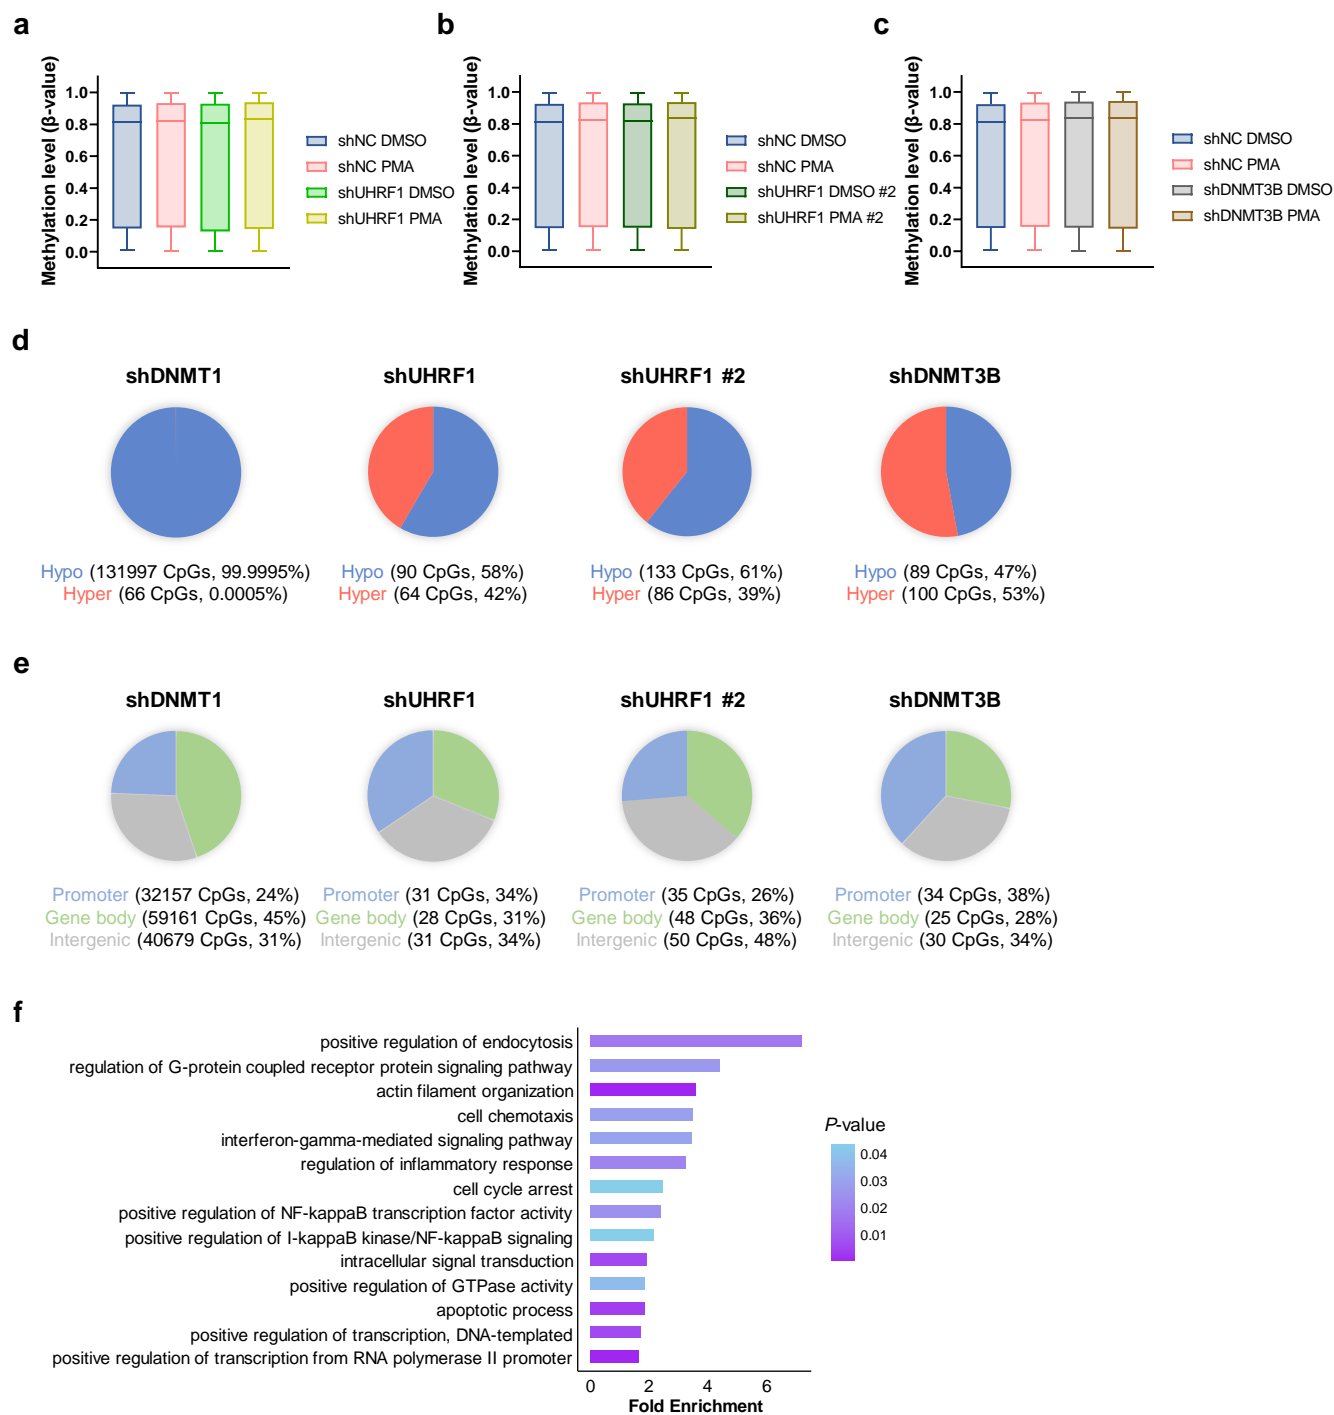

Supplementary Fig 6. Knockdown of UHRF1, DNMT1 and DNMT3B each induces changes in DNA methylation pattern in THP-1 cells.

a. Box plot representing methylation level after BMIQ normalization of each sample. The minimum value, maximum value, and lower and upper quartiles were used for plotting. The line in the middle of each bar indicates the median value.

## Supplementary Fig 6

- b. Box plot representing methylation level after BMIQ normalization of each sample. The minimum value, maximum value, and lower and upper quartiles were used for plotting. The line in the middle of each bar indicates the median value.
- c. Box plot representing methylation level after BMIQ normalization of each sample. The minimum value, maximum value, and lower and upper quartiles were used for plotting. The line in the middle of each bar indicates the median value.
- d. Pie chart representing the proportion of hypo- or hyper-methylated CpG islands after the knockdown of each protein. The specific number of CpG islands is indicated.
- e. Pie chart representing the regions of hypomethylated CpG islands in each case. The specific number of CpG islands is indicated.
- f. GO analysis result with genes related to hypomethylated promoters in DNMT1 knockdown THP-1 cells. Genes associated with the top 600 promoters by log fold change were used as input for GO analysis. The color of the bar represents the *P*-value for each GO term. The x-axis indicates the fold enrichment of each GO term.

## Supplementary Fig 7

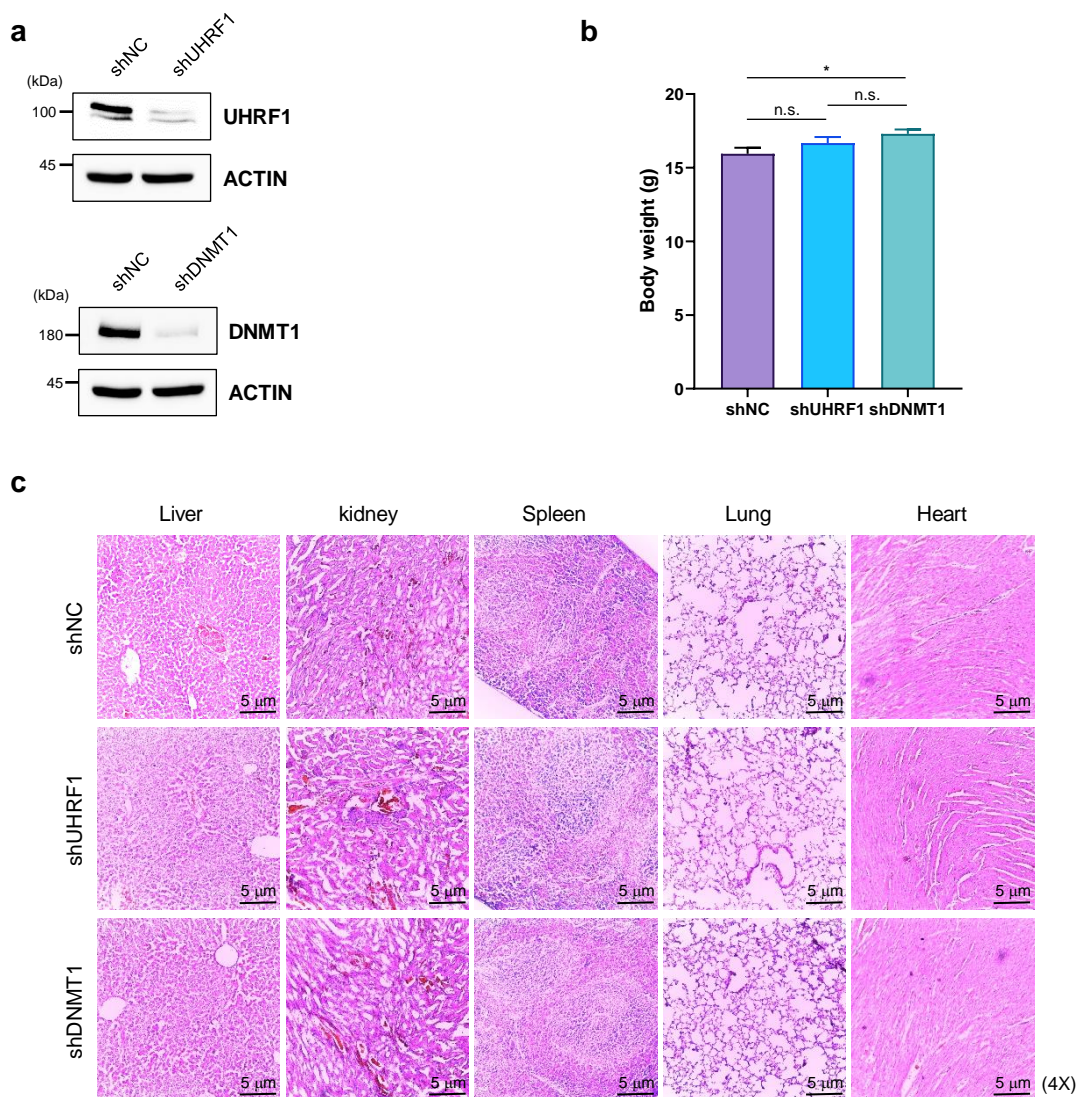

**Supplementary Fig 7. Xenotransplantation of different THP-1 cell lines has no effect on body weight and major organ histology.**

- Knockdown validation of each protein from stable cell lines with western blotting before injection. THP-1 cells stably expressing mCherry were used.
- Body weight of mouse was measured after sacrifice. Data are shown as mean  $\pm$  SEM ( $n = 9$ ). The  $P$ -values were calculated by one-way ANOVA followed by Tukey's multiple comparisons test.  $*P < 0.05$  and n.s., not significant.
- Histology of mouse liver, kidney, spleen, lung and heart tissues of control, UHRF1- or DNMT1-depleted groups. Representative H&E (Hematoxylin and Eosin)-stained histology of mouse liver, kidney, spleen, lung and heart in each group were shown. Scale bar = 5  $\mu$ m.

Supplementary Fig 8

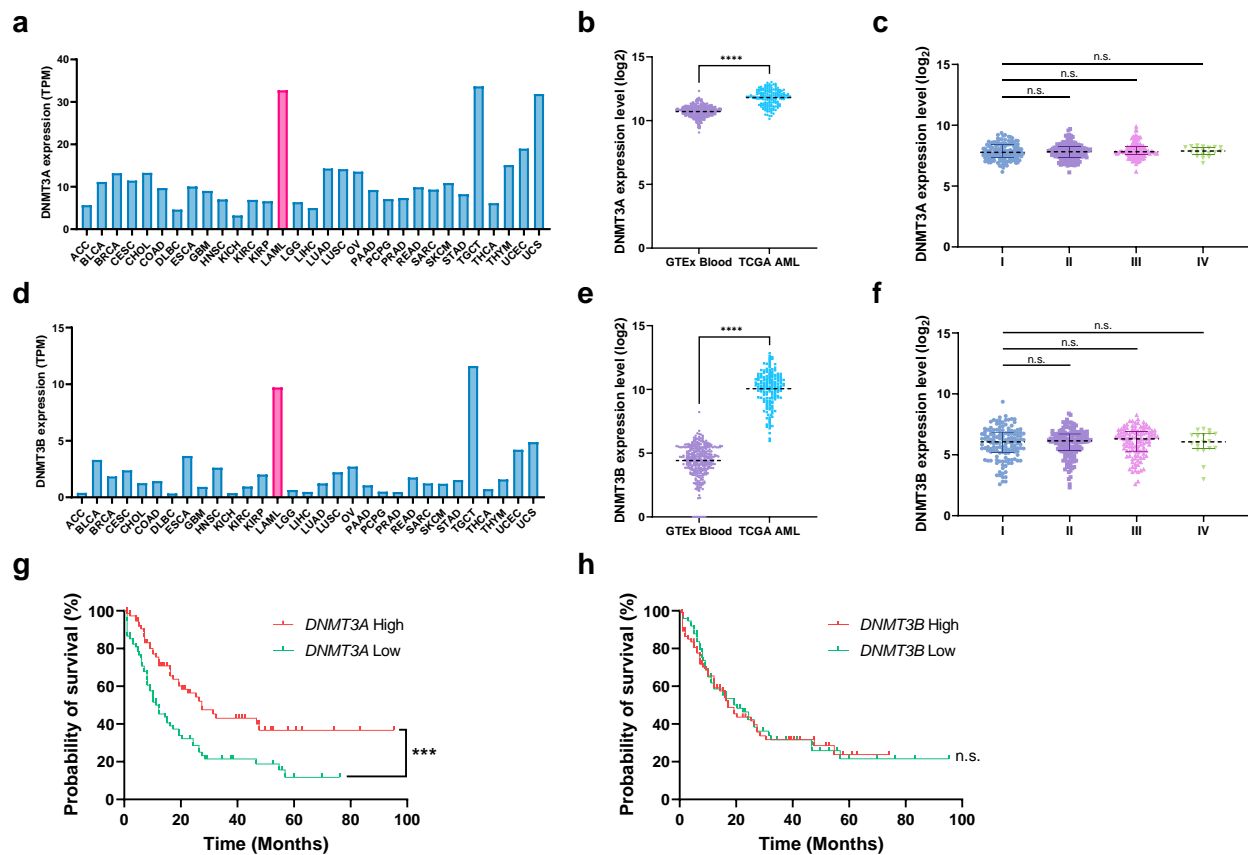

**Supplementary Fig 8. Expression level of DNMT3A and DNMT3B are not related to poor prognosis of AML patients.**

- a. Bar graph showing the relative expression of DNMT3A in 31 different cancer types by GEPIA2 (Gene Expression Profiling Interactive Analysis). The heights of the bars represent the median expression for certain tumor types.
- b. Scatter dot plot comparing the relative expression level of DNMT3A in the GTEx blood (n = 337) and TCGA AML datasets (n = 173). This analysis was performed using the UCSC Xena browser. The y-axis shows the log<sub>2</sub> value of the normalized RSEM count. The *P*-value was determined using a two-tailed t-test. \*\*\*\**P* < 0.0001.
- c. Analysis of DNMT3A expression patterns in blood cancer stages (I [n = 139], II [n = 155], III [n = 113], and IV [n = 19]) in the GENT2 dataset. The y-axis shows the log<sub>2</sub> value of relative mRNA expression levels. The *P*-values were determined using one-way ANOVA followed by Dunnett's multiple comparisons test. n.s., not significant.
- d. Bar graph showing the relative expression of DNMT3B in 31 different cancer types by GEPIA2.

## Supplementary Fig 8

- e. Scatter dot plot comparing the relative expression level of DNMT3B in the GTEx blood (n = 337) and TCGA AML datasets (n = 173). The *P*-value was determined using a two-tailed t-test. \*\*\*\* $P < 0.0001$ .
- f. Analysis of DNMT3B expression patterns in blood cancer stages (I [n = 139], II [n = 155], III [n = 113], and IV [n = 19]) in the GENT2 dataset. The *P*-values were determined using one-way ANOVA followed by Dunnett's multiple comparisons test. n.s., not significant.
- g. Survival analysis of AML patients by OncoLnc. A total of 150 patients were divided into two groups (DNMT3A high [n = 75] and DNMT3A low [n = 75]) based on their expression level. The *P*-value was calculated by log-rank (Mantel–Cox) test. \*\*\* $P < 0.001$ .
- h. Survival analysis of AML patients by OncoLnc. A total of 150 patients were divided into two groups (DNMT3B high [n = 75] and DNMT3B low [n = 75]) based on their expression level. The *P*-value was calculated by log-rank (Mantel–Cox) test. n.s., not significant.

**Supplementary Table 1. List of shRNA target sequences used in this study.**

| Target gene   | Sequence (5' to 3')   |
|---------------|-----------------------|
| <i>UHRF1</i>  | AGATATAACGTTAGGGTTT   |
| <i>DNMT1</i>  | GCCCAATGAGACTGACATCAA |
| <i>DNMT3B</i> | CCTGTCATTGTTTGATGGCAT |

**Supplementary Table 2. List of qRT-PCR primer sets used in this study.**

| Target gene          | Direction | Primer (5' to 3')       |
|----------------------|-----------|-------------------------|
| <i>UHRF1</i>         | Forward   | AGCCTACTCCCTAGTCCTGG    |
|                      | Reverse   | CCCTGTTGGTGTGTTGGTGAGT  |
| <i>DNMT1</i>         | Forward   | GATCTCCTACAACGGGGAGC    |
|                      | Reverse   | AGCCACCAATGCACTCATGT    |
| <i>DNMT3A</i>        | Forward   | CGAGTCCAACCCTGTGATGAT   |
|                      | Reverse   | CTATCCTGCCATGCTCCAGA    |
| <i>DNMT3B</i>        | Forward   | TTGGCGACAAGAGGGACATC    |
|                      | Reverse   | ATGCTATCACGGGCCTGTTC    |
| <i>CD14</i>          | Forward   | AGAACCTTGTGAGCTGGACG    |
|                      | Reverse   | AGTTCCTTGAGGCGGGAGTA    |
| <i>ITGAM (CD11B)</i> | Forward   | CGATTCCGTGTTACCCCTGC    |
|                      | Reverse   | TGCCGCTTGAAGAAGCCGAG    |
| <i>PDK4</i>          | Forward   | GGTGGTGTTCCTGAGAAT      |
|                      | Reverse   | GGCAAGCCGTAACCAAAACC    |
| <i>DNASE2</i>        | Forward   | CCACGTTAGCCAAGAACCCT    |
|                      | Reverse   | GGGCAGGATGCCTACAGTTT    |
| <i>OAS2</i>          | Forward   | CTGAGCCAGTTGCAGAAAACC   |
|                      | Reverse   | GTCTGCATTGTGCGCACTTTC   |
| <i>PSAT1</i>         | Forward   | GTCCAGTGGAGCCCCAAA      |
|                      | Reverse   | TGCCTCCCACAGACCTATGC    |
| <i>TNF</i>           | Forward   | CTCTTCTGCCTGCTGCACTTTG  |
|                      | Reverse   | ATGGGCTACAGGCTTGTCACCTC |
| <i>IL1B</i>          | Forward   | CCACAGACCTTCCAGGAGAATG  |
|                      | Reverse   | GTGCAGTTCAGTGATCGTACAGG |
| <i>IL6</i>           | Forward   | AGACAGCCACTCACCTCTTCAG  |
|                      | Reverse   | TTCTGCCAGTGCCTCTTTGCTG  |
| <i>GAPDH</i>         | Forward   | TGCACCACCAACTGCTTAGC    |
|                      | Reverse   | GGCATGGACTGTGGTCATCAG   |

Full images for western blots

Fig. 1d

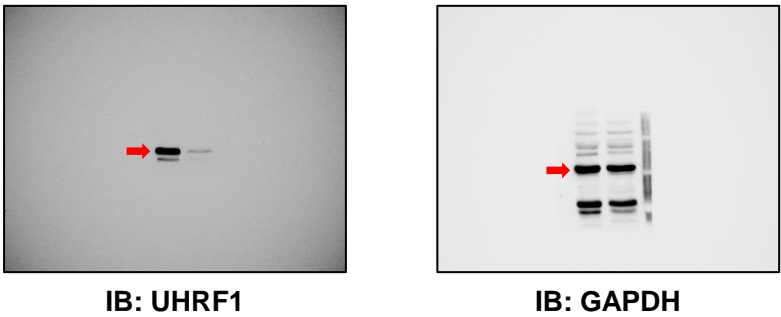

Fig. 1e

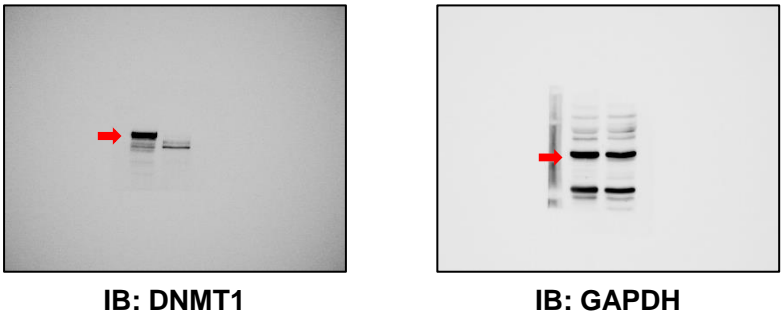

Fig. 1f

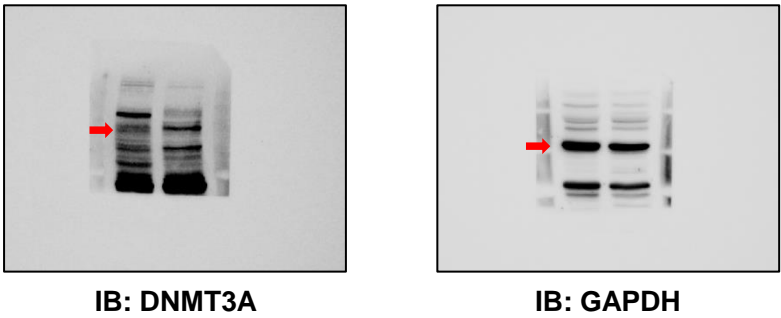

Fig. 1g

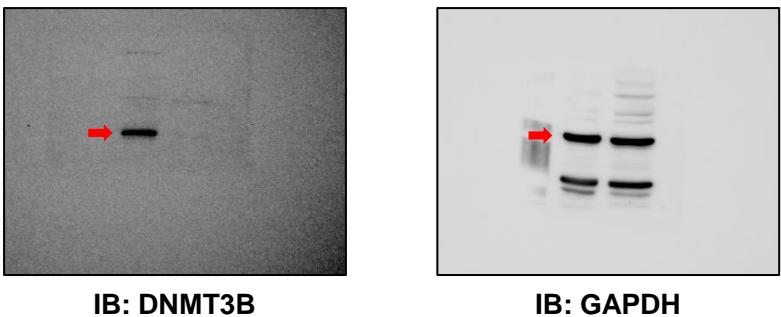

Full images for western blots

Supplementary Fig. 2a

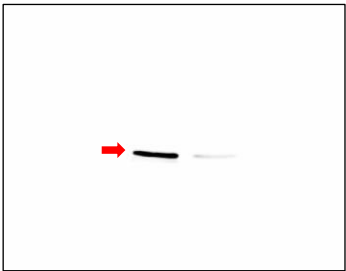

IB: UHRF1

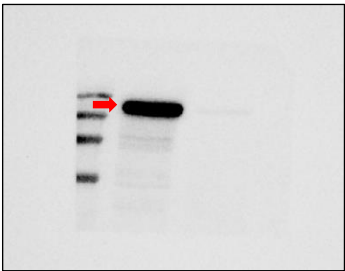

IB: DNMT1

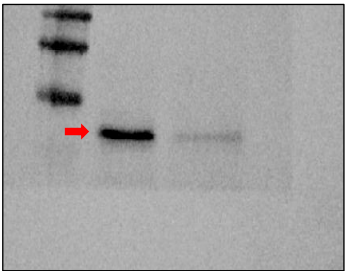

IB: DNMT3B

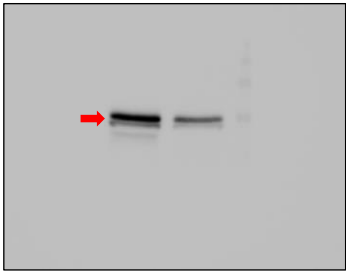

IB: UHRF1 (low contrast)

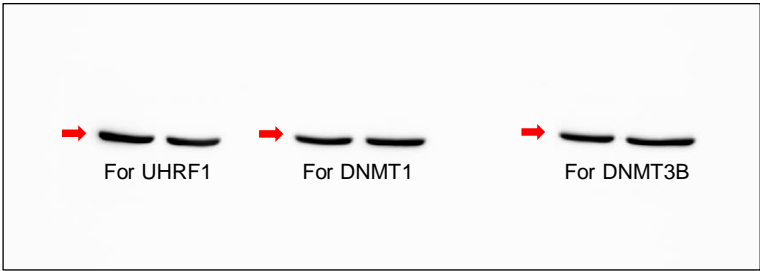

IB: ACTIN

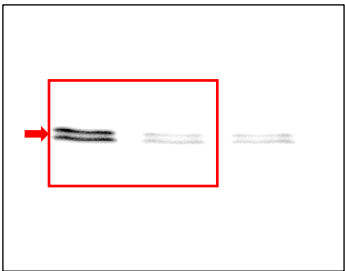

IB: UHRF1 #2

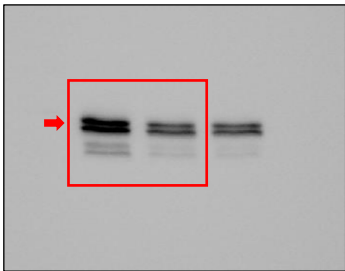

IB: UHRF1 (low contrast)

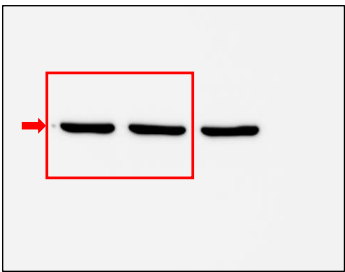

IB: ACTIN

Full images for western blots

Supplementary Fig. 3a

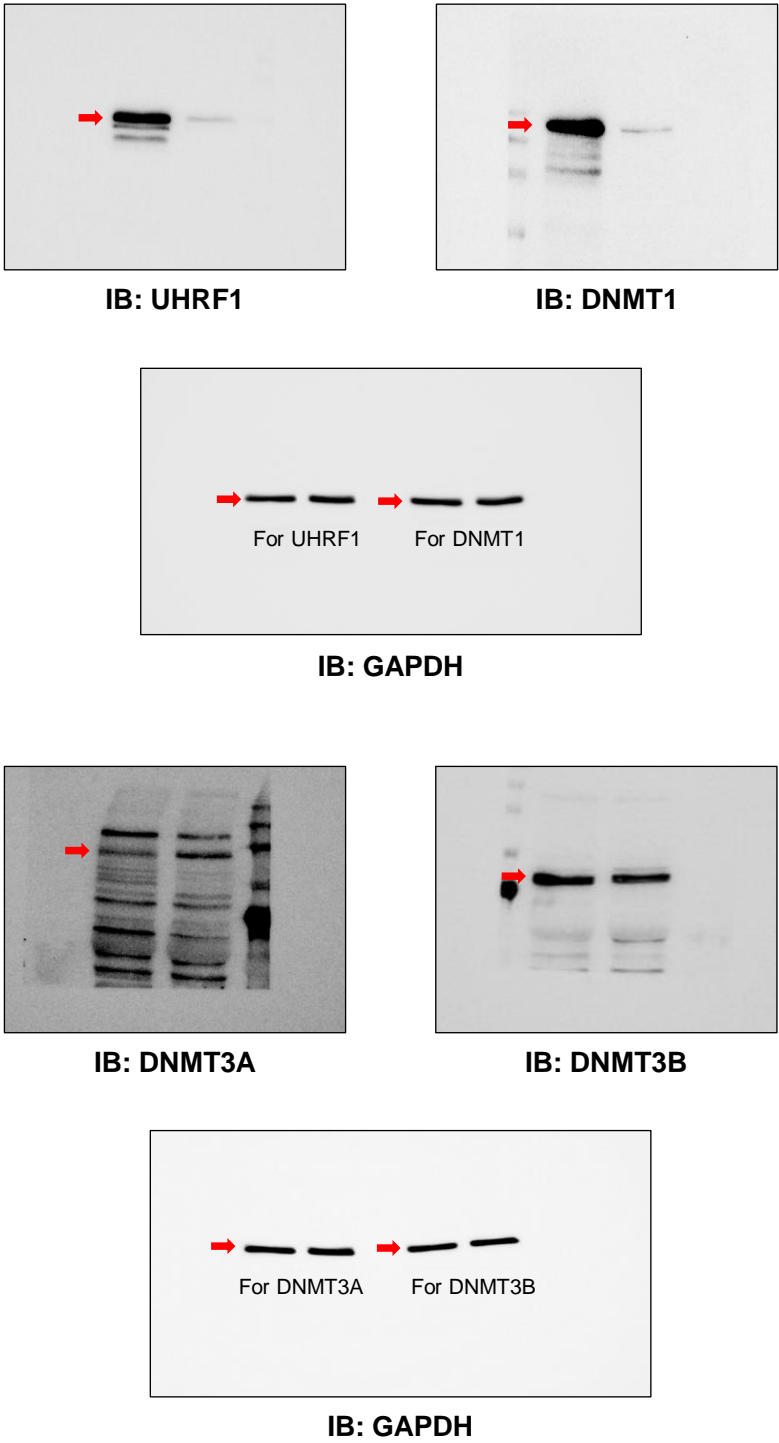

Full images for western blots

Supplementary Fig. 3b

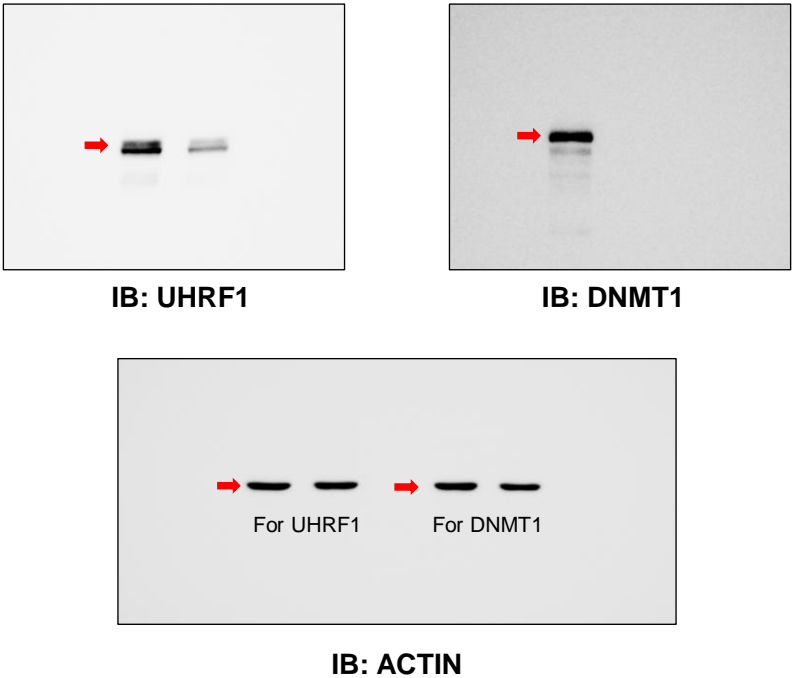

Supplementary Fig. 7a

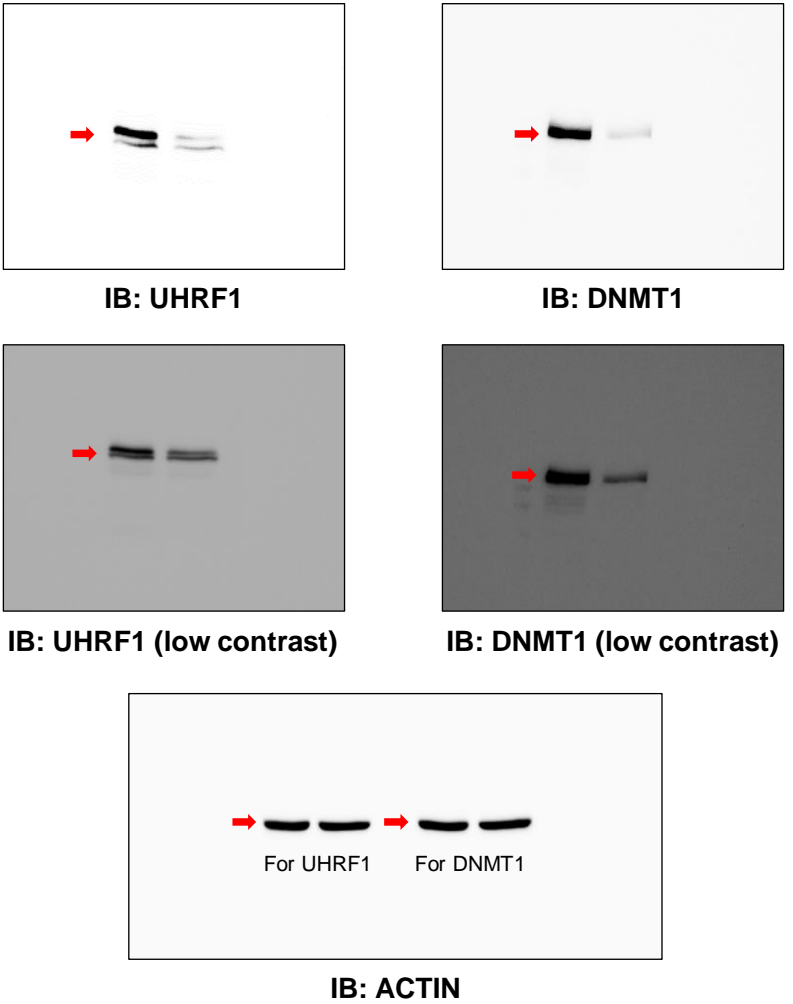

**Supplement:** Supplementary file 1 — Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

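RNA sequencing counts were available for 16 libraries of THP-1 cells: the lines shNC, shUHRF1, shDNMT1 and shDNMT3B, each after 48 h in DMSO or in 100 ng/ml PMA, with 2 libraries per group. The authors aligned the reads to hg38 with STAR 2.4.0b and, per the submitters' processing notes, used Cufflinks 2.1.1, HTSeq 0.6.1p1 and edgeR, and the deposited table holds their whole-number gene counts. It lists 60676 Ensembl genes, of which 60357 were named by GENCODE release 44 and 319 had no symbol. For 1194 genes the symbol was shared with a more abundant gene. No count was found for 32623 genes in any library. Total counts ran from 13883556 to 23151864 (median 18031696.5), between 20384066 and 23151864 in libraries numbered 1 and between 13883556 and 15679327 in those numbered 2. At these depths, 3 counts over a group equal 0.072 to 0.0949 CPM (0.0793 in shNC DMSO), and the value of the group without counts served as its floor. Sample descriptions disagreed with titles for 12 of 16 samples, and the columns were read by the condition in their own names.

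The counts were tested with edgeR 4.0.16 in R 4.3.3: filterByExpr (minimum count 10, minimum total 15) kept 16503 genes, TMM gave the scaling, and a robust quasi-likelihood fit of all 8 groups gave each contrast. The common dispersion was 0.0439, and 0.0115 with the replicate block, which left 7 in place of 8 residual degrees of freedom. Adjusted p values follow Benjamini and Hochberg over all tested genes of a comparison. Genes were counted as differentially expressed under 0.05 and above 1 (PMA against DMSO) or 0.585 (knockdown against shNC) in absolute log2 fold change, while single genes, members of lists and differences of the PMA response were called without a fold change limit. There were 13 comparisons: the PMA response of each line, each knockdown line against shNC in DMSO and in PMA, and the difference of the PMA response of each knockdown line from that of shNC. Levels are TMM-normalized CPM as mean ± SD of 2 libraries, and log2 CPM used a prior count of 2. For a group with 1 to 3 counts, the ratio is given with a 95% counting interval.

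Before the data were examined, 27 gene lists were fixed: DNA methylation machinery, macrophage differentiation markers, macrophage activation and phagocytosis, the myeloid progenitor and MLL-AF9 program, M1 genes, M2 genes, type I interferon response, interferon-gamma response, antigen presentation, NF-kB, MAPK, CD40 signaling, phospholipase C signaling, GTPase regulators, cell adhesion, neutrophil granule genes, DNA repair, DNA replication, mitosis, germline genes, the amino acid and ATF4 response, cholesterol biosynthesis, lysosome, other blood lineages, dendritic cells, ribosomal proteins and mitochondrially encoded genes. Each was tested with camera (limma 3.58.1) at a preset correlation of 0.01 and with an estimated correlation, and with one-sided Fisher's exact tests among the called genes against all genes tested. Genes named in the text follow a rule fixed at the same time: every gene the paper names, the Fig. 5e labels, the 10 largest rises and 10 largest falls of each main comparison, and up to 4 members of each list with the smallest adjusted p. The largest changes had to have an adjusted p under 0.05, a mean of at least 1 CPM and no overlap between the libraries of both groups. Only part of the genes under this rule is printed. Members of the sets of called genes were named from those sets after their values were seen, among them ARHGEF12, CASP1, DOCK11, RALGPS2, TLR7 and XRCC2, which lie outside the rule.

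The overlap of shUHRF1 and shDNMT1 calls was set beside independent lists and beside 30 simulated draws of unchanged groups against the same shNC libraries, with the dispersions of the fit without the replicate block. Draws with the replicate number in their means, dispersions and fit were added after seeing the data. A test on simulated data, with known changes added to the counts, recovered 4.5% of genes changed 1.5-fold, 40.3% of those changed 2-fold and 87.9% of those changed 4-fold for shUHRF1 against shNC in DMSO, and 4.9% of its calls were false. Alternatives tried were DESeq2 1.42.0, no filter on low counts, a fit of only the 4 libraries compared, upper-quartile factors, no fold change limit, unadjusted p, an exact test after 3 rounds of DEGES normalization, the replicate number as a block, and each library left out in turn, where the partner left alone in its group was taken to vary like the others. Files were read and lists joined with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1. The paper's own gene sets and GO terms were not used, and reads were not realigned. Fig. 5e gene ANKRD20A3 had no entry by this symbol, and IL6 did not pass the filter on low counts.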

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

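The tests of explanations in this part were chosen after the results were seen, except that of sequencing depth.

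UHRF1 transcripts were not called lower in shUHRF1 cells in DMSO (log2 fold change -0.36), and after PMA they stood above shNC by 0.87, 2.52 and 2.33 in shUHRF1, shDNMT1 and shDNMT3B (edgeR's quasi-likelihood test, adjusted p = 0.129, 9.0e-05 and 1.5e-04). Exchanged knockdown labels were tested by counting targets called lower in a line other than their own, and that count was 0 by edgeR, but no target was called lower in its own line either, so exchanged labels and a weak effect on these transcripts cannot be told apart from these counts. The paper presents Western blots for the knockdown efficiency of the target proteins and reports global hypomethylation in the DNMT1 line only, which runs the way the names of the lines say, and protein was not measured in these libraries. With the replicate block, UHRF1 (-0.38, edgeR adjusted p = 0.0241) and DNMT1 (-0.38, adjusted p = 0.0265) were called lower in shDNMT3B in DMSO. The count of targets lower in another line was thus not 0 in that fit, as exchanged labels could give, and exchanged labels stay open. More cycling cells left after PMA stay open as a cause of the higher UHRF1. UHRF1 lay at the 91.8, 93.6 and 80.9 percentile of 110 replication and mitosis genes in the 3 lines, inside the range set for this test. That range holds most of these genes by design, so the test cannot decide. UHRF1 was above the median of these genes in shUHRF1 (0.87 against 0.3), shDNMT1 (2.52 against 1.37) and shDNMT3B (2.33 against 1.68). An effect of each hairpin itself stays open as untested.

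Libraries numbered 1 and 2 differed within every group: 6625 of 16430 genes differed between the numbers by edgeR with the group as a term, and mitochondrially encoded genes held 7.71% to 29.0% of counts in number 1 and 3.92% to 14.5% in number 2. Sequencing depth is argued against, since the lowest correlation of same-numbered deviations was still 0.217 after each deeper library was thinned to its partner. Reads assigned differently where genes overlap on the same strand are argued against too. Of the differing genes, 35.2% overlapped another gene on the strand, against 35.0% of the rest. Overlaps between opposite strands were not tested. Gene length is a candidate explanation, with a Spearman rho of 0.366 between exon length and the difference of the numbers across genes (0.205 to 0.331 within groups, permutation p = 1e-04, the smallest the permutations can give), though what in the preparation would bring it was not tested. No biological explanation was tested, since nothing in the labels says what a number stands for.

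Type I interferon genes were lower than shNC in DMSO in all 3 knockdown lines, with 43, 52 and 53 of 55 called. A single atypical shNC library is argued against: without either shNC DMSO library the medians stayed at -1.51 or below (-2.93 or below in shDNMT1, -2.63 or below in shDNMT3B). Variation between lines unrelated to the hairpins stays open, because the median difference between shDNMT1 and shUHRF1 was -1.18, smaller than the smallest difference from shNC (-1.57) but beyond the 0.5 set for lines that are alike, and with 1 control line a line's own state and its hairpin cannot be told apart. An effect of the knockdowns, shared by the 3 hairpins, stays open as untested.

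The PMA response differed from that of shNC, by the test of the difference, for 122 genes upward and 18 downward in shUHRF1, 930 and 177 in shDNMT1, and 838 and 280 in shDNMT3B. Among DNA methylation genes it was higher for UHRF1 by 2.43 in shDNMT1 and 2.71 in shDNMT3B, for DNMT3A by 1.55 in shDNMT1 and for DNMT3B by 1.54 in shDNMT3B (all on the log2 scale). DNMT3B was not called there without shNC PMA replicate 1 (1.37, edgeR adjusted p = 0.0556). ITGAM and SYTL1 differed by 1.33 and 2.51 in shDNMT1, ITGAM losing its call without any 1 of 6 libraries. For PDK4 the fitted differences were 6.08 in shDNMT1 and 7.83 in shDNMT3B, which depend on the prior count since shNC had no count in PMA. Against that floor PDK4 in PMA was at least 33.0-fold and 124-fold higher. The PDK4 call in shDNMT1 was lost without shNC DMSO replicate 2 (5.42, edgeR adjusted p = 0.0579), shNC PMA replicate 1 (6.07, 0.0971) or shNC PMA replicate 2 (6.10, 0.061).

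FGR responded less in shUHRF1, by -1.46, and DNASE2 more in shUHRF1 and shDNMT1, by 1.70 and 2.04, and the FGR and DNASE2 calls in shUHRF1 were lost without any 1 of 7 and of 5 libraries. OAS2 differed by 2.06, 4.78 and 3.95 in shUHRF1, shDNMT1 and shDNMT3B, and PSAT1 by -1.58 in shDNMT1 and -2.38 in shDNMT3B. PARP1 differed by 1.40 in shDNMT1, PCNA by 0.85 in shDNMT3B, AURKA by 1.51 and 1.31, KDM6B by -1.67 and -1.81, and CD80 by 3.29 and 4.90 in shDNMT1 and shDNMT3B. CD80 had 3 and 1 counts in DMSO in these lines, and its ratio of PMA to DMSO was 49.4 (16.6 to 243) and 185 (32.8 to 7370).

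Median differences of the PMA response over lists were 1.51, 3.01 and 2.15 for type I interferon genes in shUHRF1, shDNMT1 and shDNMT3B, and 0.62, 1.61 and 1.09 for the interferon-gamma list. Macrophage activation stood at 0.88 in shDNMT1, the myeloid progenitor program at 0.61 and 0.54, DNA replication at 0.74 and 1.21 and mitosis at 2.16 and 2.42 in shDNMT1 and shDNMT3B, and the amino acid and ATF4 response at -1.35 in shDNMT3B. For shDNMT3B cells after PMA the paper gives CD14-positive cells by flow cytometry, and in these libraries 2932 genes rose and 2183 fell against DMSO (2441 and 2978 with upper-quartile factors).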

How the results depend on the processing

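No named gene or gene list changed its direction past the threshold under any alternative tried for it. The counts of genes in the knockdown comparisons moved most, and the balance of rises and falls after PMA turned under some settings. With upper-quartile factors more genes fell than rose after PMA in every line, where the main fit gave more rises. In shNC falls also led with DESeq2 (3270 up, 3289 down) and without the filter on low counts (3426, 3671). The same held there with only the 4 libraries compared (3225, 3298) and with unadjusted p (3465, 3481). Rises led in shNC under the remaining settings. Of the named genes' results, DESeq2 left 1715 on their side of the threshold, made 130 pass and 5 fail; without the filter on low counts the numbers were 1696, 133 and 46, with only the 4 libraries compared 1299, 7 and 188, with DEGES and an exact test 1390, 37 and 67, with upper-quartile factors 1837, 18 and 20, and with the replicate block 1529, 346 and 0. With 1 library left out, 8010 stayed, 32 passed and 982 failed. List results with an estimated correlation stayed in 254 cases and failed in 97. In the simulated data with 2 libraries per group, changes of 1.5-fold were mostly out of reach of the test without the replicate block. For shUHRF1 against shNC in DMSO it recovered 4.5% of them, and the fit with the block 3%. In the measured counts the block lowered the common dispersion from 0.0439 to 0.0115, and the simulated counts showed no such gain. The 3% therefore cannot gauge how many changes of this size the blocked fit finds in the measured counts. The causes of the changes below were not tested, apart from the smaller number of libraries where libraries were left out. The pairs that follow are genes up, then down.

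With DESeq2 the counts were 134 and 355 for shUHRF1 in DMSO, 165 up for shDNMT1 in DMSO, 408 down for shUHRF1 in PMA, 312 higher and 101 lower responses in shUHRF1, 311 lower in shDNMT1 and 482 lower in shDNMT3B, and 57 and 245 shared genes. Without the filter on low counts they were 184 and 361 for shUHRF1, 233 up for shDNMT1, 430 and 776 for shDNMT3B in DMSO, 520 up for shUHRF1 in PMA, 267 higher and 54 lower responses in shUHRF1, and 84 and 250 shared genes. A fit of only the 4 libraries compared gave 0 and 18 for shUHRF1, 2 and 124 for shDNMT1, 23 and 75 for shDNMT3B in DMSO, 128 and 118 for shUHRF1 in PMA, and 0 and 18 shared genes. DEGES with an exact test gave 123 down for shUHRF1 in DMSO and 1997 down for shDNMT3B in PMA.

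Unadjusted p gave 649 and 827 for shUHRF1, 552 and 1404 for shDNMT1 and 1011 and 1113 for shDNMT3B in DMSO, 1137 and 793 for shUHRF1 and 2128 and 1514 for shDNMT1 in PMA, and 260 and 477 shared genes. The replicate block gave 528 and 669, 461 and 1122, and 837 and 1140 for these lines in DMSO, 947 and 673, 2044 and 1538, and 2684 and 1966 in PMA, response differences of 993 and 407, 2116 and 958, and 2074 and 1150, and 219 and 402 shared genes. Draws simulated with the replicate block, an alternative chosen after seeing the data, shared at most 2 genes up and 2 down, against 0 and 0 without it.

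With each library left out in turn, shUHRF1 in DMSO ranged over 3 to 52 up and 66 to 172 down, shDNMT1 over 11 to 32 and 227 to 358, and shDNMT3B over 74 to 134 and 203 to 268. In PMA, shUHRF1 ranged over 54 to 114 and 61 to 75, shDNMT1 over 602 to 917 and 462 to 588, and shDNMT3B over 927 to 1132 and 571 to 725. Higher and lower PMA responses ranged over 9 to 99 and 0 to 10 in shUHRF1, 570 to 715 and 75 to 110 in shDNMT1, and 520 to 674 and 141 to 217 in shDNMT3B. Shared genes ranged over 1 to 26 up and 64 to 125 down.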

Differences from the paper's values

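The paper's DEG thresholds for the knockdown lines are a q under 0.05 in the methods and a fold change limit with P = 0.05 in the Fig. 3b legend, and the counts below used an adjusted p with that fold change limit. For shUHRF1 the paper gives 470 genes down, and 189 were called here. Among the alternatives set before the data were examined, DESeq2 (355), no filter on low counts (361) and the replicate block (669) lay within 1.5 times the paper's value, and upper-quartile factors (172), the 4 libraries compared (18), DEGES with an exact test (123), unadjusted p (827) and no fold change limit (189) did not. For genes up in shUHRF1 the paper gives 423 against 28 here. The replicate block (528) lay within that range, and DESeq2 (134), upper-quartile factors (30), no filter (184), the 4 libraries compared (0), DEGES (26), unadjusted p (649) and no fold change limit (28) did not.

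For shDNMT1 the paper gives 413 genes up and the test here 91. Unadjusted p (552) and the replicate block (461) came within 1.5 times, and DESeq2 (165), upper-quartile factors (102), no filter (233), the 4 libraries compared (2), DEGES (121) and no fold change limit (94) did not. For shDNMT3B the paper gives 611 genes up and 836 down, against 261 and 467. Genes up came within range with no filter (430) and the replicate block (837), and not with DESeq2 (381), upper-quartile factors (357), the 4 libraries compared (23), DEGES (249), unadjusted p (1011) or no fold change limit (267). Genes down came within range with DESeq2 (618), no filter (776), unadjusted p (1113) and the replicate block (1140), and not with upper-quartile factors (382), the 4 libraries compared (75), DEGES (344) or no fold change limit (477).

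For genes changed in both shUHRF1 and shDNMT1, the paper gives 186 up and 291 down, against 13 and 160. The overlap of rises came within range with unadjusted p (260) and the replicate block (219), and not with DESeq2 (57), upper-quartile factors (14), no filter (84), the 4 libraries compared (0), DEGES (12) or no fold change limit (13). The overlap of falls came within range with DESeq2 (245), no filter (250) and the replicate block (402), and not with upper-quartile factors (146), the 4 libraries compared (18), DEGES (111), unadjusted p (477) or no fold change limit (160). Leaving out any 1 library of the groups compared did not bring these counts into range. The PMA count in shNC, the falls in shDNMT1 and the genes up after PMA in a knockdown line only were within 1.5 times the paper's values. The falls in shDNMT1 (paper 824, here 556) stayed in range with DESeq2 (677), no filter (832), no fold change limit (559) and the replicate block (1122), and left it with upper-quartile factors (525), the 4 libraries compared (124), DEGES (467), unadjusted p (1404), and without shNC DMSO replicate 1 or 2 (358 and 344) or shDNMT1 DMSO replicate 1 or 2 (227 and 271). The genes up after PMA in a knockdown line only left it with upper-quartile factors (541 against the paper's 864 in shUHRF1 and 710 against 1129 in shDNMT1), without shUHRF1 DMSO replicate 1 (532 against 864) and without shDNMT1 DMSO replicate 1 or shDNMT1 PMA replicate 2 (644 and 714 against 1129 in shDNMT1).

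The paper shows depletion of UHRF1, DNMT1 and DNMT3B in their lines as protein, by Western blot. Their transcripts, another measure, had lower means there but were not called by edgeR (log2 fold changes -0.36, -0.25 and -0.48). In simulated data for shUHRF1 in DMSO, the test recovered 4.5% of 1.5-fold changes. The missing calls therefore cannot count against the depletion. It shows TLR4 and FGR as raised in both lines, and here TLR4 was called in neither (edgeR adjusted p = 0.576 and 0.246), while FGR was called in shDNMT1, and in shUHRF1 only with DESeq2 (adjusted p = 0.00578), no filter on low counts (edgeR, 0.0132) or the replicate block (edgeR, 0.00232). PDK4, DNASE2, OAS2 and PSAT1 went the paper's way in both lines, as did DNMT3A, TET1, CD14, ITGAM, RGS1, MMP9, SPIB and SYTL1 after PMA. The paper finds DNA repair and CD40 signaling enriched among genes up in both lines, and phospholipase C among the shared rises. The lists used here, which are not the paper's GO terms, were not in excess there (Fisher's exact test, adjusted p = 1 for DNA repair in shUHRF1 and 0.364 in shDNMT1). The sets tested were small, with 28 genes up in shUHRF1, 91 in shDNMT1 and 13 in both. A missing excess in them therefore cannot count against the enrichment in the paper's larger sets. DNA repair was in excess among the genes up in shUHRF1 when these were called by unadjusted p (exact test, adjusted p = 0.0214) or with the replicate block (0.0161), and phospholipase C in shUHRF1 with the replicate block (0.0379). The paper proposes that depletion raises genes of macrophage differentiation and activation. In DMSO the members of those lists that passed the test in shUHRF1 and shDNMT1 fell (2 and 7 differentiation markers, 3 and 6 activation genes). The paper also gives qRT-PCR of selected genes, lower promoter methylation, and more CD14-positive cells by flow cytometry in both lines without PMA. Surface CD14 and methylation were not measured in these libraries. After PMA and a further 48 h the paper reports raised mRNA of TNF, IL1B and IL6 in UHRF1- or DNMT1-knockdown cells. Here, after 48 h of PMA, IL1B and TNF were lower than shNC in shDNMT1 (-3.15 and -1.54, edgeR adjusted p = 8.6e-06 and 0.0116), and in shUHRF1 IL1B was called higher only with DESeq2 (0.63, adjusted p = 0.0442) and the replicate block (0.64, edgeR adjusted p = 0.00523). TNF in shDNMT1 was not called without shDNMT1 PMA replicate 1 or shNC PMA replicate 2.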

Other observations

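In PMA, shDNMT3B cells differed most from shNC, with 1786 genes up and 1294 down, and cell division genes were prominent among the rises: 51 of 56 mitosis genes and 37 of 54 replication genes were higher and none lower (medians 2.02 and 0.98, limma camera adjusted p = 5.3e-55 and 7.2e-18, 2.5e-04 and 0.00132 with an estimated correlation). CDC20 stood at 63.4 CPM there (log2 fold change 3.16 against shNC, edgeR's quasi-likelihood test, adjusted p = 1.5e-06). In shDNMT1, 31 of the 54 replication genes were higher and in shUHRF1 1 (38 and 4 with the replicate block). Cholesterol biosynthesis genes stayed low after PMA in shUHRF1, shDNMT1 and shDNMT3B, with 15, 11 and 20 of 24 down (medians -1.08, -0.61 and -1.52, limma camera adjusted p = 2.5e-37, 2.3e-09 and 1.7e-29, and 1.3e-04, 0.00465 and 2.5e-04 with an estimated correlation). Amino acid and ATF4 response genes were down in 23, 25 and 25 of 40 cases (medians -0.80, -1.01 and -0.83), for example ASNS, asparagine synthetase, in shUHRF1 (-2.60). FABP4, the fatty acid carrier, rose by 1.95, 3.01 and 6.58 in PMA. The counts in shDNMT3B were 927, 1030, 1015 and 1132 up and 717, 725, 571 and 657 down without shNC PMA replicate 1, shNC PMA replicate 2, shDNMT3B PMA replicate 1 or shDNMT3B PMA replicate 2.

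The cytokines that the paper measured as mRNA and secreted protein after PMA and a further 48 h had transcripts in these libraries, taken at 48 h. In shNC, IL1B rose from 1.88 ± 0.575 to 2402 ± 279 CPM (n = 2, log2 fold change 10.32, edgeR adjusted p = 5.1e-10) and TNF from 0.927 ± 0.418 to 13.9 ± 4.27 CPM (3.90, edgeR adjusted p = 4.9e-06), while IL6 had 11 counts in PMA and 0 in DMSO, at least 4.22-fold higher. Against shNC in PMA, IL1B was at 0.64, -3.15 and -1.31 on the log2 scale in shUHRF1, shDNMT1 and shDNMT3B (edgeR, adjusted p = 0.18, 8.6e-06 and 0.00241) and TNF at -0.59, -1.54 and -0.22 (adjusted p = 0.441, 0.0116 and 0.686). TNF in shDNMT1 was not called without shDNMT1 PMA replicate 1 (-1.28, edgeR adjusted p = 0.102) or shNC PMA replicate 2 (-1.19, 0.107). M1 genes were higher in 1, 4 and 2 of 27 cases and lower in 2, 12 and 10, and MAPK genes were higher in 1, 1 and 5 and lower in 2, 12 and 10 of 47. The replicate block called 4, 7 and 6 M1 genes higher and 4, 14 and 12 lower, and 4, 4 and 7 MAPK genes higher and 7, 27 and 21 lower. For the M1 list limma's camera gave adjusted p = 0.165, 1.1e-08 and 2.0e-06, and 0.421, 0.00234 and 0.00601 with an estimated correlation.

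After PMA in shNC, M2 genes rose in 12 of 19 cases and fell in 2 (12 and 3 adjusted over the list alone, 12 and 4 with the replicate block, limma camera adjusted p = 2.4e-05, 0.0048 with an estimated correlation). M1 genes rose in 22 of 27, NF-kB genes in 22 of 32, MAPK genes in 28 of 47 and CD40 signaling genes in 14 of 17 cases, the last at adjusted p = 8.6e-04 by limma's camera and adjusted p = 0.0869 with an estimated correlation. DNA repair genes fell in 52 of 90 cases and rose in 5 (57 and 12 with the replicate block, adjusted p = 3.5e-10 by limma's camera, adjusted p = 0.0697 with an estimated correlation). Ribosomal protein genes fell in 25 of 47 cases (45 with the replicate block, median -0.89, limma camera adjusted p = 0.00149, adjusted p = 0.599 with an estimated correlation). Among the lists that limma's camera did not call were the mitochondrially encoded genes (0 of 13 by edgeR, median -1.07, adjusted p = 0.354, and with the replicate block 12 of 13 lower, limma camera adjusted p = 0.01), germline genes (2 up and 6 down of 13, 4 and 7 with the replicate block, adjusted p = 0.333), dendritic cell markers (6 up and 3 down of 14, adjusted p = 0.383) and markers of other blood lineages (4 up and 7 down of 15, adjusted p = 0.997).

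HBB and HBA2 had 1.30 and 0.76 CPM in shDNMT1 DMSO replicate 1, and less in the other libraries apart from shNC DMSO replicate 1. With the replicate block both were called lower in DMSO in shUHRF1 (adjusted p = 0.049 and 5.7e-11 by edgeR) and in shDNMT3B (0.039 and 1.1e-11), and HBA2 in shDNMT1 (3.0e-11).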
